# Oligodendrocyte Egr2 Mediates the Beneficial Effect of Resocialization on the Social Ability of Socially Isolated Mice

**DOI:** 10.1007/s12264-025-01534-w

**Published:** 2025-11-06

**Authors:** Yanli Zhang, Sijia Chen, Shuying Zhang, Yue Li, Yimiao Wang, Min Cao, Yuxi Jin, Ze Wang, Shixin Ding, Ming Xiao

**Keywords:** Early social isolation, Social ability, Medial prefrontal cortex, Myelin plasticity, Resocialization

## Abstract

Early social isolation (SI) impairs social ability, which can be partially rescued after resocialization, but the underlying mechanisms have been rarely addressed. This study reported that adolescent SI mice resocialized with group housing (GH) mice, but not with SI mice, showed improved social behavior performances, increased myelination in the medial prefrontal cortex (mPFC), and upregulated Egr2 expression in oligodendrocytes (OLs). Specific down-regulation of OL Egr2 in GH companions or overexpression of OL Egr2 in SI peers abolished or rescued their repair effects on mPFC hypomyelination and social ability defects in SI mice, respectively. Furthermore, the improving effect of GH companions on OL Egr2 expression and myelinogenesis in the mPFC of SI mice was abolished when GH mice were treated with corticosterone. RNA-sequencing analysis showed that Egr2 enhanced myelination by inhibiting PDGFRα. Together, these results revealed that the Egr2/PDGFRα axis mediates distinct peer effects in rescuing SI-induced hypomyelination and social ability impairment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12264-025-01534-w.

## Introduction

Social ability, encompassing social cooperation, behavior, and prosocial tendencies, is fundamental to the survival of social animals [1–3]. Early life experiences are crucial for establishing social behavior and abilities [4]. Notably, early social isolation (SI) not only impairs social ability but also increases the risk of neuropsychiatric disorders, such as depression and schizophrenia, in adulthood [5, 6]. Therefore, it is crucial to timely correct the negative consequences of early SI and explore the underlying mechanisms.

Resocialization, as a classic non-pharmacological intervention paradigm, enhances health conditions and behavioral performances; thus, it is utilized to delay aging and prevent Alzheimer’s disease (AD) and stress-associated mental illnesses [7–9]. In particular, mice that have experienced SI can change or adjust their behavioral norms and lifestyles after returning to the community environment [7]. The cognitive function and social skills of adopted or fostered orphans are superior to those of their peers [10]. Consistently, resocialization with group-housing (GH) mice improves SI-induced defects in social behavior among adolescent mice [11–13]. However, weaned mice that have been isolated during breeding exhibit impaired myelin formation in the medial prefrontal cortex (mPFC), a critical brain region for regulating social behavior, and this impairment cannot be reversed by cohabitating with other SI-experienced littermates [12]. These seemingly contradictory outcomes suggest that the restorative effects of resocialization on social ability impairment due to early SI are dependent upon the early experiences of their peers, although the underlying mechanism remains to be clarified.

In the present study, weaned male C57BL/6J mice underwent a 3-week SI, followed by a 4-week resocialization period with either GH or SI companions. We compared the effects of these two resocialization strategies on the cooperative, social, and prosocial behaviors of SI mice, as well as the changes in myelin sheath, synaptic ultrastructure, and related proteins in the mPFC. Additionally, early growth response 2 (Egr2) has been shown to regulate Schwann cell myelination and hindbrain development [14, 15]. Our recent study indicated that hypomyelination is associated with down-regulation of Egr2 expression in mPFC oligodendrocytes (OLs) of adolescent SI mice [11]. Based on this, we further investigated the regulatory role of Egr2 on mPFC myelination and social behavior of SI mice under the two different resocialization protocols. Finally, RNA-sequencing and gene manipulation strategies were employed to explore the mechanisms by which upstream and downstream factors of Egr2 could influence social ability defects in SI mice.

## Materials and Methods

### Animals and Experimental Design

Three-week-old male C57BL/6J mice were purchased from Experimental Animal Central of Nanjing Medical University. All these mice were bred at the Experimental Animal Center of Nanjing Medical University. They were randomly assigned to either the GH or SI group. In the GH group, 4 mice were housed in a single cage, whereas in the SI group, each cage contained only 1 mouse [16]. All mice were kept in specific-pathogen-free facilities with a consistent room temperature of 18–22°C, relative humidity of 30%–50%, a 12-h light/dark cycle, and had unlimited access to food and water. The animal experiments were carried out in compliance with the guidelines of the Institute of Experimental Animals at Nanjing Medical University (Approval number: IACUC: 2004013).

To establish the resocialized model [13], the SI mouse (*n* = 12) was housed with 3 GH mice in a single cage (totaling 12 cages), forming the resocialization with group house mice (Re-GH) group. For the resocialization with social isolation mice (Re-SI) group, 4 SI mice were group-housed per cage (totaling 3 cages, *n* = 12). In the GH group, 4 mice were maintained per cage (totaling 3 cages, *n* = 12), whereas in the SI group, each weaned mouse was consistently housed in a separate cage (totaling 12 cages, *n* = 12). The resocialization process spanned a duration of 4 weeks.

To assess the impact of Egr2 on social behavior and myelination in mPFC OLs during two modes of resocialization, adeno-associated virus serotype 9 (AAV9) with a specific 2',3'-cyclic nucleotide 3'-phosphodiesterase (CNP) promoter was used to overexpress Egr2 [AAV-CNP-Egr2 (AAV-CNPp-Egr2-EGFP-3Flag), 1 × 10^12^ vector genomes per milliliter (vg/mL)] or GFP [AAV-CNP-GFP (AAV-CNP-EGFP-3Flag), 1 × 10^12^ vg/mL] *via* stereotactic injection into the bilateral mPFC of 3-week-old SI mice (SI^CNP-Egr2^ or SI^GFP^). The weaned mice were kept in isolation for 3 weeks before being co-housed with GH^GFP^ (Re-GH^GFP^) (totaling 10 cages, *n* = 10), SI^CNP-Egr2^ (Re-SI^CNP-Egr2^) (totaling 10 cages, *n* = 10), and SI^GFP^ (Re-SI^GFP^) (totaling 10 cages, *n* = 10) mice for 4 weeks, respectively. To further confirm that Egr2 in OLs is necessary for resocialization, increasing cooperation defects caused by early SI, an *Egr2*-targeting shRNA under the CNP promoter [AAV-CNP-siEgr2 (AAV-CNPp-MCS-EGFP-Egr2), 1 × 10^12^ vg/mL] or AAV-CNP-GFP (AAV-CNP-RNAi-EGFP, 1 × 10^12^ vg/mL) was stereotaxically injected into the bilateral mPFC of 3-week-old GH mice (GH^CNP-siEgr2^ or GH^GFP^). Weaned mice were kept in isolation for 3 weeks before being co-housed with GH^GFP^ (Re-GH^GFP^) (totaling 10 cages, *n* = 10), GH^CNP-siEgr2^ (Re-GH^CNP-siEgr2^) (totaling 10 cages, *n* = 10), and SI^GFP^ (Re-SI^GFP^) (totaling 10 cages, *n* = 10) mice for 4 weeks, respectively. The viruses mentioned above were purchased from GeneChem, located in Shanghai, China. The sequence of siEgr2 was GCTGTACAGGAGATCTCTA [11].

To investigate whether serum corticosterone (Cort) plays a role in the behavioral and pathological effects of resocialization on SI mice, GH companions were intraperitoneally injected daily with Cort (#C2505, 30 mg/kg, Sigma-Aldrich, Missouri, USA) [17] or PBS for 4 weeks. Conversely, SI companions were intraperitoneally injected daily with metyrapone (Mety, #HY-B1232, 50 mg/kg, MCE, New Jersey, USA) or PBS for 4 weeks.

All the group mice mentioned above that had completed the modeling underwent the prosocial behavior test on the first day after the modeling. On the second day, the three-chamber test was conducted. The social cooperation test was conducted from day 3 to day 14. Following the sacrifice of the animals on day 15, histopathological analyses were conducted.

### Behavioral Tests

#### Social Cooperation Test

The social cooperative ability of mice was assessed using a cooperative drinking water device developed by our laboratory [18]. The device comprises a clear acrylic cage (60 cm × 40 cm × 35 cm) equipped with two photoelectric switches that work in tandem to control the flow of water droplets. Prior to testing, the mice were deprived of water for ~24 h. In the initial phase, a single subject mouse was permitted to freely explore the device for 5 min and learned to stand on the right side to activate the switch for drinking water when the other switch was activated. The training was conducted twice daily for 7 consecutive days. During the second phase, two trained mice were allowed to move freely for 10 min. The trial was conducted once daily for 5 days. The incubation period, frequency, and duration of drinking in both phases were recorded and analyzed.

#### Three-Chamber Test

The social behavior of the mice was assessed using a device consisting of three equidistant compartments (40 cm × 40 cm × 30 cm), separated by two square openings (8 cm × 8 cm), each of which was accessible [19]. Prior to the test, the subject mice were placed in the center compartment and allowed to freely explore for 5 min. During the sociality test, a sex- and age-matched mouse, referred to as stranger-1, was placed in a metal cage (8 cm × 8 cm) on one side of the compartment. The subject mice were then returned to the center compartment and permitted to explore freely among the compartments for another 5 min. The social novelty test commenced 1 h later, with a new sex- and age-matched mouse (stranger-2) placed in the metal cage on the opposite side. The subject mice were once again placed in the center compartment for 5 min of free exploration. The percentage of time spent by the mice in each compartment was recorded and subsequently analyzed.

#### Prosocial Behavior Test

For prosocial interaction, two unfamiliar mice from the same group were allowed to explore freely for 10 min in a new cage (dimensions: length 31 cm, width 22 cm, and height 15 cm) [20, 21]. The frequency and duration of social grooming and aggression were recorded and analyzed.

### Stereotaxic Bilateral Injection

Mice were anaesthetized by intraperitoneal (i.p.) injection of ketamine (80 mg/kg) and xylazine (8 mg/kg) in saline. Anesthetized mice that underwent skull exposure were immobilized in a stereotaxic device. The AAV9 virus was purchased from GeneChem (Shanghai, China) and injected into the bilateral mPFC using a 33-gauge syringe needle (Hamilton, Shanghai, China). The coordinates were +1.8 mm anterior-posterior relative to Bregma, −1.5 mm dorsal-ventral, ±0.4 mm medial-lateral, and the injection rate was 0.2 µL/min, and the cannula was left in place for 5 min following completion of the infusion [11, 22]. After the procedure, the mice were placed on a warmer pad until they awoke and then returned to their original cages.

### Tissue Preparation

Anesthetized mice were injected with 0.9% saline for 3 min, and half of the brain tissue was fixed overnight in 4% PFA. For electron microscopy (EM), the mPFC was dissected and fixed in 2.5% glutaraldehyde for a minimum of one week at 4°C. The mPFC samples were then stained with 70% ethanol containing 0.5% uranyl acetate for 1 h, dehydrated through a series of ethanol dilutions, cleaned with propylene oxide, embedded in Epon, and incubated at 60°C for 24 h. The tissues embedded in Epon were trimmed and subsequently sectioned into ultra-thin (70 nm) cross-sections using an ultra-microtome Leica EM UC7 (Leica Biosystems, Deer Park, Illinois, USA).

For immunofluorescent verification of viral injection sites and transduction efficiency, brain tissues underwent sequential dehydration in 20% and 30% sucrose solutions, followed by sectioning at 30 μm thickness (#Cryotome E, Thermo Fisher, Massachusetts, USA). For immunohistochemical and other immunofluorescent staining, the brain tissue was dehydrated using a gradient ethanol solution, coated with paraffin wax, and continuously sliced at a thickness of 5 μm using a paraffin microtome (#RM2245, Leica Biosystems). The remaining brain tissue was stored at −80°C for quantitative real-time polymerase chain reaction (qPCR) and Western blot analyses. Blood samples from resocialized model mice, which had been resocialized with GH mice that received intraperitoneal injections of Cort or PBS, were stored at 4°C overnight, centrifuged at 2,000 r/min for 20 min, and the serum was separated and collected for enzyme-linked immunosorbent assay (ELISA).

### Primary O4^+^ Immature OL Culture

As previously reported [16], the isolated cortex from newborn C57BL/6J mice (P6–P7) was cut into pieces in DMEM/F12 (#11320-033, Thermo Fisher) after the meninges and blood vessels were removed. The brain tissues were digested with papain (#a00324-0100, 20–30 U/mL, Sangon Biotech, Shanghai, China) and DNase I (#D4513, 2500 U, Sigma) at 37°C for 20 min. After being filtered through a 70 µm filter (#352340, BD Falcon, New Jersey, USA), the cells were resuspended in PBS containing anti-O4 microbeads (#130-094-543, Miltenyi Biotec, Cologne, Germany) and incubated at 4°C for 15 min. The beads were then captured using a column (#130-042-201, Miltenyi Biotec) to enrich O4^+^ cells. O4^+^ immature OLs were cultured in Neurobasal medium supplemented with 1% N2 (#17502-048, Thermo Fisher), 2% B27 (#17504044, Gibco Thermo Fisher), 1% penicillin-streptomycin (#15140-122, Gibco Thermo Fisher), and 40 ng/mL PDGF-AA (#1055-AA-050, R&D Systems, Minnesota, USA) at a density of (0.9–1.5) × 10^4^ cells/cm^2^. The medium was entirely replaced after 24 h, and subsequently, half of the medium was replaced every two days for a period of 6–7 days. To facilitate the maturation of OLs, they were cultured in a medium containing 1% N2, 2% B27, 1% penicillin-streptomycin, 50 µg/mL insulin (#I-6634, Sigma), 40 ng/mL triiodothyronine (#T2877, Sigma), and 1 ng/mL ciliary neurotrophic factor (#557-NT, R&D Systems). After a further 2 days of culture, the *Egr2* interference plasmid was transfected, and the cells were harvested 48 h later for RNA-seq analysis.

### Mouse Oligodendrocyte Precursor Cell (mOPC) Line Culture

mOPCs were cultured in DMEM/high-glucose supplemented with 10% fetal bovine serum (#10099158, Gibco Thermo Fisher) and 1% penicillin-streptomycin. The medium was refreshed every 1 to 2 days.

### Primary OLs and mOPC Treatment

For primary OLs, small interfering RNAs (siRNAs) targeting *Egr2* and *Pdgfrα*, as well as a scrambled siRNA, were procured from RiboBio (Guangzhou, China). The sequence for siEgr2 was GCTGTACAGGAGATCTCTA, and for siPdgfrα, it was TATAATGGCAGAATCATCATT. 

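The siEgr2 sequence GCTGTACAGGAGATCTCTA was searched as printed and as its reverse complement in the GENCODE M21 transcripts of the mouse genome build GRCm38, allowing mismatches but no gaps. As printed, it matched the transcripts of 1 gene, Egr2, exactly. The match starts at base 879 of transcript Egr2-201, in the coding sequence, and lies in exon 2 of 2 on chromosome 10 from 67540102 to 67540120. The printed sequence is therefore the strand with the sense of the mRNA, and the strand that pairs with the Egr2 mRNA is TAGAGATCTCCTGTACAGC. The siPdgfrα sequence TATAATGGCAGAATCATCATT matched no transcript exactly in either direction. Its closest place in Pdgfra was found with the reverse complement AATGATGATTCTGCCATTATA, with 4 mismatches, in the coding sequence of transcript Pdgfra-202, exon 4 of 23, on chromosome 5 from 75166567 to 75166587. Counted from 1 at the 5′ end of this reverse complement, the differences between the siRNA and the transcript are A1G, T3G, T9C and T18C.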

Overexpression plasmids for *Pdgfrα* or *Egr2* (pcDNA3.1-PDGFRα or pcDNA3.1-Egr2), the pcDNA3.1 vector, the PGL3-basic vector, and the PDGFRα luciferase reporter (pGL3-PDGFRα) were obtained from GenScript. Cells were transfected and harvested after 48 h for the dual-luciferase reporter gene assay. For mouse OPCs, transfection was carried out following 24 h of incubation, as per the manufacturer’s guidelines, and the cells were subsequently utilized for chromatin immunoprecipitation (ChIP) assays.

### Immunostaining

For immunohistochemistry, the deparaffinized brain tissue was blocked with goat serum at room temperature for 1 h and then incubated with primary antibodies as follows: anti-postsynaptic density protein 95 (PSD-95) (#ab18258, 1:200, Abcam, Cambridge, UK), anti-synaptophysin (SYP) (#ab32127, 1:500, Abcam), and anti-myelin basic protein (MBP) (#ab7349, 1:400, Abcam) overnight at 4°C. Horseradish peroxidase secondary antibodies (#ZB-2301, #ZB-2307, ZSGB-BIO, Beijing, China) were incubated at 37°C for 1 h, followed by visualization with diaminobenzidine (#91-95-2, Sigma-Aldrich). For immunofluorescence, the deparaffinized brain tissue and cultured cells were blocked with 5% bovine serum albumin containing 0.03% Triton X at room temperature for 1 h, and subsequently incubated with primary antibody overnight at 4°C. The primary antibodies used were anti-MBP (#ab7349, 1:400, Abcam), anti-PDGFRα (#ab203491, 1:200, Abcam), anti-Egr2 (#NB100-92327, 1:200, Novus, Missouri, USA), anti-O4 (#MAB1326, 1:200, R&D Systems), anti-GR (#4161s, 1:200, CST, Boston, USA), anti-mineralocorticoid receptor (#bs-1850R, 1:200, MR, Bioss, Beijing, China), and anti-NeuN (#ab177487, 1:200, Abcam). Following a wash with PBS, the tissues were incubated with corresponding fluorescent probe-conjugated secondary antibodies (#A21202, #A31572, #A21206, #A31571, and #A31570, 1:1,000, Thermo Fisher) at room temperature for 2 h. Nuclei were stained with DAPI (#R37606, 1:1,000, Life Technologies, California, USA). Images were captured using the LSM710 confocal microscope (LSM710, Zeiss, Jena, Germany).

### ELISA

The ELISA (Nanjing Xin Fan Biology, China) was utilized to detect Cort levels. After the ELISA kit was allowed to equilibrate at room temperature for 1 h, the samples (50 μL) and horseradish peroxidase conjugated reagent (100 μL) were added and incubated at 37°C for 1 h. Subsequently, the chromogen solutions A (50 μL) and B (50 μL) were added and incubated at 37°C for 15 min, followed by the addition of the termination solution (50 μL). The optical density (OD) was measured at 450 nm within 15 min using a microplate reader (Multiskan FC, Thermo Fisher).

### Western Blot

An equal amount of protein from brain tissue and primary OLs was separated using sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) on a 12% gel and subsequently transferred to a polyvinylidene fluoride membrane (#ISEQ00010, Millipore, Massachusetts, USA). The membrane was blocked with Tris-buffered saline containing 0.1% Tween-20 (TBST) and 5% skim milk for 1 h, followed by overnight incubation at 4°C with the following primary antibodies: anti-Egr2 (#sc-293195, 1:1,000, Santa Cruz, California, USA), anti-MBP (#ab7349, 1:1,000, Abcam), anti-PSD-95 (#ab18258, 1:1,000, Abcam), anti-PDGFRα (#MAB1326, 1:100, R&D Systems), anti-SYP (#ab32127, 1:2,000, Abcam), and anti-GAPDH (#60004-1-Ig, 1:3,000, Proteintech, Wuhan, China). The bands were subsequently incubated with horseradish peroxidase-conjugated secondary antibodies (ZSGB-BIO, Beijing, China) at 25°C for 1 h and visualized using the ECL Plus detection system (ImageQuant LAS4000 mini, Cytiva, Shanghai, China). GAPDH served as an internal reference, and ImageJ (version 1.6.0, NIH) was utilized for quantification. The uncropped Western blot data are presented in the Supplementary Materials.

### qPCR

TRIzol (#9109, Takara, Kyoto, Japan) was used to extract the total RNA from the mPFC or primary OLs. The qPCR was conducted using the SYBR Green PCR master mix on an ABI Step One Plus Real-Time PCR System (Applied Biosystems, Foster City, USA). The cDNAs were synthesized from 1 µg of total RNA using the Maxima First Strand Synthesis Kit for qPCR (#RR047B, Takara). The qPCR involved amplifying cDNA for 40 cycles with the SYBR Green PCR master mix. The mRNA levels were normalized against GAPDH. The primers are listed in Table S1. 

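Table S1 lists 12 primer pairs, 24 primers in all, for the genes measured by qPCR and for Gapdh, the gene to which the mRNA levels were normalized. Each primer was searched in the GENCODE M21 mouse transcripts (GRCm38) without gaps. For 10 pairs, both primers matched a transcript of their gene exactly, with amplicons of 77 to 226 bp. The Pdgfra pair gives the longest of these, from exon 3, where the forward primer lies on chromosome 5 from 75163572 to 75163594 and the reverse primer from 75163775 to 75163797. The Gfap pair gives 120 bp from exon 1. The forward Tgfb2 primer matched exactly, and the reverse primer had 1 mismatch to its closest place in the gene, in exon 4. The forward Tgfb1 primer had 1 mismatch and the reverse primer 3 mismatches to their closest places in Tgfb1. The Gapdh pair gives 95 bp from Gapdh, and both of its primers also match other annotated transcripts, 43 genes in all, Gapdh included. Every other pair with 2 exact primers matched 1 gene.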

Relative quantification of the target genes was performed using the ΔΔCt method.

### Dual-Luciferase Reporter Gene Assay

The binding relationship between Egr2 and PDGFRα was first predicted by JASPAR (http://jaspar.genereg.net/), and subsequently validated through a dual-luciferase reporter gene assay (#E1910, Promega, Wisconsin, USA). A 0.05 μg PDGFRα luciferase reporter plasmid and a 0.2 μg Egr2 overexpression plasmid were co-transfected into mOPCs. After 48 h, the cell lysates were utilized to measure their relative luciferase activity. The luciferase activity was evaluated using a microplate reader (Multiskan FC, Thermo Fisher), with the firefly luciferase activity normalized to the Renilla luciferase activity.

### ChIP Analysis

We utilized a Magna ChIP Kit (#17-10085, Millipore) for ChIP analysis [23]. Briefly, mOPCs were crosslinked with 1% formaldehyde for 10 min at room temperature; the reaction was then quenched with 0.125 mol/L glycine for 5 min. The fixed cells were lysed with 0.5 mL of Cell Lysis Buffer and 2.5 μL of Protease Inhibitor Cocktail II at 4°C for 15 min. Chromatin was resuspended in 0.5 mL of Nuclear Lysis Buffer at 4°C. The nucleus was disrupted by one pulse of a bioruptor with high output, resulting in fragments ranging from 200 bp to 1,000 bp. The samples were then incubated with anti-Egr2 (#sc-293195, Santa Cruz) or anti-RNA polymerase II (#17-10085, Millipore, Massachusetts, USA) antibodies. Chromatin was incubated overnight at 4°C, followed by the addition of protein A/G magnetic beads to the reaction for an additional hour. The magnetic beads were washed, and the chromatin was eluted and reversed. Subsequently, the chromatin was treated with proteinase K and purified using a Gel Extraction Kit (D0043M, BeyoMag, Shanghai, China). The ChIP DNA was then used for ChIP-qPCR. The PCR primers are listed in Table S2.

### RNA-seq and Data Analysis

The differentiated OLs were treated with siEgr2 for 48 h to knock out *Egr2*. Total RNA was extracted using TRIzol (#9109, Takara), and RNA-seq was performed. The RNA library was constructed using the Illumina platform according to the manufacturer’s instructions; adapters were ligated to each end of the RNAs, and subsequently reverse transcribed to create single-stranded cDNA, which was sequenced on the Illumina platform with a read length of 50 bp. Stringent criteria were set to determine significantly dysregulated genes (unknown genes have been excluded): an adjusted *P-*value <0.05 and log_2_fold change (FC) >0.5. OLs treated with or without siEgr2 were analyzed as two independent datasets. All RNA-seq datasets are available at GEO (https://www.ncbi.nlm.nih.gov/geo/). The RNA-seq of differentiated OLs was treated with siEgr2 for 48 h (GSE272732), and mPFC tissues of P59 GH or SI mice (GSE162343) were analyzed by R (v4.3.1). The R packages clusterProfiler (v4.8.3) and msigdbr (v7.5.1) were used to enrich the gene sets. Bubble plot, ridge plot, and Gene Set Enrichment Analysis (GSEA) plot were performed using the packages ggplot2 (v3.4.3) and enrichplot (v1.20.1).

### Protein–Protein Interaction (PPI) Analysis

PPI network analysis was conducted to predict the relationship between Egr2 and genes involved in the top-ranked functions enriched by GO analysis, utilizing the STRING v12.0 database (retrieved and downloaded on April 2, 2024) (STRING, https://www.string-db.org).

### Image Analysis

Immunohistochemical and immunofluorescent images were captured using the Zeiss LSM880 confocal microscope. The immunohistochemical staining of MBP, SYP, and PSD-95 in the mouse mPFC was analyzed by mean integrated optical density (MIOD). For immunofluorescence, the positive area of MBP^+^ or Egr2^+^ in the corresponding image was measured using gray threshold analysis. The cells of O4^+^, Egr2^+^, Egr2^+^NeuN^+^/NeuN^+^, O4^+^Egr2^+^/O4^+^, PDGFRα^+^, and Egr2^+^PDGFRα^+^/PDGFRα^+^ in the mPFC were counted as the number of positive cells per mm^2^, respectively. The “Sholl” analysis plugin in ImageJ was utilized to measure the process complexity of OLs. The measurement begins at a diameter of 0.05 μm and continues with an interval of 0.05 μm [11]. Three sections were selected from each mouse, with the average values derived from 5 to 8 mice per group. Additionally, the average values of immunohistochemistry and immunofluorescence for each group were considered.

EM images were utilized to detect OLs and synaptic integrity using a FEI Tecnai G2 electron microscope (FEI Company, Oregon, USA) at an acceleration voltage of 120 kV. In the EM images, OLs display a fusiform morphology with thin margins of perinuclear cytoplasm containing microtubules, but lacking intermediate filaments or glycogen particles [24]. To calculate the total nuclear area of each cell, heterochromatin was selected using the threshold tool, defined qualitatively as a gray density of 100 or greater on a 256 gray scale, and the percentage of the total nuclear area was subsequently calculated. For myelin analysis, 25 to 40 myelinated axons were assessed per mouse. The *g*-ratio was determined by dividing the diameter of the axon by the diameter of the entire myelin sheath. Synaptic integrity was analyzed by measuring the postsynaptic dense zone thickness, synaptic gap width, active zone length, and synaptic curvature. An average of 10 measurements of the synaptic gap width was taken as a reading for each synapse, with the end of the synapse defined as the end of the electron-dense PSD. The length of the active region is measured, and then the synaptic curvature is calculated using the ratio of the arc length of the active region to its corresponding chord length. To prevent bias, the image analysis was conducted by an individual blind to the experimental conditions.

### Statistical Analysis

GraphPad Prism 8.0 (GraphPad Software, California, USA) was utilized for statistical analysis. Cooperative behavior data were analyzed using repeated measures analysis of variance (ANOVA). A two-tailed Student’s *t*-test was employed for comparisons between two groups. When comparing three or more groups, a one-way, two-way ANOVA, or three-way ANOVA followed by a Tukey’s *post hoc* test was applied. Data are presented as the mean ± SEM, and* P* <0.05 is deemed statistically significant.

## Results

### Improved Social Ability and mPFC Myelination in Early SI Mice After Resocialization with GH Rather than SI Companions

To confirm that partners’ early lifestyle influences the ameliorative effect of social ability impairment caused by early SI, weaned mice isolated for 3 weeks were resocialized with GH mice and SI mice for another 4 weeks, followed by behavior and neuropathological analyses (Fig. 1A). A water-reward test, established by our laboratory for evaluating cooperative behavior of mice [18], showed that during the training stage, there were no significant changes in the latency, number, and total time of drinking water among the Re-GH, Re-SI, SI, and GH groups (Fig. 1B). However, during the testing phase, the SI group exhibited a longer latency to co-drink and fewer instances of co-drinking, along with a shorter total co-drinking duration compared to the GH group (Fig. 1C, D). Additionally, when compared to the SI group, the Re-GH group demonstrated a reduced latency to co-drink water, and an increase in both the frequency and total duration of co-drinking (Fig. 1C, D). There were no significant differences observed between the SI mice and the Re-SI mice (Fig. 1C, D). In alignment with these findings, the three-chamber test revealed that the SI group had lower sociability and spent less time in the stranger-2 chamber during the social novelty test compared to the GH group (Fig. 1E, F). The sociability and social novelty were significantly increased in the Re-GH group, but not in the Re-SI group, when compared with those in the SI group (Fig. 1E, F). Additionally, SI mice exhibited a higher number of attacks and a lower number and less time spent on mutual grooming. In the Re-GH group, mutual grooming increased and aggressive behavior decreased, but this improvement was not observed in the Re-SI mice (Fig. 1G). Collectively, these results indicated that only resocialization with GH mice ameliorated the social ability defects of SI mice.

**Fig. 1:**
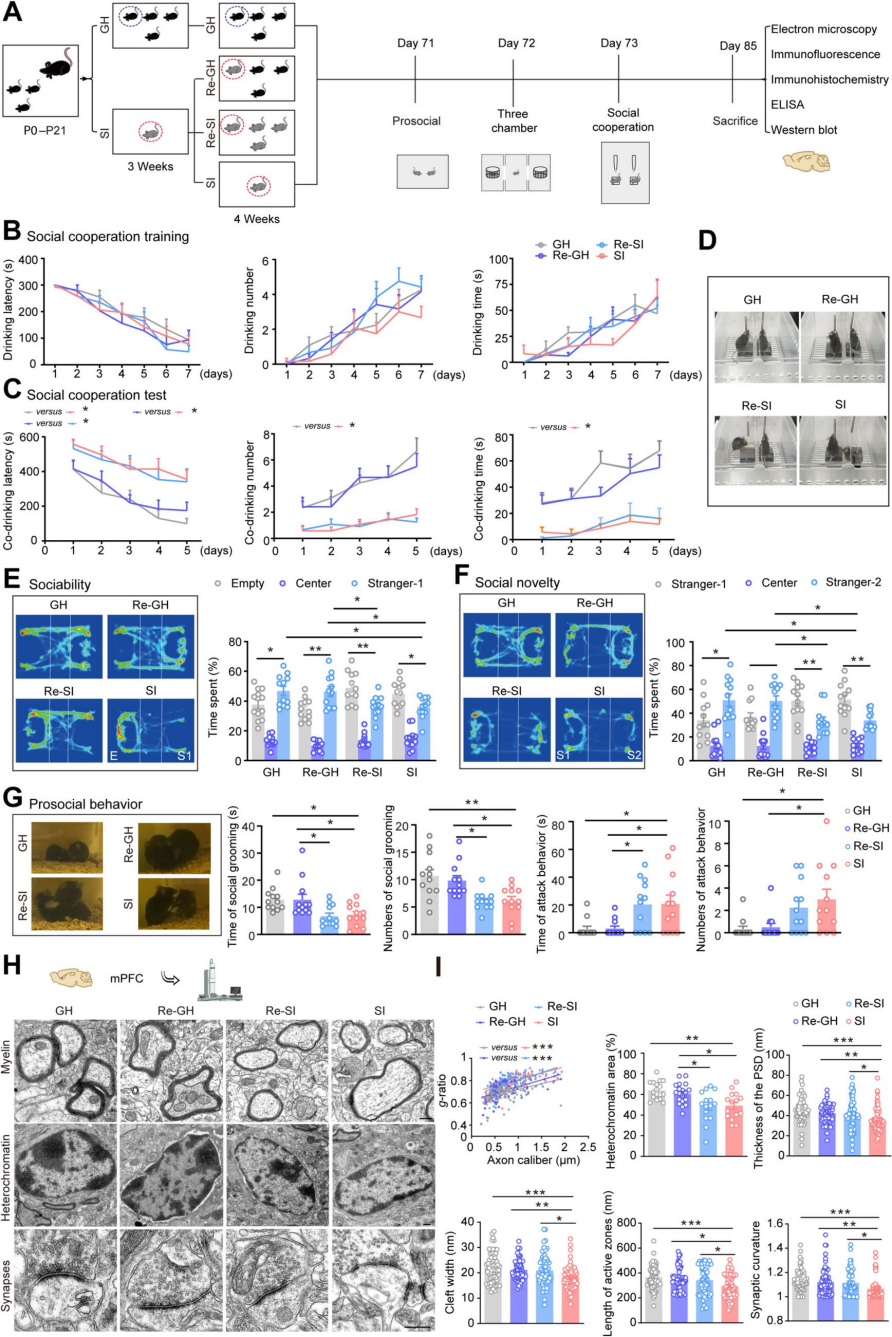
Resocialization of GH mice, but not SI mice, improved the decline in social competence and myelin damage induced by SI. **A** Schematic diagram showing the timeline of the experimental design for two resocialization modes of SI mice. **B**, **C** Bar graphs showing the drinking latency, drinking number, and drinking time of mice during the training period (**B**) and their cooperation performance during the testing period (**C**) of the cooperation drinking test (*n* = 12). **D** Representative images showing the cooperation drinking test period of mice. **E**, **F** Heat map and graph showing the sociability (**E**) and social novelty (**F**) of mice evaluated by the three-chamber test (*n* = 12). **G** Representative images and corresponding chart showing the time and number of social grooming and attacks during the prosocial behavior in mice (*n* = 12). **H** Representative electron microscopy (EM) images showing myelin, OL nuclear heterochromatin, and synaptic morphology in the mPFC of mice. Scale bars, 500 nm. **I** Scatter plot of *g*-ratios with linear least squares fitting (GH: 106 axons; Re-GH: 107 axons; Re-SI: 104 axons; SI: 110 axons). Graph showing the area percentage of OL nuclear heterochromatin (GH: 17 nuclei; Re-GH: 19 nuclei; Re-SI: 15 nuclei; SI: 15 nuclei) and quantification of PSD, synaptic cleft width, length of the active zones, and synaptic curvature (GH: 64 synapses; Re-GH: 67 synapses; Re-SI: 59 synapses; SI: 64 synapses) (*n* = 6). Data are presented as the mean ± SEM. *P <0.05, **P <0.01, ***P <0.001. Data in **B** and **C** were analyzed by repeated-measures ANOVA with *post hoc* Student-Newman-Keuls test, in **E** and **F** were analyzed by three-way ANOVA followed by Tukey’s multiple comparisons test, and in **G** and **I** were analyzed by two-way ANOVA followed by Tukey’s *post hoc* test. mPFC: medial prefrontal cortex; GH: group housing; Re: resocialization; SI: social isolation.

Previous studies indicated that the mPFC is a key brain region involved in early SI [11, 25, 26]. The results showed that SI mice had decreases in myelin thickness, OL nuclear heterochromatin area, and MBP levels in the mPFC, which were corrected by resocialization with GH mice, but not with SI mice (Fig. 1H, I and Fig. S1A**–**C). However, both resocialization strategies significantly improved the synaptic parameters in SI mice, including SYP and PSD-95 levels (Fig. 1H, I and Fig. S1C**–**E).

### The mPFC OL Egr2 Is Essential for Resocialization to Enhance Social Ability and Myelination in SI Mice

Egr2 has been shown to be essential for myelination in the postnatal brain [11, 27]. The up-regulation of Egr2 expression in the mPFC can improve social behaviors of adolescent SI mice [11]. Here, we investigated the effects of different resocialization methods on Egr2 expression in the mPFC of SI mice. Immunohistochemistry revealed that mPFC Egr2 levels in SI mice were significantly reduced compared with those in GH mice. Egr2 levels were markedly elevated in the Re-GH group, but not in the Re-SI group (Fig. S1F). Moreover, double immunofluorescent staining revealed that Egr2 expression levels in OLs and neurons were reversed in Re-GH mice, whereas in Re-SI mice, only neuronal Egr2 was increased (Fig. 2A, B).

**Fig. 2:**
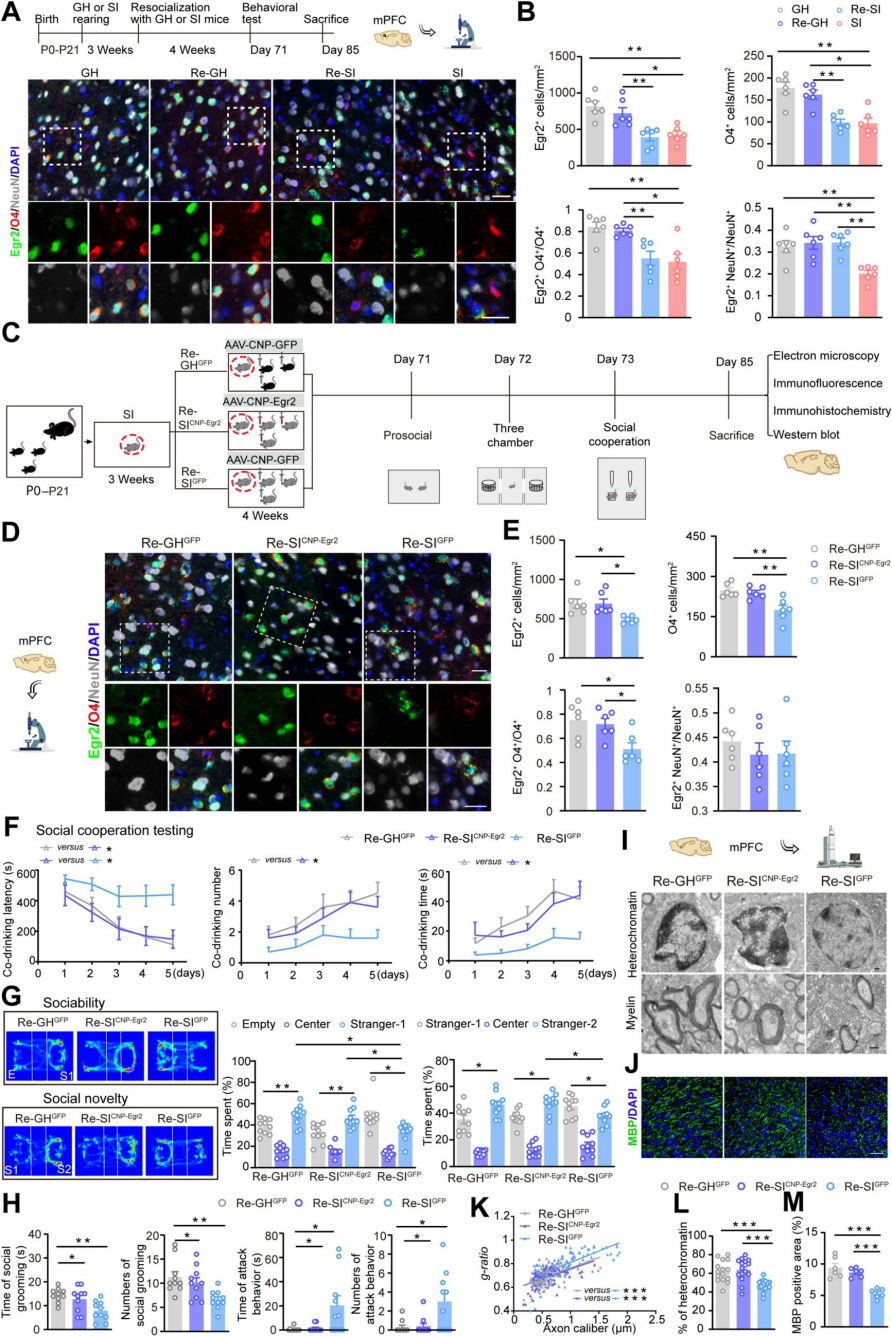
Resocialization of SI mice with Egr2 overexpression in mPFC OLs improved their social abilities and alleviated myelin damage. **A**, **B** Representative immunofluorescence images and corresponding graph showing Egr2^+^ (green), O4^+^ (red), O4^+^ Egr2^+^/O4^+^, neuronal nuclei (NeuN^+^; gray), and Egr2^+^/NeuN^+^ expression in the mPFC of SI mice resocialized with GH or SI mice (*n* = 6). Scale bars, 50 μm. **C** Schematic diagram showing the timeline of the experimental design for overexpressing Egr2 in mPFC OLs of SI mice. **D**, **E** Representative immunofluorescence images and corresponding graph showing Egr2^+^ (green), O4^+^ (red), O4^+^ Egr2^+^/O4^+^, NeuN^+^ (gray) Egr2^+^/NeuN^+^ expression in the mPFC of mice (*n* = 6). Scale bars, 50 μm. **F** Bar graphs showing the co-drinking latency (left), co-drinking number (middle), and co-drinking time (right) of mice during the social cooperation testing period (*n* = 10). **G** Heat map and bar graphs showing the sociability and social novelty of mice evaluated by the three-chamber test (*n* = 10). **H** Chart showing the time and number of social grooming and attacks during the prosocial behavior in mice (*n* = 10). **I** Representative EM images showing OL nuclear heterochromatin and myelin in the mPFC of mice. Scale bars, 500 nm. **J** Representative immunofluorescence images showing MBP (green) expression in the mPFC of mice. Scale bars, 50 μm. **K** Scatter plot of *g*-ratios with linear least squares fitting (Re-GH^GFP^: 202 axons; Re-SI^CNP-Egr2^: 190 axons; Re-SI^GFP^: 201 axons) (*n* = 6). **L** Graph showing the area percentage of OL nuclear heterochromatin (Re-GH^GFP^: 16 nuclei; Re-SI^CNP-Egr2^: 15 nuclei; Re-SI^GFP^: 16 nuclei) (*n* = 6). **M** Graph showing MBP expression in the mPFC of mice (*n* = 6). Data are presented as the mean ± SEM. *P <0.05, **P <0.01, ***P <0.001. Data in **B** and **G** were analyzed by Two-way ANOVA followed by Tukey’s *post hoc* test, data in **F** were analyzed by repeated-measures ANOVA with *post hoc* Student-Newman-Keuls test, and in others were analyzed by one-way ANOVA followed by Tukey’s *post hoc* test. mPFC: medial prefrontal cortex; GH: group housing; Re: resocialization; SI: social isolation.

We established an AAV that overexpresses Egr2 under the control of the CNP promoter to investigate the role of Egr2 expression by OLs in remyelination and the repair of hypomyelination and social ability deficits resulting from early SI (Fig. S2A**–**D). Weanling SI mice were co-housed with SI littermates that had been injected with AAV-CNP-Egr2 into the bilateral mPFC for a duration of 4 weeks (Fig. 2C). Immunofluorescence confirmed the accuracy and efficacy of the injection site (Fig. S3A**–**C). The Re-SI^CNP-Egr2^ group exhibited a higher number of O4^+^Egr2^+^ cells in the mPFC compared to the Re-SI^GFP^ group, yet the number of Egr2^+^ neurons remained unchanged (Fig. 2D, E). The Re-SI^CNP-Egr2^ group demonstrated superior social behavioral performance compared to the Re-SI^GFP^ group (Fig. 2F–H and Fig. S3D). Myelin thickness, the area of OL nuclear heterochromatin, and MBP expression levels in the mPFC were greater in the Re-SI^CNP-Egr2^ group than in the Re-SI^GFP^ mice (Fig. 2I–M and Fig. S3E). However, the mPFC synaptic ultrastructure and the levels of SYP and PSD-95 did not show significant changes (Fig. S3E**–**I). These findings suggest that resocialization with SI companions that overexpress Egr2 in mPFC OLs can restore social ability and repair myelin damage in SI mice.

To further confirm that OL Egr2 is necessary for resocialization and improving social behavior impairments caused by early SI, we injected CNP-siEgr2 into the bilateral mPFC of GH mice. Weaned mice were kept alone for 3 weeks and then co-housed with GH^CNP-siEgr2^ mice and GH^GFP^ mice for 4 weeks, respectively, followed by behavioral and pathological analysis (Fig. S4A). Immunofluorescence confirmed the accuracy and effectiveness of the virus injection site (Fig. S4B**–**D). The behavioral results indicated that, in comparison to Re-GH^GFP^ mice, the Re-GH^CNP-siEgr2^ group exhibited deficiencies in social cooperation, sociability, social novelty, and grooming behaviors (Fig. S4E**–**H). In agreement with these findings, Re-GH^CNP-siEgr2^ mice showed reduced myelin thickness, decreased heterochromatin area in OL nuclei, and lower MBP levels in the mPFC when compared to Re-GH^GFP^ mice. However, there were no observed changes in synaptic ultrastructure or in the levels of SYP and PSD-95, relative to Re-GH^GFP^ mice (Fig. S5A**–**K). In summary, these outcomes suggest that OL Egr2 is essential for myelination in the mPFC and for the social ability deficits seen in SI mice during resocialization.

### Cort Regulated Egr2 Expression in mPFC OLs and Social Behavior in SI Mice Following Resocialization

Next, we compared the RNA sequencing data of the mPFC between SI mice and GH mice (GSE162343) to explore the upstream mechanisms regulating Egr2 expression. GSEA revealed the most significant alterations in the corticotropin-releasing factor (CRF) signaling pathway (Fig. S6A**–**D). CRF is the initiating hormone of the hypothalamic-pituitary-adrenal (HPA) axis adaptive stress response [28]. Our recent study revealed that Cort treatment suppressed Egr2 transcriptional and protein levels in cultured primary OLs [11]. Consequently, we assessed the serum Cort levels in mice using ELISA (Fig. 3A). SI mice exhibited elevated serum Cort levels compared to GH mice. However, serum Cort levels were notably decreased in Re-GH mice, but not in Re-SI mice (Fig. 3A). And we further found that in resocialization with GH mice, but not in SI mice, the expression of GR and MR in oligodendrocytes was improved in the mPFC (Fig. S7A, B). These findings suggest that the varying effects on behavior and pathology observed in SI and GH mice post-resocialization may be associated with serum Cort levels.

**Fig. 3:**
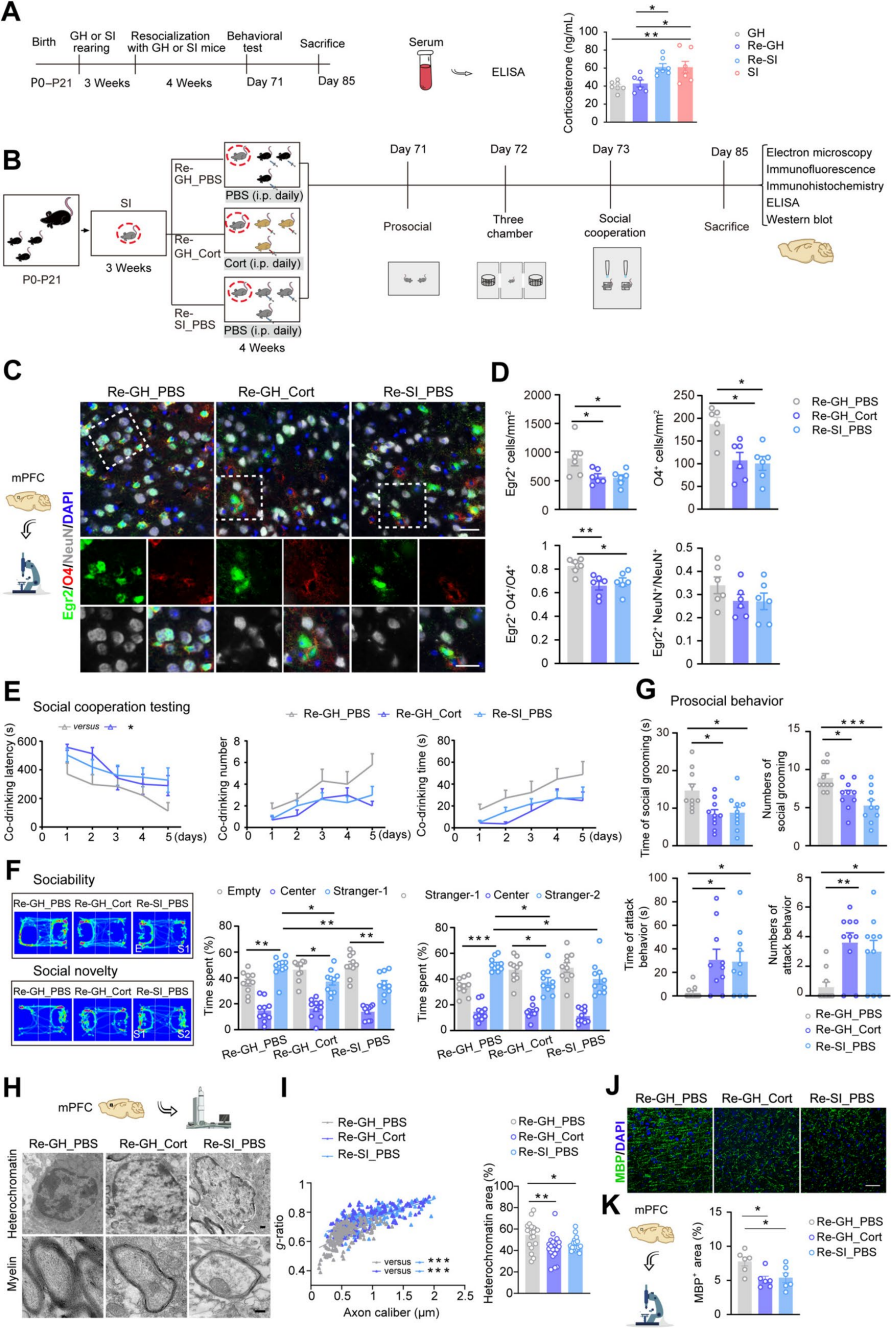
Exposure to Cort eliminated the enhancing effect of resocialization on social ability and myelin in SI mice. **A** ELISA results showing Cort levels in the serum of SI mice resocialized with GH or SI mice (*n* = 6–7). **B** A schematic diagram showing the timeline of the experimental design for SI mice housing with GH mice intraperitoneally injected with Cort. **C**, **D** Representative immunofluorescence images and the corresponding graph showing Egr2^+^ (green), O4^+^ (red), O4^+^ Egr2^+^/O4^+^, NeuN^+^ (gray) Egr2^+^/NeuN^+^ expression in the mPFC of SI mice resocialized with GH mice with Cort treatment (*n* = 6). Scale bars, 50 μm. **E** Bar graphs showing the co-drinking latency, co-drinking number, and co-drinking time of mice in the testing stage (*n* = 10). **F** Heat map and bar graphs showing the sociability and social novelty of mice evaluated by the three-chamber test (*n* = 10). **G** Chart showing the time and number of social grooming and attacks during the prosocial behavior in mice (*n* = 10). **H** Representative EM images showing OL nuclear heterochromatin and myelin in the mPFC of mice. Scale bars, 500 nm. **I** Scatter plot of *g*-ratios with linear least squares fitting (Re-GH_PBS: 142 axons; Re-SI_Mety: 131 axons; Re-SI_PBS: 155 axons) (*n* = 6). Graph showing the area percentage of OL nuclear heterochromatin in (Re-GH_PBS: 21 nuclei; Re-SI_Mety: 22 nuclei; Re-SI_PBS: 21 nuclei) (*n* = 6). **J**, **K** Representative immunofluorescence images and corresponding graph showing MBP (green) expression in the mPFC of mice (*n* = 6). Scale bar, 50 μm. Data are presented as the mean ± SEM. *P <0.05, **P <0.01, ***P <0.001. Data in **E** were analyzed by repeated-measures ANOVA with *post hoc* Student-Newman–Keuls test, data in **F** were analyzed by two-way ANOVA followed by Tukey’s *post hoc* test, and others were analyzed by one-way ANOVA followed by Tukey’s *post hoc* test. GH: group housing; Re: resocialization; SI: social isolation; mPFC: medial prefrontal cortex; Cort: corticosterone; Mety: metyrapone.

To confirm this hypothesis, daily intraperitoneal injections of Cort in SI mice’s GH companions were administered over a period of 4 weeks (Fig. 3B). ELISA results indicated that Cort supplementation increased the serum Cort levels in GH mice (Fig. S8A, B). Moreover, Cort treatment of GH companions counteracted the reduction in serum Cort levels in SI mice following resocialization (Fig. S8C). Immunofluorescence results demonstrated that resocialization of SI mice with Cort-treated GH companions negated the improvement in Egr2 levels in mPFC OLs (Fig. 3C, D). The Re-GH_Cort group exhibited impaired social cooperation, sociability, social novelty, and grooming behaviors compared to the Re-GH_PBS group (Fig. 3E–G and Fig. S8D). Histopathological results indicated that myelin thickness, heterochromatin area of oligodendrocyte nuclei, and MBP-positive area were also reduced in the mPFC of the Re-GH_Cort group (Fig. 3H–K and Fig. S8E). However, the ultrastructure of mPFC synapses and the expression levels of SYP and PSD-95 showed no significant differences among the three groups of mice (Fig. S8E**–**I).

To confirm the influence of Cort on the behavior and pathology of isolated mice during resocialization, weaned SI mice were co-housed with other SI companions treated with daily intraperitoneal injections of Mety, an antagonist of Cort, for 4 weeks (Fig. S9A). ELISA revealed that the serum Cort level in the SI_Mety group mice was significantly decreased compared to that in the SI_PBS group mice (Fig. S9B). Additionally, the serum Cort level in the Re-SI_Mety group mice was significantly lower than that in the Re-SI_PBS group mice (Fig. S9C). Immunofluorescence results indicated that resocialization of SI mice with Mety-treated SI companions led to increased Egr2 levels in mPFC OLs (Fig. S9D). Behavioral outcomes revealed that, compared to the Re-SI_PBS group, Re-SI_Mety group mice exhibited enhancements in social behaviors (Fig. S9E**–**H). In line with these findings, myelin thickness, OL nuclear heterochromatin area, and MBP levels in the mPFC were elevated in Re-SI_Mety group mice, yet synaptic ultrastructure and the levels of SYP and PSD-95 remained unchanged (Fig. S10A**–**K). Collectively, these results suggest that Cort inhibits Egr2 expression in mPFC OLs post-resocialization, thereby impairing social behavior in SI mice.

### Egr2 Regulated mPFC Myelin Development by Inhibiting the Expression of Platelet-Derived Growth Factor Receptor Alpha (PDGFRα)

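Primary OLs, which are oligodendrocytes isolated from the cortex of newborn mice with an antibody against the surface antigen O4 and differentiated in culture, were analyzed by RNA-seq in 2 groups of 6 libraries. The siEgr2 group received an siRNA against Egr2 and the siNC group a scrambled siRNA, and total RNA was extracted with TRIzol 48 h later. The authors deposited the number of reads counted on each gene symbol, without normalization, for 56860 named genes, of which 30142 had a count in any library. The text of the paper does not name the aligner, the counting program, the genome build or the test. Total counts ranged from 28682946 to 39383014 per library in the siNC group, with a median of 31277547, and from 8034251 to 16683677 in the siEgr2 group, with a median of 13932447. Every siEgr2 library was smaller than every siNC library (two-sided exact permutation test, p = 0.00216, the smallest p that 6 against 6 libraries allow). The groups also differed in the share of counts on the 18S ribosomal RNA gene Rn18s-rs5, which was 0.142% to 1.05% in the siNC group and 10.5% to 16.5% in the siEgr2 group. Depth, ribosomal RNA share and treatment therefore separate the libraries in the same way. Thinning every library to the smallest total takes away the difference in depth. No fit run here separates treatment from the ribosomal RNA share. From the deposited counts, 16600 genes passed edgeR's filterByExpr, and the groups were compared with edgeR's quasi-likelihood test after TMM normalization. A gene was called differentially expressed at the paper's thresholds, an adjusted p under 0.05 and a log2 fold change over 0.5, here in either direction. The biological coefficient of variation over the tested genes was 0.170.

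**Figure D1:**
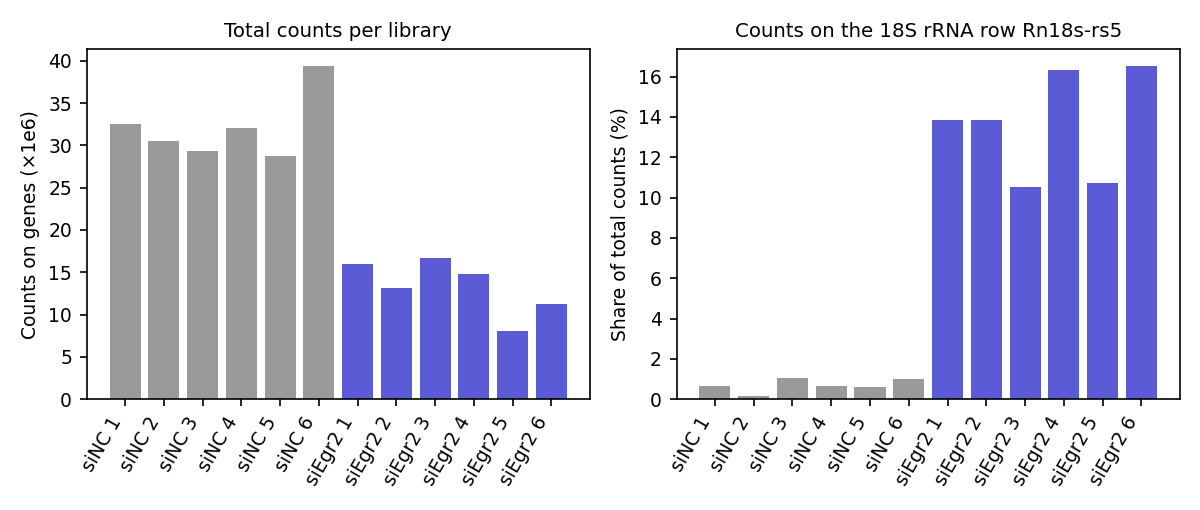
Total counts on genes, in units of 1e6 (left) and the percent of counts on Rn18s-rs5 (right), with 1 bar for each of the 12 libraries, siNC in gray and siEgr2 in blue. All 6 siEgr2 libraries have fewer counts than the siNC library with the fewest, 28682946, and 10.5% or more of their counts on Rn18s-rs5.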

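Egr2, the gene targeted by the siRNA, lies on chromosome 10 of GRCm38 from 67535475 to 67542188. Its normalized level in the 6 siNC libraries was 4.80, 4.24, 5.57, 6.53, 3.89 and 7.06 normalized counts (CPM, scaled to the same total in each library) in the order of their replicate numbers. In the siEgr2 libraries it was 2.22, 3.01, 4.02, 4.86, 3.84 and 4.68 CPM. The mean fell from 5.35 ± 1.27 to 3.77 ± 1.01 CPM (SD, n = 6 libraries each), and the ranges of the 2 groups overlapped. These levels rest on at most 295 counts per siNC library and on 30 to 65 counts per siEgr2 library. The log2 fold change of Egr2 was -0.51 (standard error 0.21), with an adjusted p of 0.0981 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so Egr2 was not among the called genes. Taken alone, the difference in mean log2 CPM had p = 0.0433 in a two-sided exact permutation test. Thinning every library to the smallest total, an alternative chosen after the data were seen, moved this result most, to a log2 fold change of -0.28 with an adjusted p of 0.428 in edgeR's quasi-likelihood test. Scaling by library size only, in place of TMM, moved it the other way, to -0.70 with an adjusted p of 0.0144 in the same edgeR test, and was the only alternative under which Egr2 was called. All other alternatives lay between these values. The thinning was a random draw that was not repeated, and it lowered counts that were already few. How much of the move to -0.28 is noise of that draw is therefore not known.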

To investigate the molecular mechanism by which Egr2 regulates myelinogenesis, we cultured primary OLs *in vitro*, transfected them with an Egr2-interfering plasmid post-differentiation, and collected the cells 48 h later for RNA sequencing (GSE272732) (Fig. 4A, B). GO enrichment analysis indicated that extracellular matrix enrichment is the most prominent biological process (Fig. 4B). 

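Between the siEgr2 and siNC groups, 1281 of the tested genes were called differentially expressed, 437 higher and 844 lower in siEgr2, and 3300 passed the adjusted p alone. The number of called genes moved most when no fold change was required, to those 3300, and with edgeR's glmTreat against a log2 fold change of 0.5, to 237. In 822 of the called genes every siEgr2 library lay on one side of every siNC library, as did 1851 of all tested genes, where chance gives 0.216% of genes. Among called genes of this kind with a mean log2 CPM of at least 2, the 5 largest falls were those of Saa3, with a log2 fold change of -3.75, Shisa3 (-3.21), Chil1 (-2.12), Lcn2 (-2.12) and Steap4 (-2.08). The 5 largest rises were those of AY036118 (6.77), Gm55276 (5.90), Mir6236 (5.81), Gm55094 (5.74) and Gm55118 (5.59). AY036118 is annotated as a long noncoding RNA on chromosome 17 from 39847113 to 39848035 and Mir6236 as a microRNA on chromosome 9 from 110281287 to 110281409, while the other 3 symbols are not in GENCODE M21. These rises lie in the libraries with the higher ribosomal RNA share. Within the siNC group, all 5 were lowest in replicate 2, the siNC library with the smallest share on Rn18s-rs5 (0.142%). Gm55118, for example, had 20.6 CPM there and 301 CPM in siNC replicate 3, where that share was 1.05%. Their levels thus went with the ribosomal RNA share without siEgr2 as well, and their rises are no evidence of a response to Egr2.
GO terms were not used here, and the Reactome pathway sets for mouse took their place. Of 846 sets with 10 to 500 tested genes, Extracellular matrix organization ranked 1 by Fisher's exact test, one-sided, for called genes. In this set 59 of 192 genes were called, against 428 of the 4727 background genes, an odds ratio of 5.01 (adjusted p = 1.66e-15 after Benjamini-Hochberg adjustment over the sets). Of these 59 genes, 56 fell and 3 rose. The median log2 fold change of the set was -0.31, a shift downward by limma's camera (adjusted p = 8.26e-16) and fry (adjusted p = 1.03e-05). The odds ratio moved most when only the called genes that rose were used, to 0.821. The set Cell Cycle, Mitotic had 28 called genes of 395 and ranked 584 (odds ratio 0.750, one-sided Fisher's exact p = 0.939). Its called genes went mostly upward, with 23 that rose and 5 that fell. Its median log2 fold change was 0.12, a shift upward by camera (adjusted p = 2.00e-08) and fry (adjusted p = 9.07e-06), and with library size only it was -0.069. Among all 846 sets, 40 passed Fisher's test, 281 passed camera and 587 passed fry, at an adjusted p under 0.05. From its GO enrichment, the paper names the extracellular matrix as the leading process, and it carries the genes of extracellular matrix organization forward to a PPI network with Egr2.

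**Figure D2:**
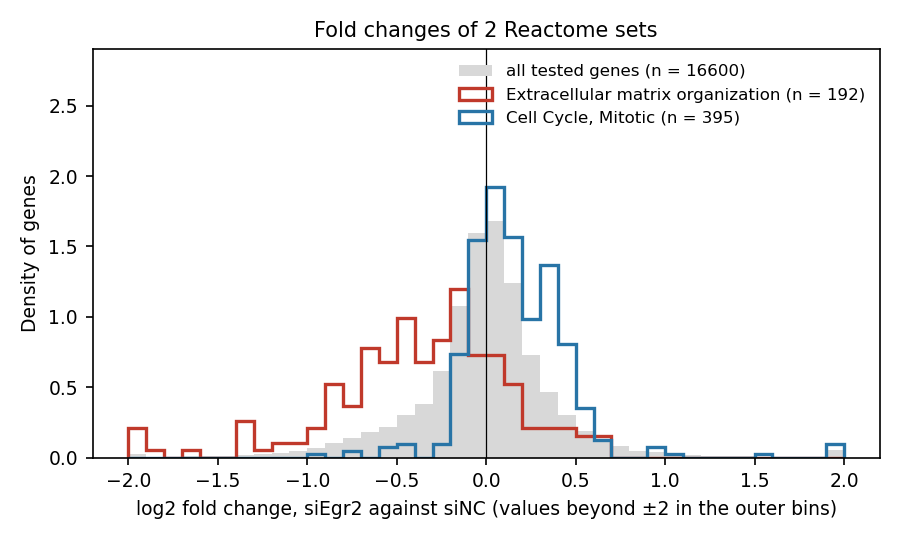
Histograms of the log2 fold change, siEgr2 against siNC, for all 16600 tested genes (gray, filled), the 192 genes of Extracellular matrix organization (red line) and the 395 genes of Cell Cycle, Mitotic (blue line), each scaled to an area of 1, with values beyond ±2 in the outer bins. The red line lies mostly left of 0, with a median of -0.31, and the blue line lies slightly right of 0, with a median of 0.12.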

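The PPI screen around Egr2 holds 11 genes, of which 9 had enough counts to be tested, and 6 of these were called. Pdgfra, on chromosome 5 of GRCm38 from 75152292 to 75198215, was the only one that rose, from 522 ± 33.9 CPM in siNC to 767 ± 26.9 CPM in siEgr2 (SD, n = 6 libraries each). Its log2 fold change was 0.56 (standard error 0.042, adjusted p = 1.65e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every siEgr2 library lay above every siNC library. With library size only in place of TMM, the rise of Pdgfra was 0.37, under the fold change threshold. The other 5 called genes fell. Gfap fell from 4777 ± 205 to 3242 ± 152 CPM (SD, n = 6), a log2 fold change of -0.56. Of the 9 tested genes Mmp3 had the largest change, with a log2 fold change of -1.84, from 125 ± 31.9 to 35.1 ± 3.53 CPM. The log2 fold change of Nfkb2 was -0.80 and that of Smad3 was -0.54. At the same thresholds, Smad3 was no longer called in 3 alternatives, among them the fit without siNC replicate 6, at -0.50. Tgfb1 fell by 0.75 on the log2 scale with an adjusted p of 0.0486 in edgeR's quasi-likelihood test, on 8 to 28 counts per siEgr2 library. Tgfb1 lost its call in 18 of 24 alternatives at the same thresholds, over which its adjusted p ran from 0.00853 to 0.160 in the test of each. Tgfb2 (log2 fold change -0.45) and Tnfrsf1a (-0.30) passed the adjusted p but not the fold change threshold. Serpinb5 had a log2 fold change of -0.91 and an adjusted p of 0.0650 in edgeR's quasi-likelihood test, on 5 to 30 counts per siEgr2 library. Tnf had 6 to 26 counts per siNC library and 0 to 5 per siEgr2 library, and Il6 had 8 to 27 and 0 to 5, too few to pass the filter. Il6 passed the filter in the fits that each left out 1 siEgr2 library, and was called without siEgr2 replicate 1 (log2 fold change -2.75) and without siEgr2 replicate 2 (-3.15). Adjusted over the list alone, 9 genes passed the adjusted p and 7 were called, against 8 and 6 over all genes tested. The paper chose the list on these libraries, so the count over the list alone is not independent evidence. Of 12 further genes readable in Fig. 4D, 10 were tested and 5 were called, all of which fell: Pdpn, Mmp10, Slc39a8, Agt and Ptx3. Mmp10 had at most 2 counts in any siEgr2 library, and its level was at least 2.55-fold lower there.

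**Figure D3:**
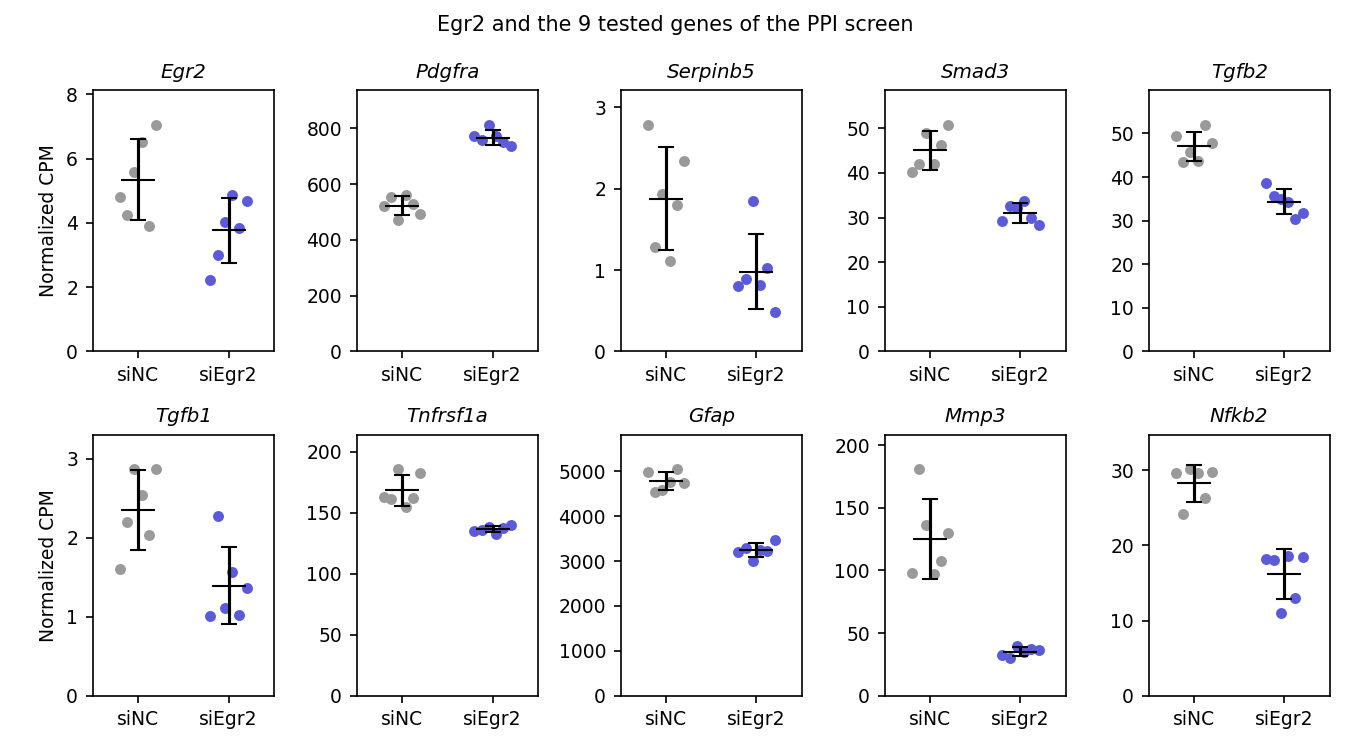
Normalized CPM of Egr2 and the 9 tested genes of the PPI screen in the siNC (gray) and siEgr2 (blue) libraries, with 1 point per library, a horizontal line at the mean and bars of 1 SD (n = 6 libraries each). Pdgfra is higher in all siEgr2 libraries, at 735 to 814 CPM against 472 to 561 CPM, and the means of the other 9 genes are lower.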

Combined with PPI analysis, several genes directly related to Egr2, such as *Pdgfra*, *Serpinb5*, *Smad3*, *Tgfb2*, *Tgfb1*, *TNF*, *Tnfrsf1a*, *Gfap*, *Il6*, *Mmp3*, and *Nfkb2,* were screened (Fig. 4C, D). We further verified the aforementioned gene transcription levels using qPCR in primary OLs transfected with an Egr2-interfering plasmid, and found that the transcription levels of *Pdgfra*, *Tgfb2*, *Gfap*, and *Nfkb2* in the siEgr2 group were significantly increased (Fig. 4E). Next, we examined the transcription levels of the aforementioned four modified genes in the mPFC of the two resocialization modes. We discovered that, in comparison to the GH group, the SI group exhibited elevated *Pdgfra* gene levels in the mPFC, which were further increased in the Re-SI group but not in the Re-GH group (Fig. 4F). Immunofluorescent results further substantiated that the expression levels of PDGFRα in the mPFC of SI mice were reversed by resocialization with GH mice (Fig. 4G, H). SI mice, co-raised with SI companions exhibiting specific overexpression of Egr2 in mPFC OLs, demonstrated an increased expression level of PDGFRα in the mPFC (Fig. S11A, B). In contrast, SI mice resocialized with GH mice, where Egr2 in mPFC OLs was specifically interfered with, did not show an increase in PDGFRα expression in the mPFC (Fig. S11C, D). Collectively, these results suggest that the improved mPFC myelination in SI mice after resocialization with GH companions may be related to the down-regulation of PDGFRα.

**Fig. 4:**
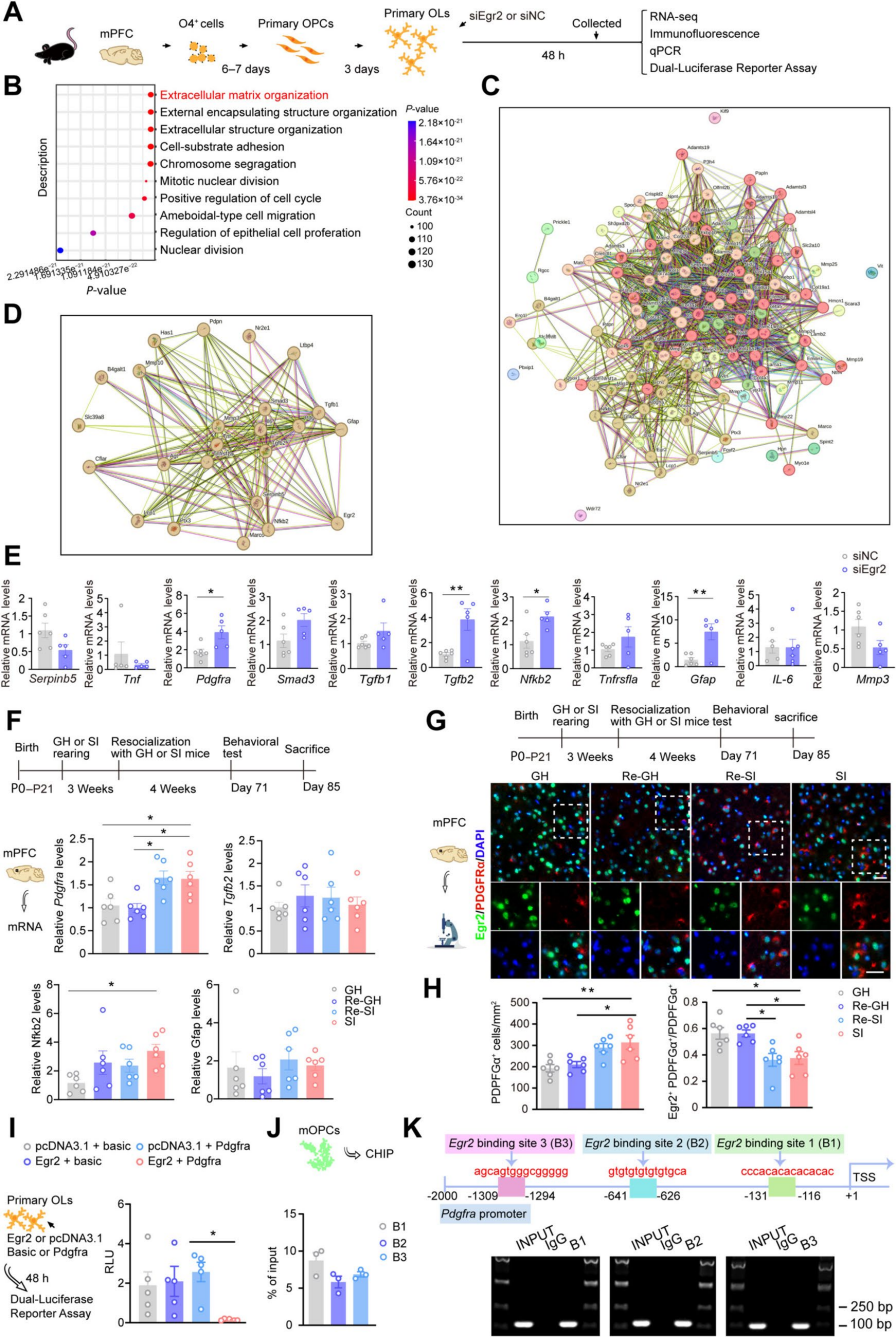
Egr2 promoted the differentiation and maturation of OLs by inhibiting the expression of PDGFRα. **A**, **B** Top 10 GO enrichment analysis of primary OLs down-regulated Egr2 levels. **C**, **D** PPI network showing the relationship of Egr2 and all genes in extracellular matrix organization. **E** qPCR showing the mRNA levels of the direct genes linked to Egr2 in the PPI network (*n* = 6). **F** qPCR detecting the expression of *Pdgfra*, *Tgfb2*, *Gfap*, and *Nfkb* in the mPFC of SI mice under different resocialization methods (*n* = 6). **G**, **H** Representative immunofluorescence images and corresponding graph showing PDGFRα^+^ (red) and Egr2^+^ (green) PDGFRα^+^/PDGFRα^+^ expression in the mPFC of SI mice resocialization with GH or SI mice (*n* = 6). Scale bars, 50 μm. **I** PDGFRα promoter-driven luciferase activities in primary OLs with the indicated transfections (*n* = 5). Relative light unit (RLU) is a relative measurement of the amount of light produced in a sample. **J**, **K** ChIP-qPCR revealing binding between *Egr2* and the promoter region of PDGFRα in mOPCs. Data are presented as the mean ± SEM. *P <0.05, **P <0.01. Data in **E** were analyzed by two-tailed Student’s *t*-tests, and data in **F**, **H**, and **I** were analyzed by two-way ANOVA followed by Tukey’s *post hoc* test. GH: group housing; Re: resocialization; SI: social isolation.

To confirm the regulatory role of Egr2 on the maturation of OLs *via* PDGFRα, a dual luciferase reporter gene assay was performed. The results showed that Egr2 could directly bind to PDGFRα (Fig. 4I). Furthermore, quantitative analysis of ChIP indicated that Egr2 could precipitate within the *Pdgfrα* locus, binding at sites B1, B2, and B3 (Fig. 4J, K). Subsequently, we transfected interfering plasmids of Egr2 and/or PDGFRα into primary OL cultures. We observed that OLs in the siEgr2 group exhibited fewer and shorter branches. However, simultaneously interfering with the expression levels of PDGFRα in the primary OLs rescued the decline in branch complexity caused by siEgr2 (Fig. 5A, B). Western blot results consistently indicated that in the siEgr2 group, the expression levels of PDGFRα were significantly increased, whereas the expression levels of MBP were significantly decreased. Both effects were partially reversed by the transfection of siPdgfrα (Fig. 5C, D). The transcription of the overexpressed plasmid of PDGFRα led to a reduction in the branch length and total number of branches of primary OLs, as well as a decrease in MBP expression (Fig. 5E–H). In summary, these findings suggest that Egr2 promotes myelination by transcriptionally suppressing the expression of PDGFRα in OLs of SI mice, thereby contributing to the enhancement of their social abilities.

**Fig. 5:**
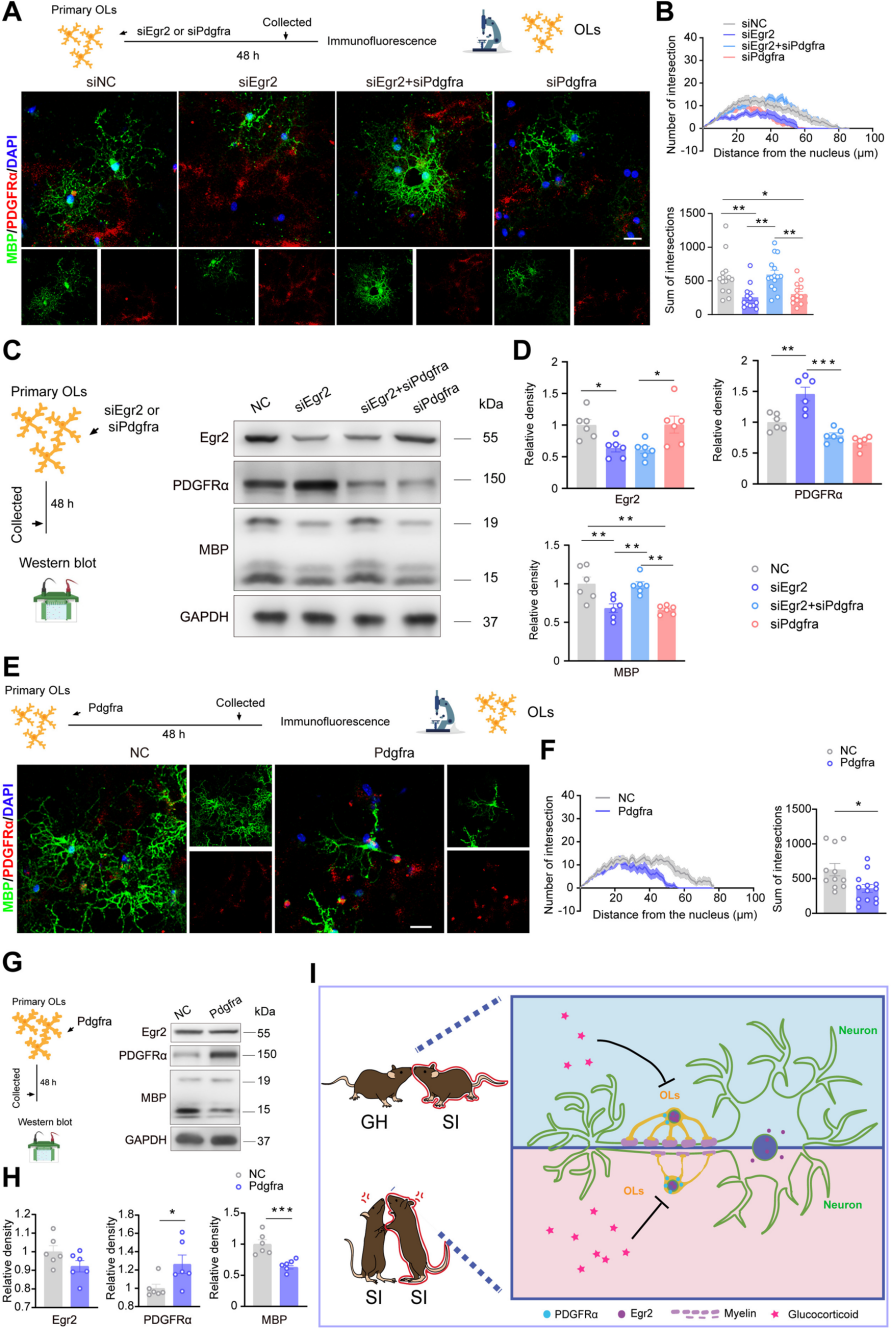
Egr2 inhibited PDGFRα expression in primary OLs. **A**, **B** Representative immunofluorescence images and Sholl analysis showing the differentiation status of primary OLs when treated with siEgr2 or siPdgfrα, including branch length and sum of intersections of OLs (14 cells for siNC; 13 cells for siEgr2; 14 cells for siPDGFRα; 15 cells for siEgr2+siPdgfrα) (*n* = 6). Scale bar, 50 µm. **C**, **D** Representative bands and the corresponding graphs showing Egr2, PDGFRα, and MBP (both molecular weights) protein expression in the OLs with or without siEgr2 and/or siPdgfrα (*n* = 6). **E**, **F** Representative immunofluorescence images and Sholl analysis identify that *Pdgfrα* (red) overexpression reduced branch length and the sum of intersections of primary OLs (green) (11 cells for siNC; 13 cells for PDGFRα) (*n* = 6). Scale bar, 50 µm. **G**, **H** Representative bands and corresponding graphs showing Egr2, PDGFRα, and MBP (both molecular weights) protein expression in the OLs with/or without the *Pdgfrα gene* (*n* = 6). **I** Resocialization with GH mice for 4 weeks can improve the loss of social behavior and myelin damage caused by isolation, and its mechanism may be that Egr2 negatively regulates the expression of PDGFRα in OLs, thereby promoting the differentiation of OLs and myelination. Data are presented as the mean ± SEM. *P <0.05, **P <0.01, ***P <0.001. Data in **B** and **D** were analyzed by two-way ANOVA followed by Tukey’s *post hoc* test, and data in **F** and **H** were analyzed by two-tailed Student’s *t* tests. GH: group housing; Re: resocialization; SI: social isolation.

## Discussion

Social creatures, including humans, rely on their peers for the establishment, maintenance, and enhancement of their social behavior capabilities [29]. For instance, a recent study indicated that the academic performance of college students is highly correlated with the intimacy and diversity of their roommates [30]. Thus, various social interaction partners have distinct impacts on individuals, although the underlying mechanisms are not fully understood. In this study, we demonstrated that SI mice experienced reduced mPFC myelin and synaptic damage and improved social behavior after being co-housed with GH mice, whereas resocialization with other SI mice only mitigated synaptic damage. Targeting the expression of Egr2 specifically in mPFC OLs of SI mice and their resocialized counterparts confirmed its crucial role in resocialization, enhancing myelination and social behavior capabilities. Further results indicated that isolation resulted in elevated Cort levels, and during the resocialization phase, SI mice’s companions who received intraperitoneal injections of Cort exhibited inhibited OL Egr2 levels in the mPFC of SI mice, thus failing to repair their PFC hypomyelination and social ability defects. In contrast, SI mice’s companions treated with Mety during resocialization promoted OL Egr2 levels in SI mice, thereby enhancing mPFC myelination and alleviating social cooperation impairments. *In vivo* and *in vitro* experiments further demonstrated that Egr2 facilitated myelin formation by inhibiting PDGFRα, thereby promoting OL differentiation and maturation. Collectively, OL Egr2 is essential for resocialization to rescue social ability defects caused by early SI (Fig. 5I).

Childhood is a critical period for the establishment of capacity and style, and it is susceptible to external influences. Epidemiological investigations indicate that socially isolated adolescents are more likely to develop physical developmental disorders and mental health problems in adulthood [31]. Therefore, timely and effective interventions for adolescent behavioral abnormalities are particularly crucial. Resocialization has been shown to benefit children’s development with early SI or adverse social experiences [7]. Previous studies have indicated that appropriate psychosocial interventions, such as resocialization, can reverse the thinning of myelin and the associated neuronal activity deficits in the mPFC caused by juvenile social isolation [13]. In our study, we induced adolescent SI by raising mice in isolation for four weeks post-weaning. We then assessed their social abilities using cooperative behavior, three-chamber experiments, and prosocial behavior. Our findings revealed that mice raised in isolation exhibited significantly impaired social abilities. However, resocialization with normal GH mice enhanced the social abilities of SI mice, whereas resocialization with other SI mice did not result in significant improvements. These results suggest that the type of companions plays a crucial role in correcting social behavioral deficits.

It is important to note that cooperative behavior, as a complex and advanced social behavior, appears to depend on the dual integrity of myelin and synapses [11]. This study further revealed that following 3 weeks of isolation post-weaning, resocialization with GH mice enhanced myelination and synaptic integrity in the mPFC, whereas resocialization with SI companions only restored synaptic damage. Previous studies have shown that synaptic development and maturation in the central nervous system (CNS) are completed by 3 weeks of age in mice, while myelination occurs later and continues until the end of adolescence [32]. Short-term isolation during early adolescence, for instance, from postnatal day 30 to 35, may result in synaptic loss in the mPFC [33, 34]. However, prolonged isolation throughout adolescence can halt typical synaptic pruning, leading to an overabundance of spines in adulthood [35]. It has been reported that synaptic dysfunction induced by SI can be restored through increased EphB2 expression in the hippocampal CA1 region, a process facilitated by resocialization [36]. Additionally, long-term social isolation has persistently negative effects on myelination in the mPFC [12, 24]. The present results showed that resocialization with either GH or SI companions rescued impaired mPFC synaptic integrity. The different mechanisms of resocialization on the myelin sheath and synaptic repair deserve further investigation. Previous studies have indicated that the social behavior of isolated female mice is not as significantly impaired as that of male mice, which may be attributed to the protective effects of estrogen against stress [37, 38]. During chronic SI, the PFC-BLA circuit mediates an increase in aggression in male mice, whereas the PFC-VTA circuit is implicated in a reduced increase in discharge rates during sociability tests in female mice [39, 40]. Future research could further explore the impact of gender differences on social cooperation between males and females.

The role of Egr2 in myelination is well established in the peripheral nervous system [41]. Egr2 promotes the transition of Schwann cells to the differentiated myelination stage [42]. It has also been reported that Egr2 exists in the CNS [43]. In particular, Marques *et al*. identified a specific population of Egr2-expressing OLs in the CA1 hippocampus using single-cell sequencing [43]. Egr2 is expressed in various brain regions, including the hippocampus, olfactory bulb, neocortex, amygdala, striatum, diencephalic structures, cerebellum, and brainstem [44, 45]. It is worth exploring how Egr2 also regulates the diverse behavioral effects of SI in various brain regions. Our recent studies have found that social cooperation can only be improved by Egr2 overexpression in the mPFC of SI mice driven by a broad-spectrum promoter, while specific overexpression of Egr2 in neurons or OLs is not sufficient to improve the social cooperation of these SI mice [11]. In this study, SI mice resocialized with SI companions that overexpress Egr2 on mPFC OLs showed improvements in damaged myelin sheaths and synapse integrity, as well as social cooperation disorders. Overexpression of Egr2 in mPFC OLs of SI mice can restore social interaction performance in the three-chamber test [11]. The current study further underscores the importance of OL Egr2 in the mPFC for establishing social ability during resocialization. However, considering the sample size and workload of the experimental mice and avoiding the repeated reporting, we did not assess the behavioral and pathological changes in these virus-treated mice. During resocialization, neurotrophic factors such as microglia-derived neuregulin-1 [46] and brain-derived neurotrophic factor (BDNF) [47] have been reported to influence neuronal function and behavior. Neuregulin-1 and BDNF can prompt OLs to shift towards NMDA receptor-dependent myelin formation, thereby participating in myelin regeneration following white matter injury [48]. The neuroregulin-1-ErbB signal transduction pathway is linked to the adverse effects of early social experiences, which is also crucial for OL maturation [49, 50].

Our previous study reported that Cort treatment suppressed Egr2 expression levels in OLs [11]. Indeed, isolation during adolescence is associated with heightened reactivity of the HPA axis in the PFC [51]. SI triggers the activation of the HPA axis, resulting in elevated plasma Cort levels [52]. However, the stress response of the HPA axis varies depending on the duration and patterns of SI stress. Maternal separation in newborn mice has been shown to reduce Cort levels [53], whereas isolation rearing during adolescence and adulthood has been associated with increased GC levels [54, 55]. The current study found that the increased serum Cort levels in mice isolated for 3 weeks post-weaning were reversed by resocialization with GH mice, leading to enhancements in social ability in SI mice. Peripheral Cort supplementation exacerbated the resocialization abilities of "donor" mice, negating their reparative effects on mPFC hypomyelination and deficits in social behavior of SI mice.

Studies have demonstrated that although acute increases in GCs can promote the differentiation of neuronal stem cells and primary oligodendrocyte precursor cells (OPCs) by activating glucocorticoid receptors, thereby enhancing myelination, prolonged exposure to Cort has a detrimental effect on myelin [56]. In individuals with major depressive disorder, elevated Cort levels are linked to decreased white matter integrity in the frontal-cortical and frontal-limbic systems [57], whereas the expression of myelin-related genes such as *Mag* and *Cnp* is notably increased in brains with lower Cort levels [58]. Cort also indirectly impedes myelination by opposing the effects of pro-oligodendrogenesis hormones [56]. In line with these findings, SI mice with normalized elevated Cort levels exhibited enhancements in mPFC myelination and OL differentiation in this study.

Previous studies have shown that glucocorticoids regulate neuroinflammation and oligodendrocyte function *via* their receptors (GR and MR) [59, 60]. It has also been demonstrated that glucocorticoids can affect myelin formation either directly or indirectly [61, 62]. The use of glucocorticoid synthesis inhibitors (such as metyrapone) or receptor antagonists (such as RU486) may effectively mitigate the adverse effects of social isolation on myelin integrity. Indeed, RU486 has been reported to alleviate glucocorticoid-related pathological features in various neurological disease models [63], indicating its potential therapeutic significance. Nevertheless, the exact effectiveness and safety of these medications still need thorough exploration in the future.

The development and maturation of OLs, as well as the differentiation of OPCs, are mediated by numerous intrinsic and extrinsic factors throughout life [64]. *Pdgfrα*, a gene encoding a cell surface tyrosine kinase receptor, is one of the intrinsic factors that specify the OPC lineage [65] and is crucial for the growth and maintenance of OPCs in the CNS [66]. Previous studies have suggested that mice with *Pdgfrα* knockout exhibited developmental defects in OLs, manifesting as severe myelin dysplasia [67]. The overexpression of human PDGFRα in mice also disrupted OL development, leading to hypomyelination [66]. Consequently, the role of PDGFRα in myelin formation appears to be bidirectional. Appropriately reducing PDGFRα signaling appears to be beneficial for OL maturation and myelin regeneration [68]. The present results further discovered that Egr2 in the mPFC OLs directly inhibited the expression of PDGFRα in OLs, which promoted myelin formation to a certain extent. This finding provides new insights into the regulatory mechanisms of myelin formation and social behavior.

In summary, this study demonstrated that reintroducing SI adolescent mice into a social environment with GH mice improved their myelination deficits and social abilities. In reality, the impact and factors of early SI in human society are far more extensive. Notably, nearly three-quarters of adult mental disorders originate from childhood [69]. The current findings provide a theoretical basis for early intervention in adolescents with SI. Appropriate social therapeutic approaches might rescue early negative life experiences related to hypomyelination and social behavior defects, which can be applied to clinical research for orphans or left-behind children.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

# Supplementary material for: Oligodendrocyte Egr2 Mediates the Beneficial Effect of Resocialization on the Social Ability of Socially Isolated Mice
**Source:** Neurosci Bull. 2025 Nov 6;42(6):1261–78. doi: 10.1007/s12264-025-01534-w
**Supplement:** Supplementary file 1 — Supplementary file1

# Supplementary Materials

## Supplementary Figures

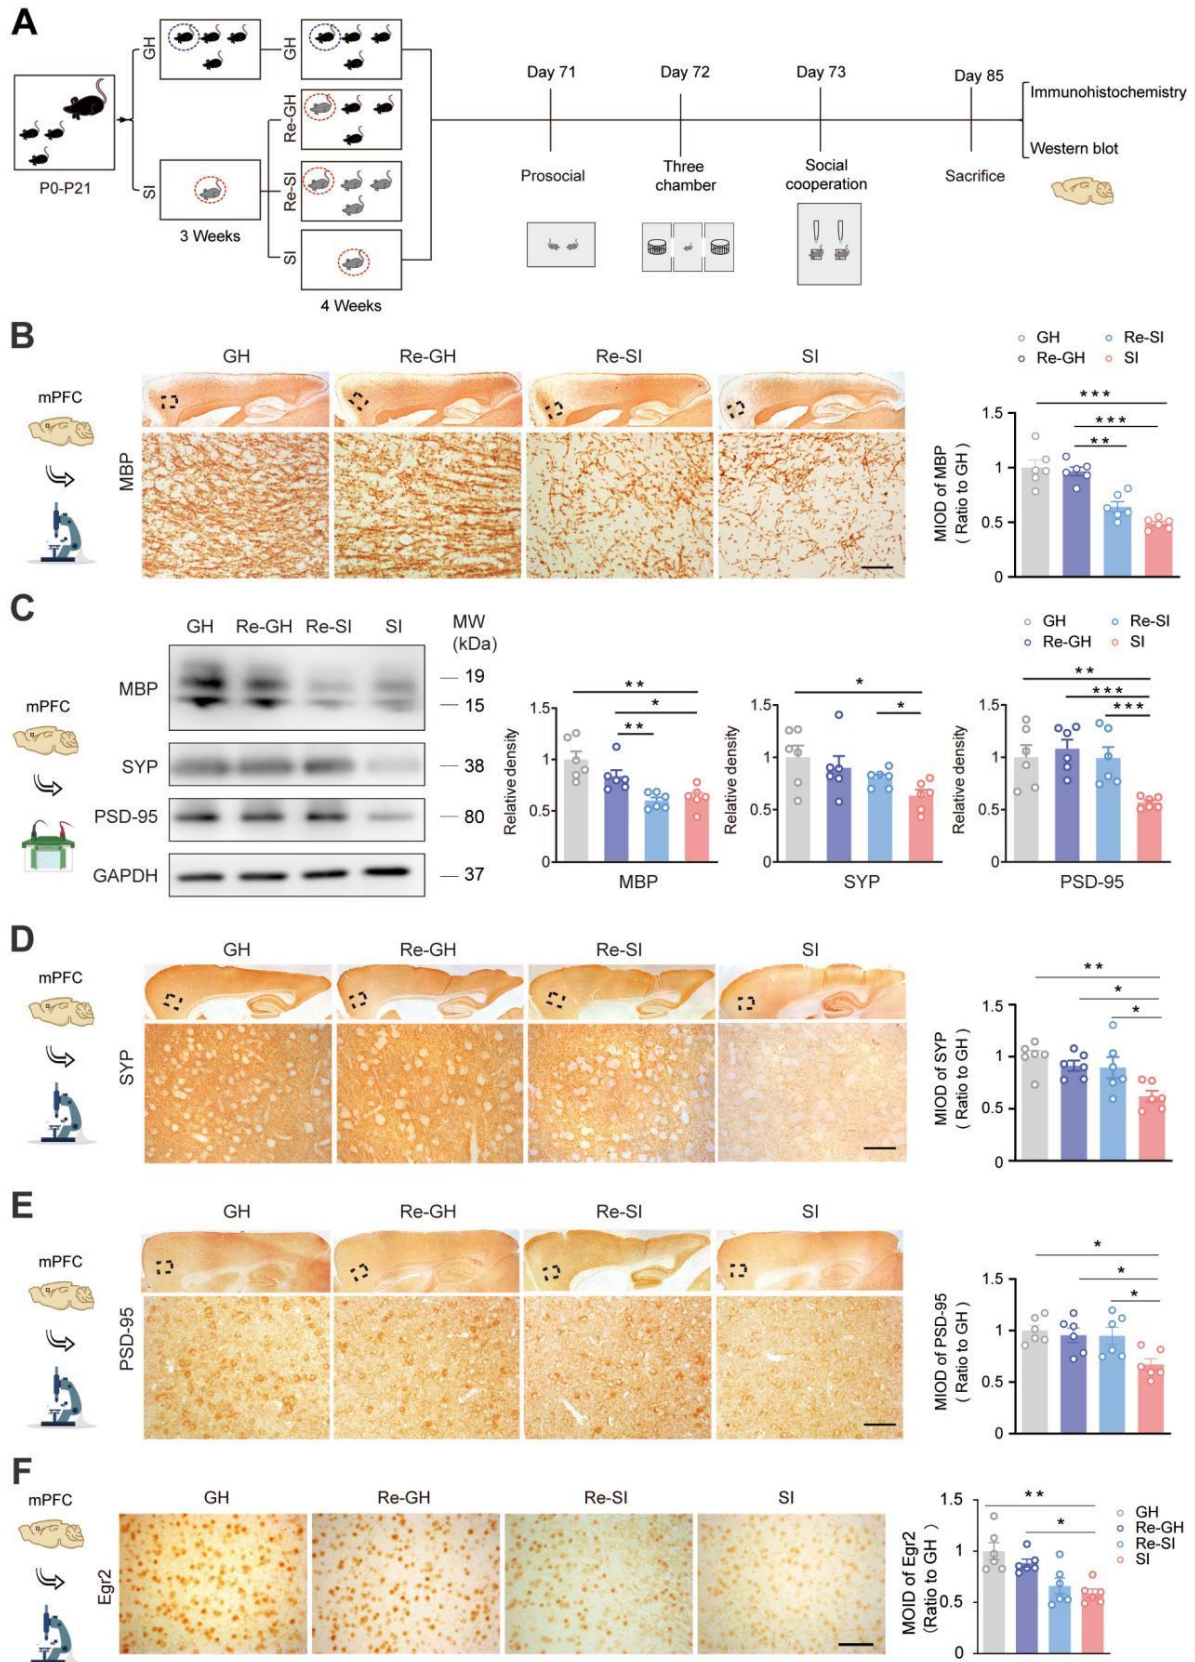

**Fig. S1** Resocialization with GH mice, but not with SI mice, improved mPFC myelin protein loss in SI mice. **A** Schematic diagram showing the timeline of the experimental design for two resocialization modes of SI mice. **B** Representative immunohistochemical images and corresponding graphs showing MBP expression in the mPFC of mice ( $n = 6$ ). Scale bar, 50  $\mu\text{m}$ . **C** Representative bands and corresponding graphs showing MBP (both molecular weights), SYP, and PSD-95 protein expression in the mPFC of mice ( $n = 6$ ). **D–F** Representative immunohistochemical images and corresponding graphs showing SYP (**D**), PSD-95 (**E**), and Egr2 (**F**) expression in the mPFC of mice ( $n = 6$ ). Scale bars, 50  $\mu\text{m}$ . Data are presented as the mean  $\pm$  SEM.  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ . Data were analyzed using two-way ANOVA followed by Tukey's *post hoc* test. GH: group housing; Re: resocialization; SI: social isolation; mPFC: medial prefrontal cortex.

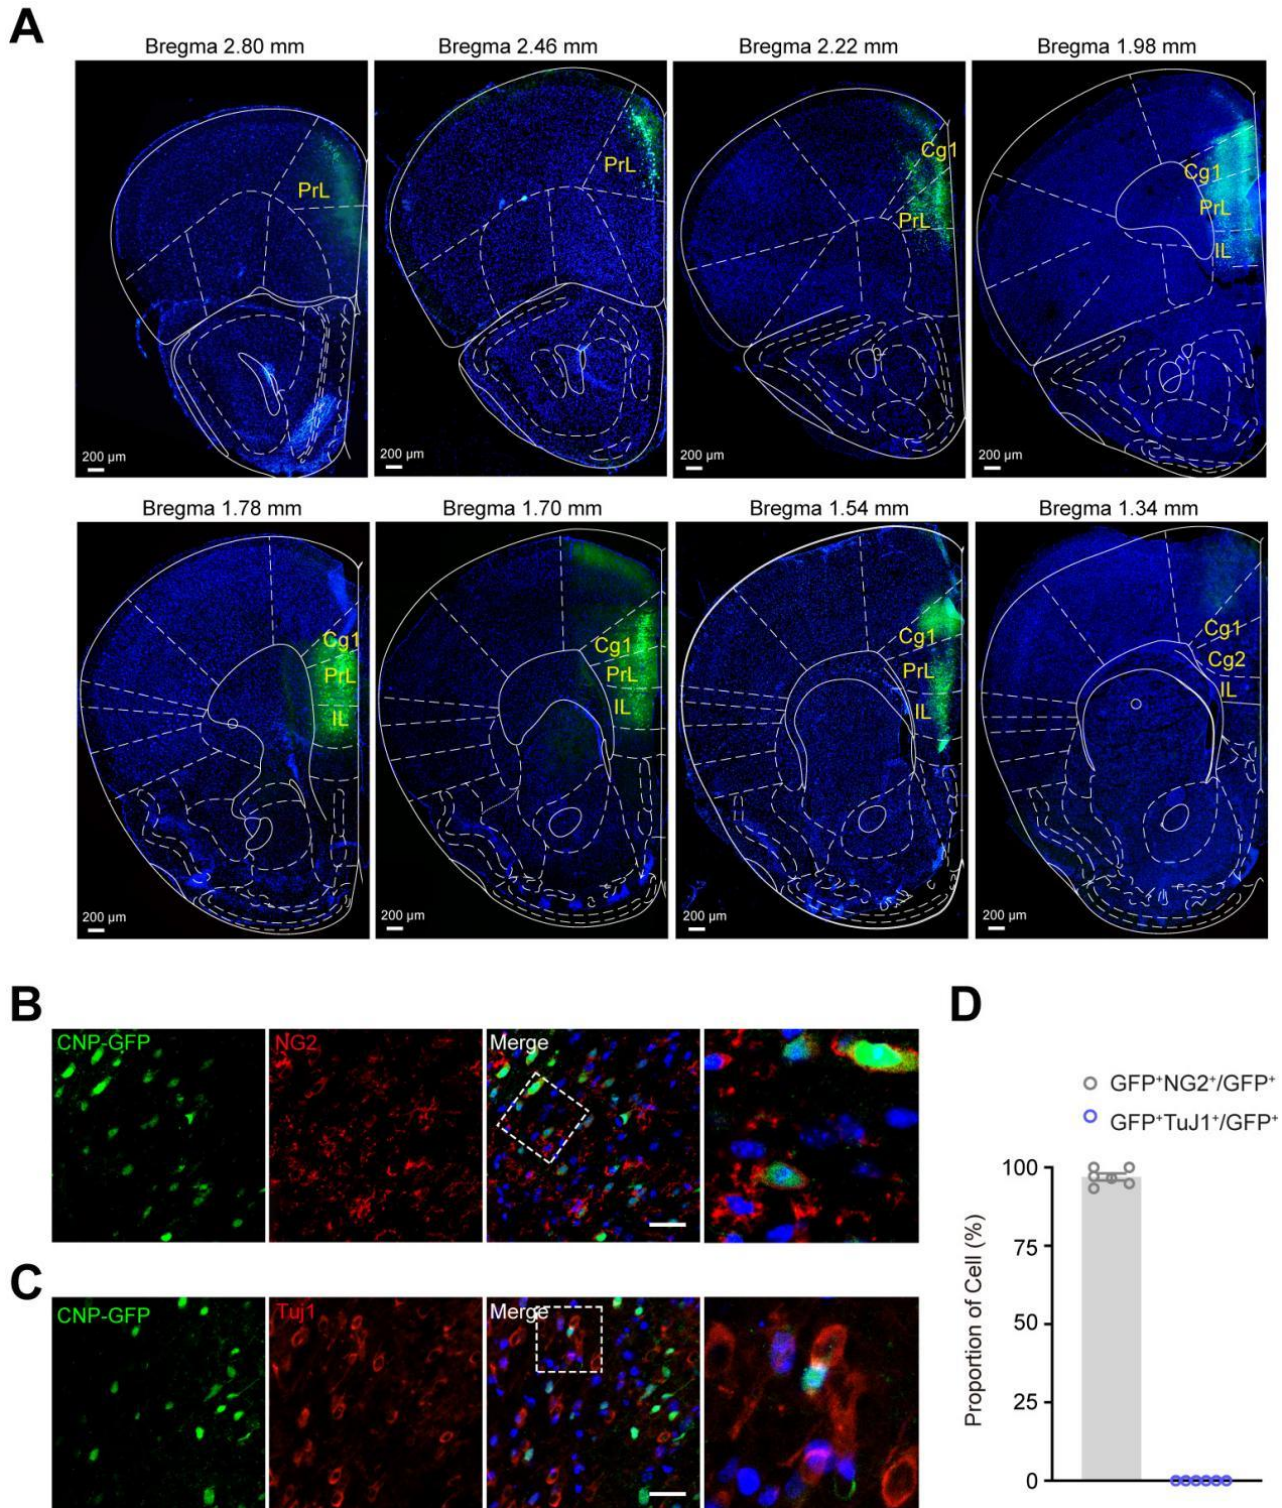

**Fig. S2** The verification of the CNP promoter for oligodendrocyte-specific manipulation. **A** The extent of CNP-GFP-positive virus spreading from the anterior to the posterior prefrontal cortex. Scale bars, 200  $\mu$ m. **B** Representative image showing the NG2<sup>+</sup> (red) cells were mostly co-localized with GFP<sup>+</sup> cells. Scale bar, 50  $\mu$ m. **C** Representative images showing the Tuj1<sup>+</sup> (red) cells were not co-localized with GFP<sup>+</sup> cells. Scale bar, 50  $\mu$ m. **D** The statistical graph shows the percentage of NG2<sup>+</sup>GFP<sup>+</sup> cells

and  $Tuj1^{+}GFP^{+}$  cells after injection of CNP promoter virus into the mPFC ( $n = 6$ ). Data are presented as the mean  $\pm$  SEM.

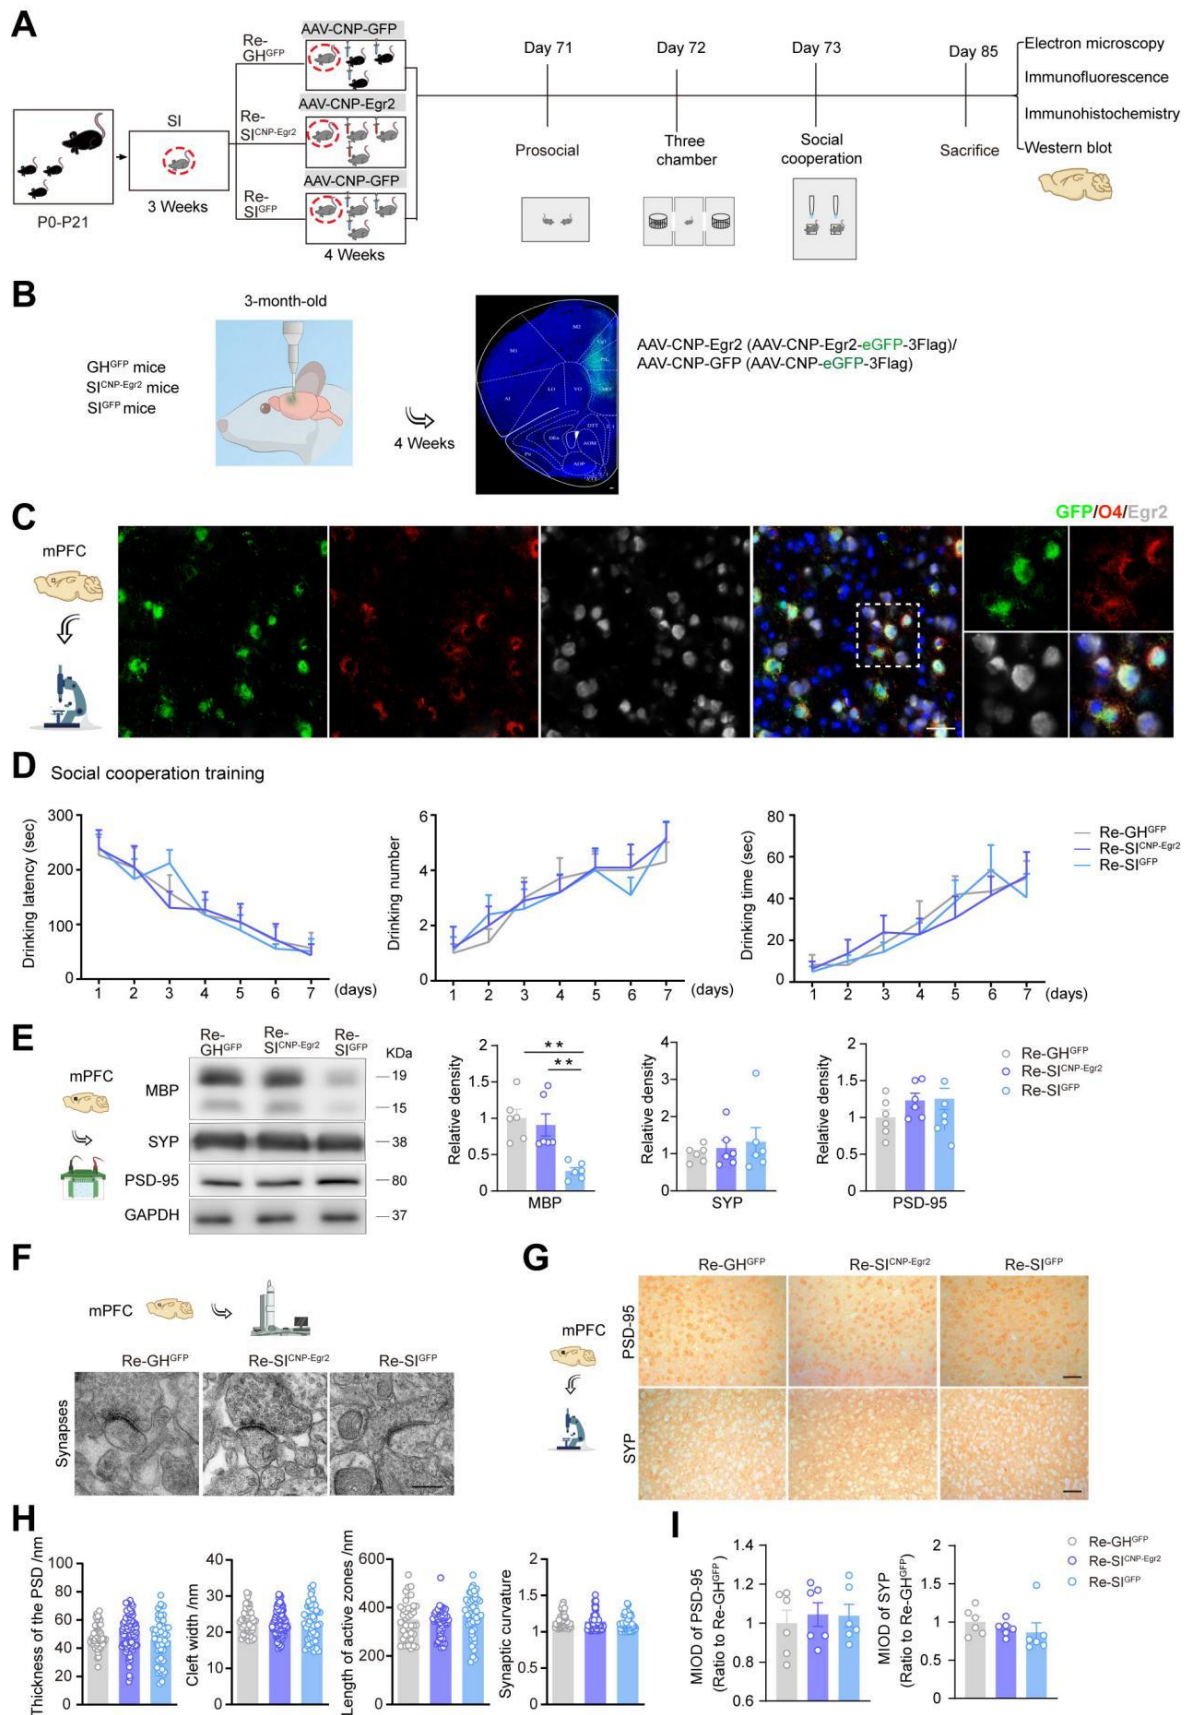

**Fig. S3** Resocialization of SI mice with overexpression of Egr2 in mPFC OLs improved synaptic damage in SI mice. **A** Schematic diagram showing the timeline of the experimental design for SI mice resocialization with SI mice that overexpressed Egr2 in mPFC OLs. **B, C** Representative images showing the effective validation of AAV virus injection. Scale bars, 50  $\mu$ m. **D** Bar graphs showing the drinking latency, drinking number, and drinking time of mice in the training period ( $n = 10$ ). **E** Representative bands and corresponding graphs showing MBP (both molecular weights), SYP, and PSD-95 protein expression in the mPFC of mice ( $n = 6$ ). **F** Representative EM images showing synaptic morphology in the mPFC of mice. Scale bar, 500 nm. **G** Representative immunohistochemical images showing PSD-95 and SYP expression in the mPFC of mice ( $n = 6$ ). Scale bars, 50  $\mu$ m. **H, I** Bar graphs showing quantification of PSD, synaptic cleft width, length of the active zones, and synaptic curvature (Re-GH<sup>GFP</sup>: 55 synapses; Re-SI<sup>CNP-Egr2</sup>: 54 synapses; Re-SI<sup>GFP</sup>: 56 synapses) (**H**), PSD-95 and SYP expression (**I**) in the mPFC of mice ( $n = 6$ ). Data are presented as the mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$ . Data in **D** were analyzed by repeated-measures ANOVA with *post hoc* Student-Newman-Keuls test, and others were analyzed by one-way ANOVA followed by Tukey's *post hoc* test. GH: group housing; Re: resocialization; SI: social isolation; mPFC: medial prefrontal cortex.

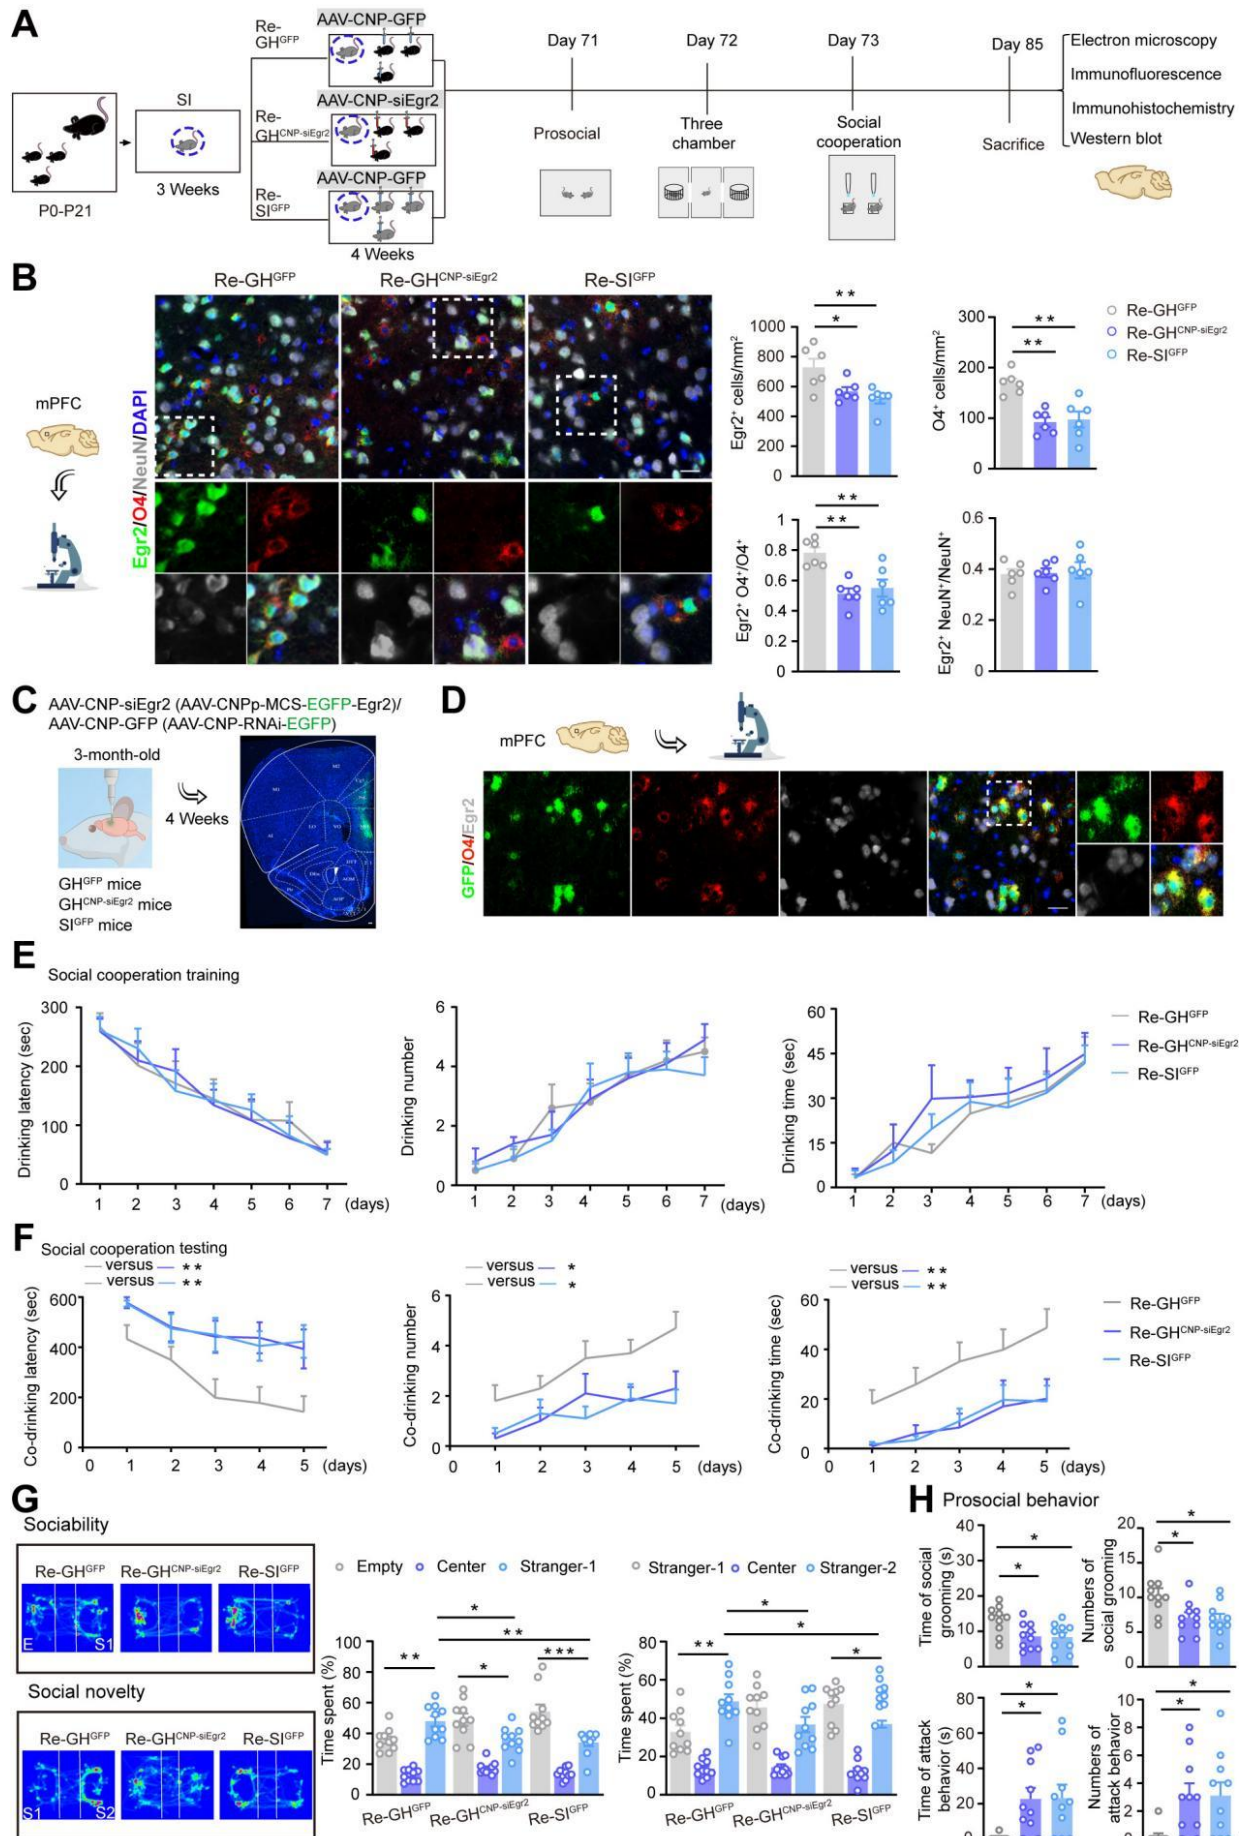

**Fig. S4** The social ability of SI mice was not enhanced through resocialization with GH mice that had Egr2 knocked down in mPFC OLs. **A** Schematic diagram showing the timeline of the experimental design for SI mice resocialization with GH mice that knock down Egr2 in mPFC OLs. **B** Representative immunofluorescence images and the corresponding graph showing Egr2<sup>+</sup> (green), O4<sup>+</sup> (red), O4<sup>+</sup> Egr2<sup>+</sup>/O4<sup>+</sup>, and NeuN<sup>+</sup> (gray) Egr2<sup>+</sup>/NeuN<sup>+</sup> expression in the mPFC of mice ( $n = 6$ ). Scale bar, 50  $\mu\text{m}$ . **C, D** Representative images showing the effective validation of AAV virus injection. Scale bars, 50  $\mu\text{m}$ . **E** Bar graphs showing the drinking latency, drinking number, and drinking time of mice in the training period ( $n = 10$ ). **F** Bar graphs showing the co-drinking latency, co-drinking number, and co-drinking time of mice in the social cooperation test ( $n = 10$ ). **G** Heat map and bar graphs showing the sociability and social novelty of mice evaluated by the three-chamber test ( $n = 10$ ). **H** Chart showing the time and number of social grooming and attacks during the prosocial behavior in mice ( $n = 10$ ). Data are presented as the mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . Data in **E** and **F** were analyzed by repeated-measures ANOVA with *post hoc* Student–Newman–Keuls test, data in **G** were analyzed by two-way ANOVA followed by Tukey’s *post hoc* test, and others were analyzed by one-way ANOVA followed by Tukey’s *post hoc* test. GH: group housing; Re: resocialization; SI: social isolation; mPFC: medial prefrontal cortex.

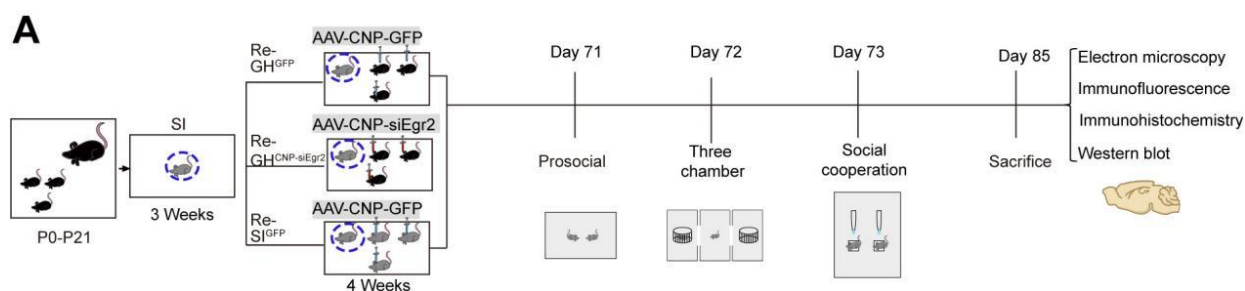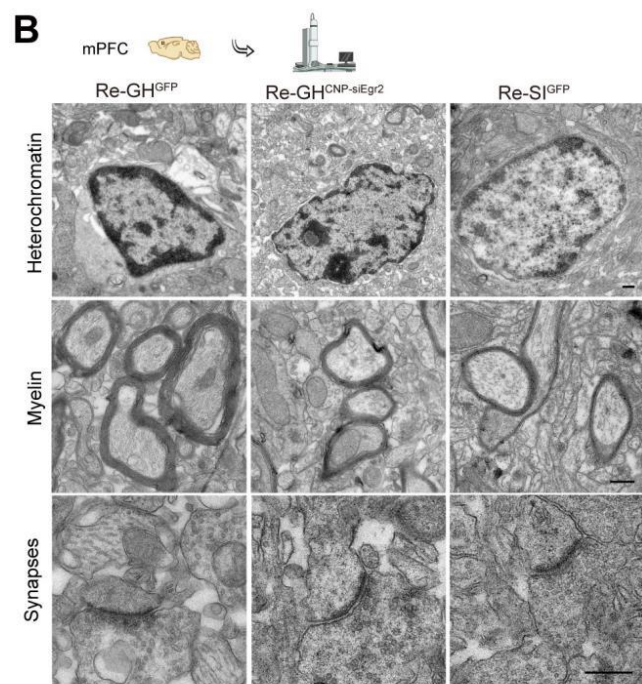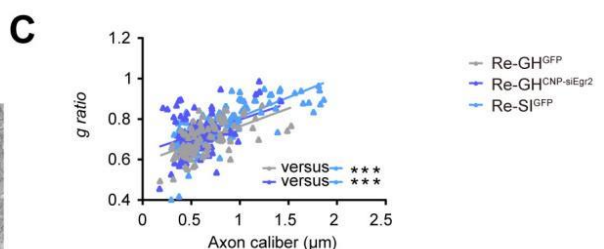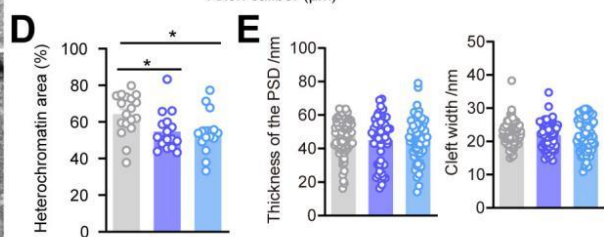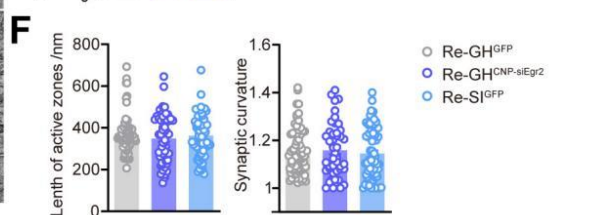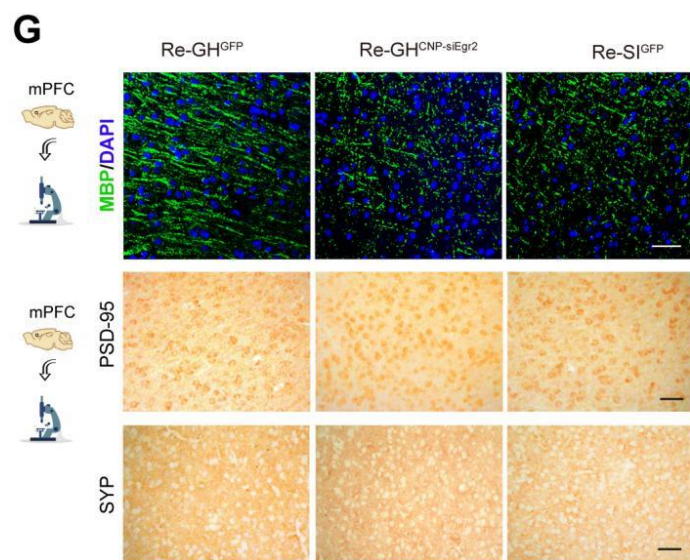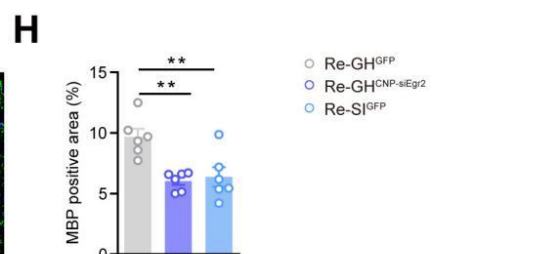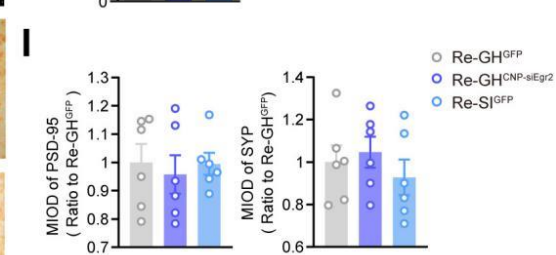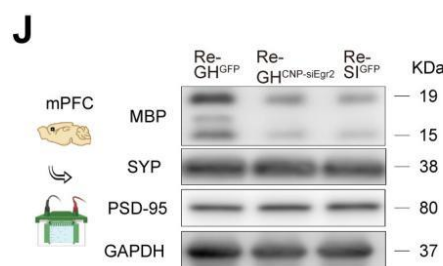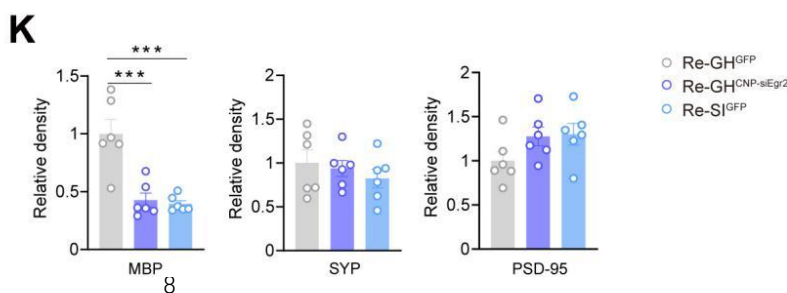

**Fig. S5** Resocialization of GH mice with Egr2 knockdown in mPFC OLs improved synapses rather than myelin in SI mice. **A** Schematic diagram showing the timeline of the experimental design for SI mice resocialization with GH mice that knock down Egr2 in mPFC OLs. **B** Representative EM images showing OLs nuclear heterochromatin, myelin, and synaptic morphology in the mPFC of mice. Scale bars, 500 nm. **C** Scatter plot of *g*-ratios with linear least squares fitting (Re-GH<sup>GFP</sup>: 209 axons; Re-GH<sup>CNP-siEgr2</sup>: 218 axons; Re-SI<sup>GFP</sup>: 193 axons) (*n* = 6). **D** Graph showing the area percentage of OLs nuclear heterochromatin (Re-GH<sup>GFP</sup>: 17 nuclei; Re-GH<sup>CNP-siEgr2</sup>: 17 nuclei; Re-SI<sup>GFP</sup>: 16 nuclei) (*n* = 6). **E, F** Bar graphs showing quantification of PSD, synaptic cleft width, length of the active zones, and synaptic curvature (Re-GH<sup>GFP</sup>: 53 synapses; Re-GH<sup>CNP-siEgr2</sup>: 58 synapses; Re-SI<sup>GFP</sup>: 54 synapses). **G–I** Representative immunohistochemical images showing MBP (green), PSD-95, and SYP expression in the mPFC of mice (*n* = 6). **J, K** Representative bands and corresponding graphs showing MBP (both molecular weights), SYP, and PSD-95 protein expression in the mPFC of mice (*n* = 6). Data are presented as the mean ± SEM. \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001. Data in **C** were analyzed by repeated-measures ANOVA with *post hoc* Student–Newman–Keuls test, and others were analyzed by one-way ANOVA followed by Tukey’s *post hoc* test. GH: group housing; Re: resocialization; SI: social isolation; mPFC: medial prefrontal cortex.

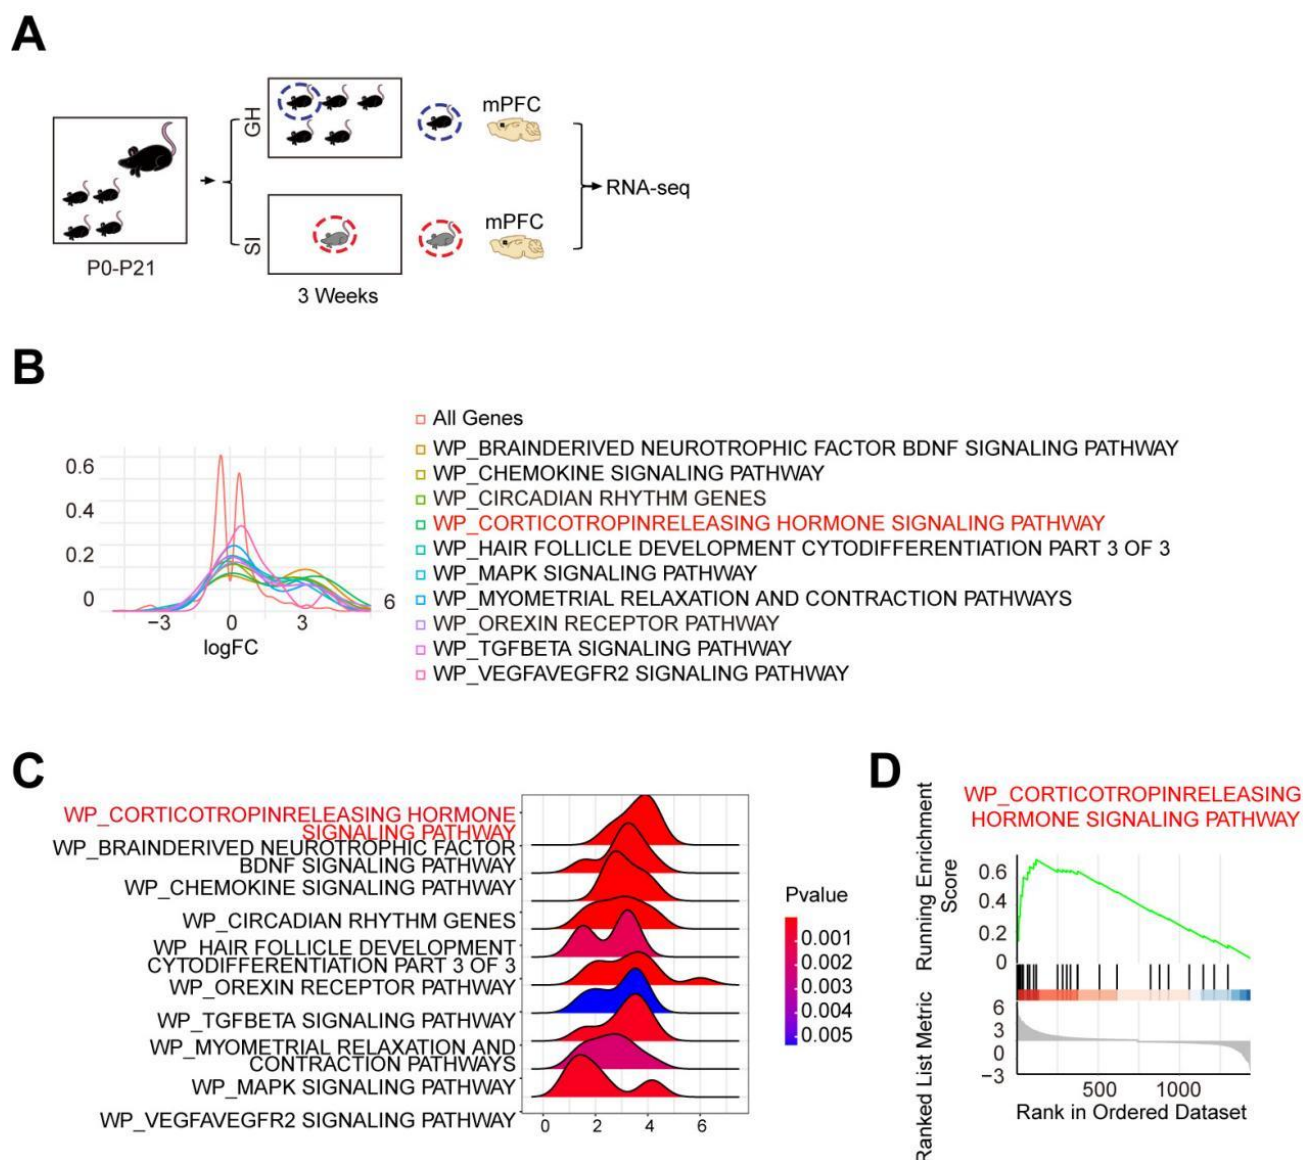

**Fig. S6** RNA-seq analysis of the mPFC in SI mice compared to GH mice. **A** Schematic diagram showing the timeline of the experimental design for RNA sequencing of the mPFC in SI mice and GH mice. **B–D** GSEA analysis showing the enrichment in corticotropin-releasing hormone signaling pathway. GH: group housing; SI: social isolation; mPFC: medial prefrontal cortex.

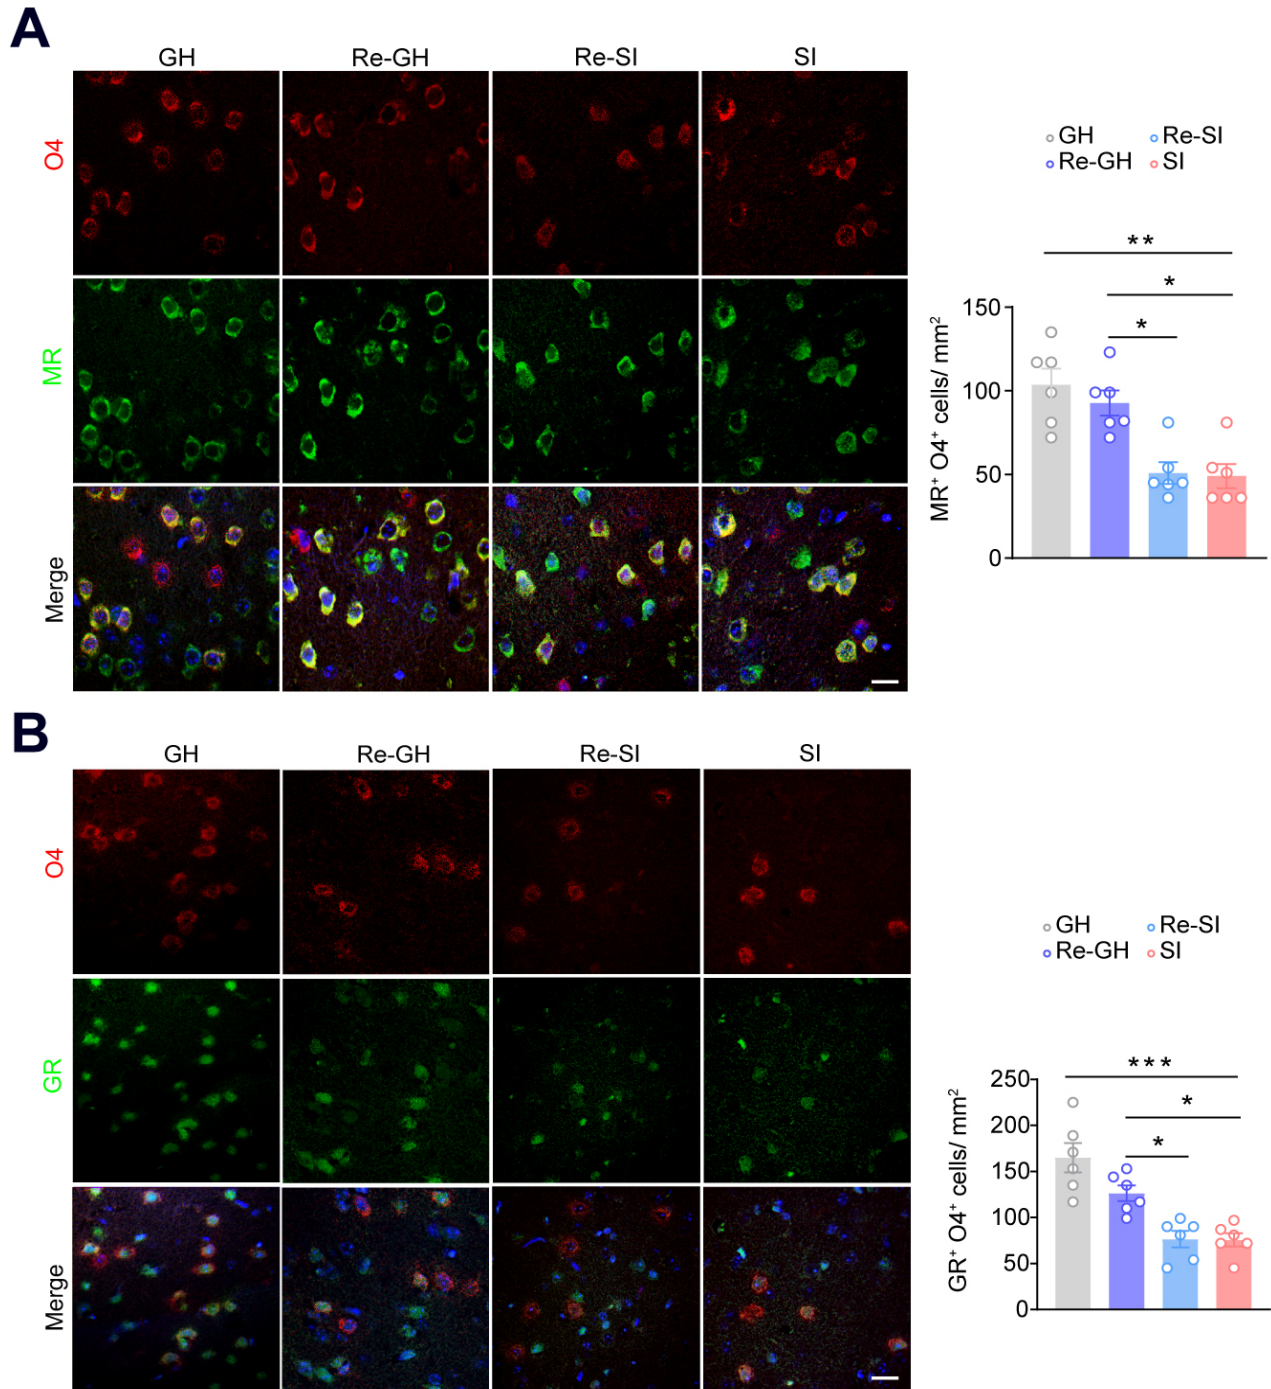

**Fig. S7** Resocialization with GH mice, but not with SI mice, improved mPFC GR and MR expression in oligodendrocytes. **A** Representative immunofluorescence images and the corresponding graph showing MR<sup>+</sup> (green) O4<sup>+</sup> (red) expression in the mPFC of SI mice resocialized with GH mice or SI mice ( $n = 6$ ). Scale bar, 50  $\mu$ m. **B** Representative immunofluorescence images and the corresponding graph showing GR<sup>+</sup> (green) O4<sup>+</sup> (red) expression in the mPFC of SI mice resocialized with GH mice

or SI mice ( $n = 6$ ). Scale bar, 50  $\mu\text{m}$ . Data are presented as the mean  $\pm$  SEM.  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ . Data were analyzed using two-way ANOVA followed by Tukey's *post hoc* test. GH: group housing; Re: resocialization; SI: social isolation.

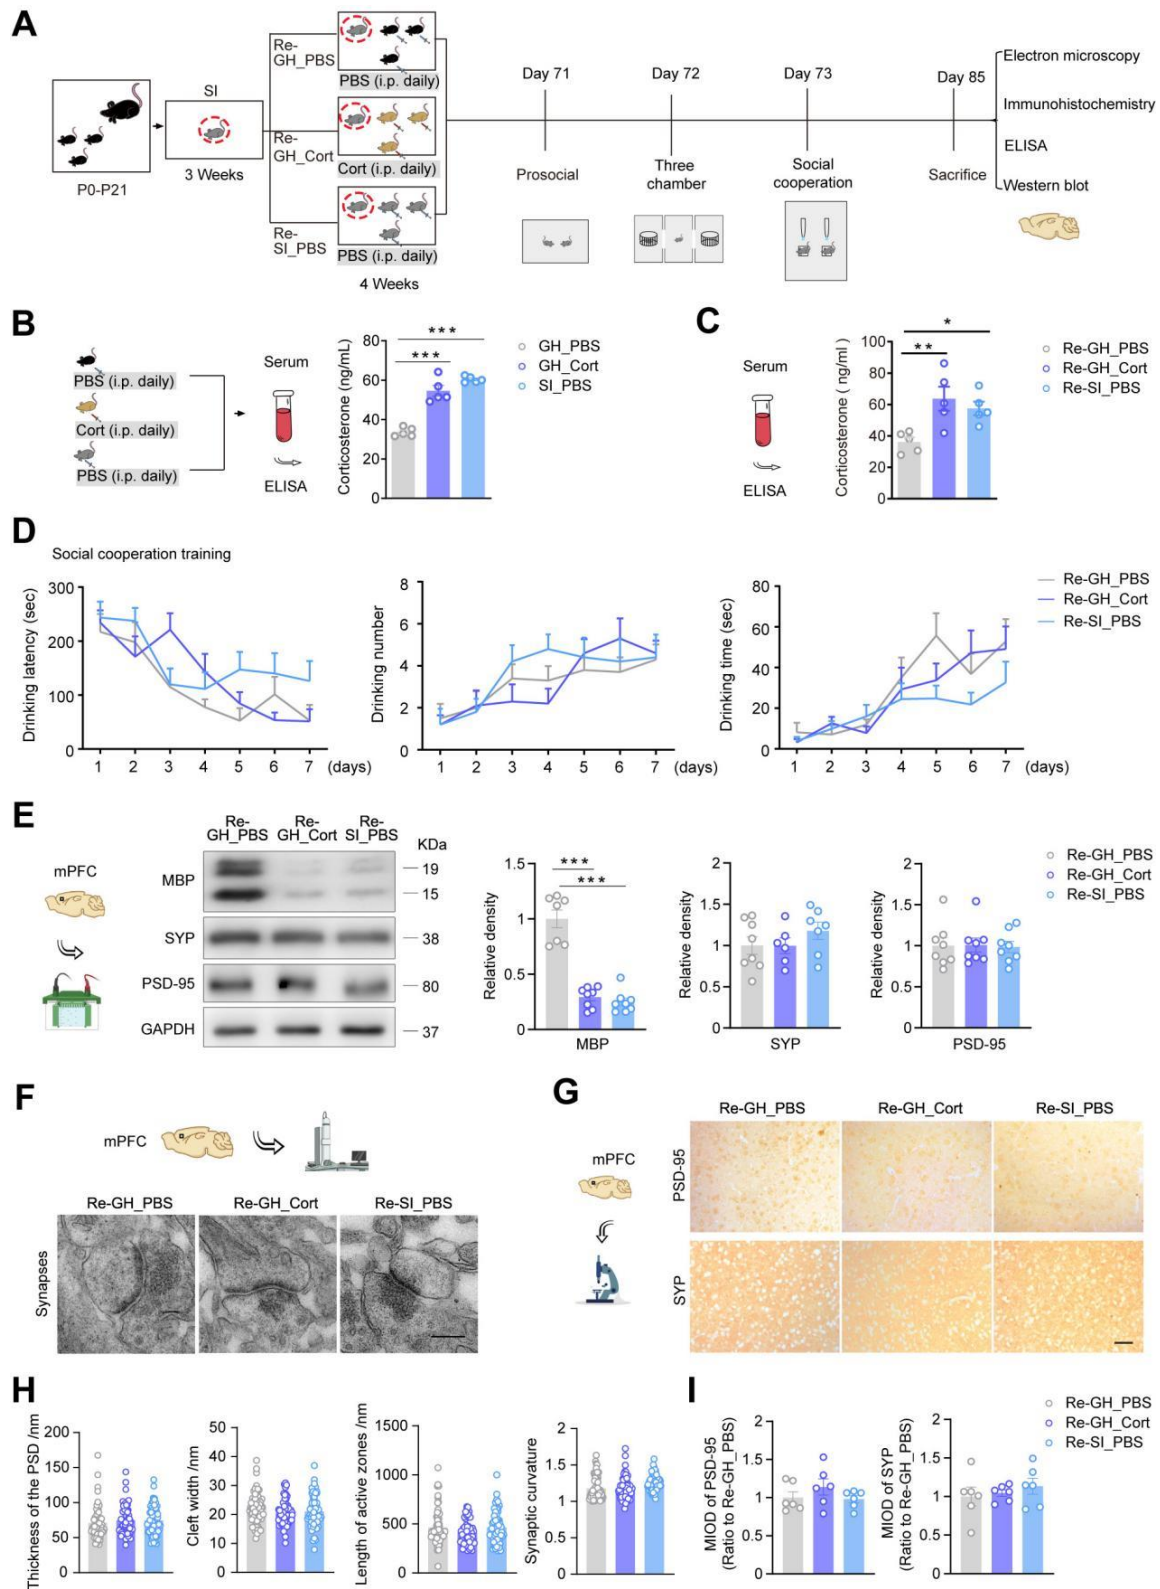

**Fig. S8** Resocialization with GH mice that were intraperitoneally injected with Cort had no effect on synapses in the mPFC of SI mice. **A** Schematic diagram showing the timeline of the experimental design for SI mice housing with GH mice intraperitoneal injected with Cort. **B, C** Cort expression levels in serum of SI mice's companions treated by Cort (**B**), and SI mice (**C**), detected by ELISA ( $n = 6$ ). **D** Bar graphs showing the drinking latency, drinking number, and drinking time of mice in the training period ( $n = 10$ ). **E** Representative bands and corresponding graphs showing MBP (both molecular weights), SYP, and PSD-95 protein expression in the mPFC of mice ( $n = 6$ ). **F** Representative EM images showing synaptic morphology in the mPFC of mice. Scale bar, 500 nm. **G** Representative immunohistochemical images showing PSD-95 and SYP expression in the mPFC of mice ( $n = 6$ ). Scale bar, 50  $\mu$ m. **H, I** Bar graphs showing quantification of PSD, synaptic cleft width, length of the active zones, and synaptic curvature (Re-GH\_PBS: 62 synapses; Re-GH\_Cort: 59 synapses; Re-SI\_PBS: 60 synapses) ( $n = 6$ ) (**H**), PSD-95 and SYP expression (**I**) in the mPFC of mice ( $n = 6$ ). Data are presented as the mean  $\pm$  SEM.  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ . Data in **D** were analyzed by repeated-measures ANOVA with *post hoc* Student-Newman-Keuls test, and others were analyzed by one-way ANOVA followed by Tukey's *post hoc* test. GH: group housing; Re: resocialization; SI: social isolation; mPFC: medial prefrontal cortex; Cort: corticosterone.

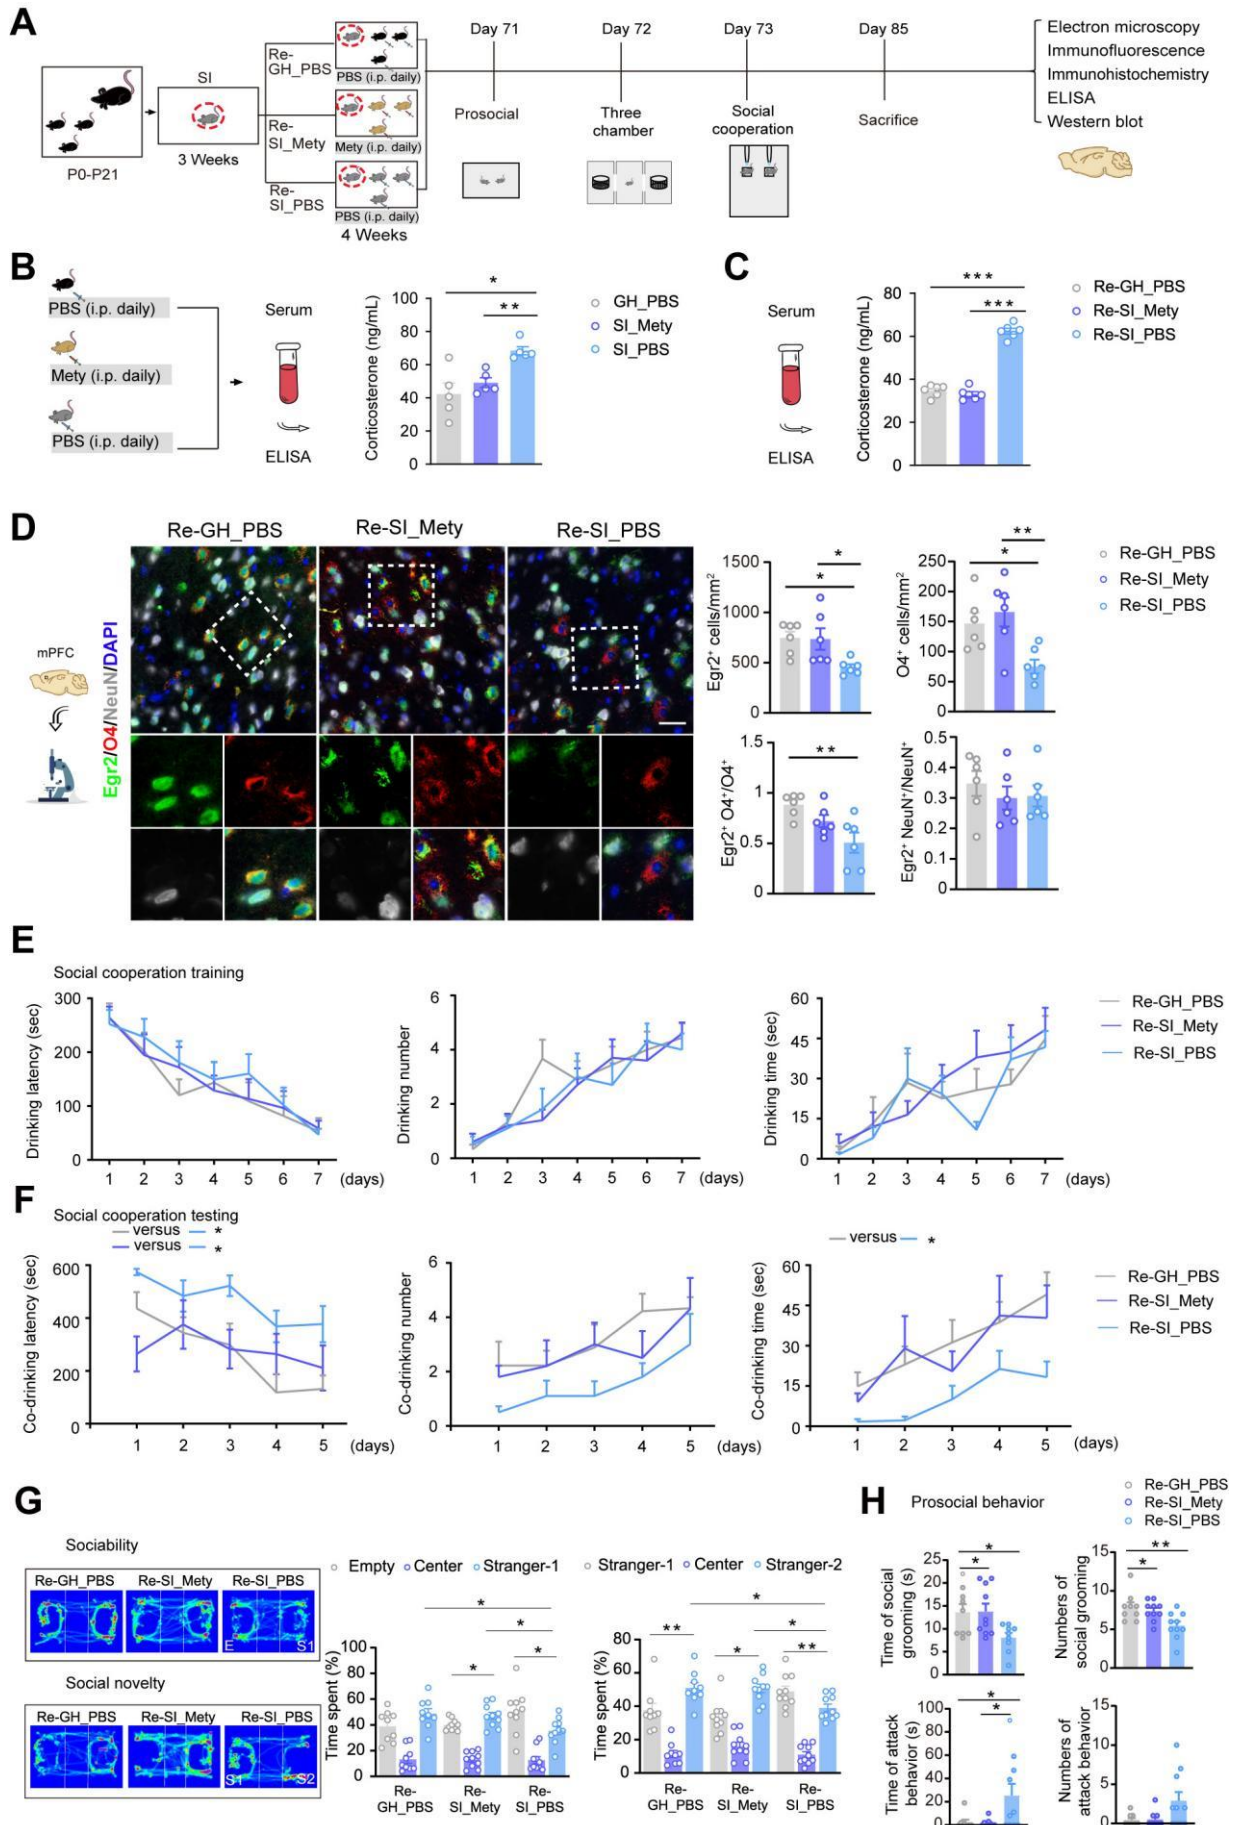

**Fig. S9** SI companions treated with Mety exhibited improved social abilities in SI mice during resocialization. **A** The timeline of the experimental design. **B, C** ELISA results showing Cort levels in serum of SI mice's companions treated by Mety (**B**), and SI mice (**C**) ( $n = 5-6$ ). **D** Representative immunofluorescence images and the corresponding graph showing Egr2<sup>+</sup> (green), O4<sup>+</sup> (red), O4<sup>+</sup> Egr2<sup>+</sup>/O4<sup>+</sup>, NeuN<sup>+</sup> (gray) Egr2<sup>+</sup>/NeuN<sup>+</sup> expression in the mPFC of SI mice resocialized with GH mice with Cort treatment ( $n = 6$ ). Scale bar, 50  $\mu$ m. **E** Bar graphs showing the drinking latency, drinking number, and drinking time of mice in the training period (Re-GH\_PBS:  $n = 9$ ; Re-SI\_Mety:  $n = 10$ ; Re-SI\_PBS:  $n = 10$ ). **F** Bar graphs showing the co-drinking latency, co-drinking number, and co-drinking time of mice in the testing stage (Re-GH\_PBS:  $n = 9$ ; Re-SI\_Mety:  $n = 10$ ; Re-SI\_PBS:  $n = 10$ ). **G** Heat map and bar graphs showing the sociability and social novelty of mice evaluated by the three-chamber test (Re-GH\_PBS:  $n = 9$ ; Re-SI\_Mety:  $n = 10$ ; Re-SI\_PBS:  $n = 10$ ). **H** Chart showing the time and number of social grooming and attack during the prosocial behavior in mice (Re-GH\_PBS:  $n = 9$ ; Re-SI\_Mety:  $n = 10$ ; Re-SI\_PBS:  $n = 10$ ). Data are presented as the mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . Data in **E, F** were analyzed by repeated-measures ANOVA with *post hoc* Student-Newman-Keuls test, data in **G** were analyzed by two-way ANOVA followed by Tukey's *post hoc* test, and in others were analyzed by one-way ANOVA followed by Tukey's *post hoc* test. GH: group housing; Re: resocialization; SI: social isolation; mPFC: medial prefrontal cortex; Mety: metyrapone.

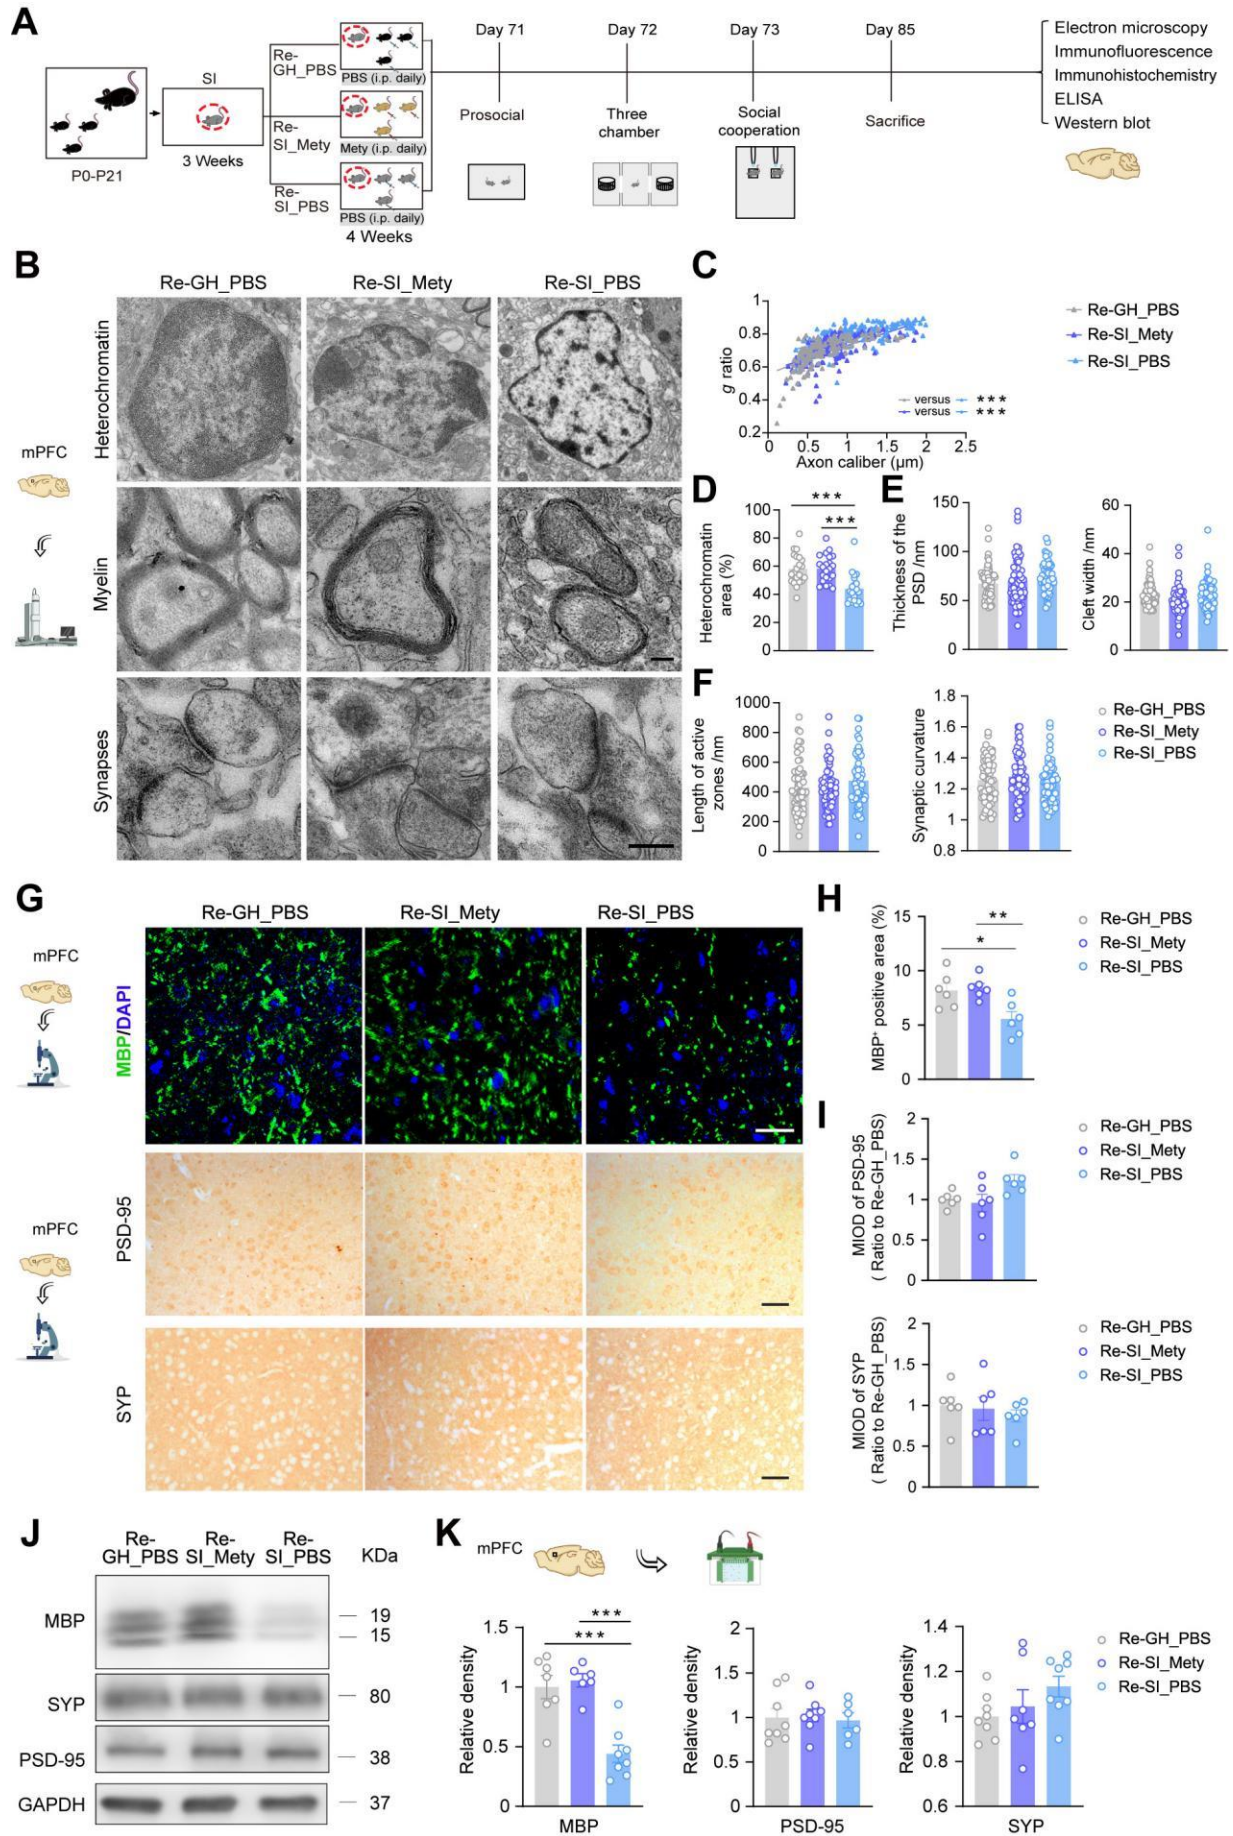

**Fig. S10** SI companions treated with Mety improved the myelin dysfunction in SI mice during resocialization. **A** The timeline of the experimental design. **B** Representative EM images showing OLs nuclear heterochromatin, myelin, and synaptic morphology in the mPFC of mice. Scale bars, 500 nm. **C** Scatter plot of *g*-ratios with linear least squares fitting (Re-GH\_PBS: 142 axons; Re-SI\_Mety: 131 axons; Re-SI\_PBS: 155 axons) ( $n = 6$ ). **D** Graph showing the area percentage of OLs nuclear heterochromatin (Re-GH\_PBS: 21 nuclei; Re-SI\_Mety: 22 nuclei; Re-SI\_PBS: 21 nuclei) ( $n = 6$ ). **E**, **F** Bar graphs showing quantification of PSD, synaptic cleft width, length of the active zones, and synaptic curvature (Re-GH\_PBS: 63 synapses; Re-SI\_Mety: 63 synapses; Re-SI\_PBS: 62 synapses). **G–I** Representative immunohistochemical images showing MBP (green), PSD-95, and SYP expression in the mPFC of mice ( $n = 6$ ). **J**, **K** Representative bands and corresponding graphs showing MBP (both molecular weights), SYP, and PSD-95 protein expression in the mPFC of mice ( $n = 6$ ). Data are presented as the mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . Data were analyzed by one-way ANOVA followed by Tukey's *post hoc* test. GH: group housing; Re: resocialization; SI: social isolation; mPFC: medial prefrontal cortex; Mety: metyrapone.

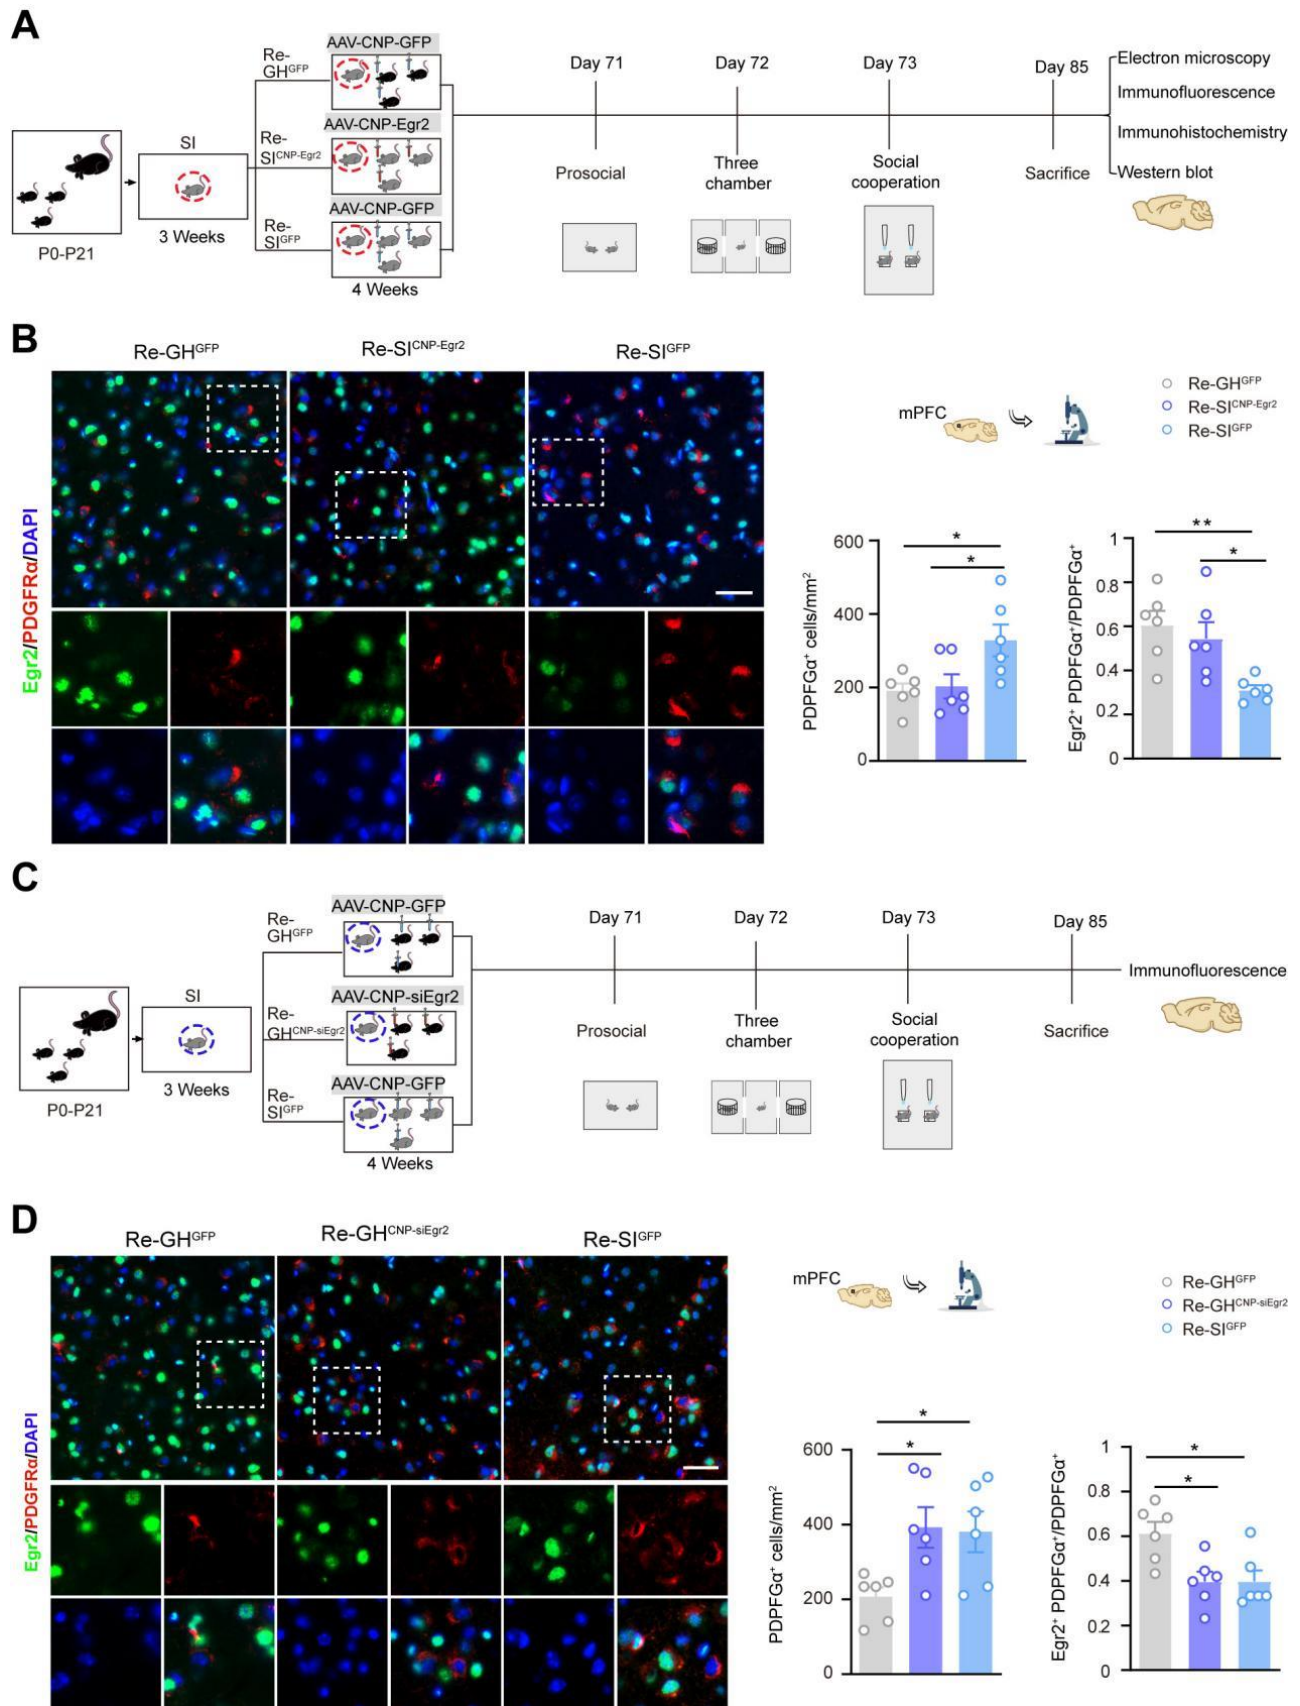

**Fig. S11** Changes in PDGFR $\alpha$  expression in the mPFC of SI mice following co-housing with SI partners overexpressing Egr2 or GH partners down-regulating Egr2. **A**, **B** Representative

immunofluorescence images and corresponding graph showing PDGFR $\alpha$ <sup>+</sup> (red) and Egr2<sup>+</sup> (green) PDGFR $\alpha$ <sup>+</sup>/PDGFR $\alpha$ <sup>+</sup> expression in the mPFC of SI mice overexpressing Egr2 in mPFC OLs in the model of resocialization with other SI mice ( $n = 6$ ). Scale bar, 50  $\mu$ m. **C, D** Representative immunofluorescence images and corresponding graph showing PDGFR $\alpha$ <sup>+</sup> (red) and Egr2<sup>+</sup> (green) PDGFR $\alpha$ <sup>+</sup>/PDGFR $\alpha$ <sup>+</sup> expression in the mPFC of GH mice down-regulating Egr2 in mPFC OLs in the model of resocialization with other GH mice ( $n = 6$ ). Scale bar, 50  $\mu$ m. Data are presented as the mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$ . Data were analyzed by one-way ANOVA followed by Tukey's *post hoc* test. mPFC: medial prefrontal cortex; GH: group housing; Re: resocialization; SI: social isolation.

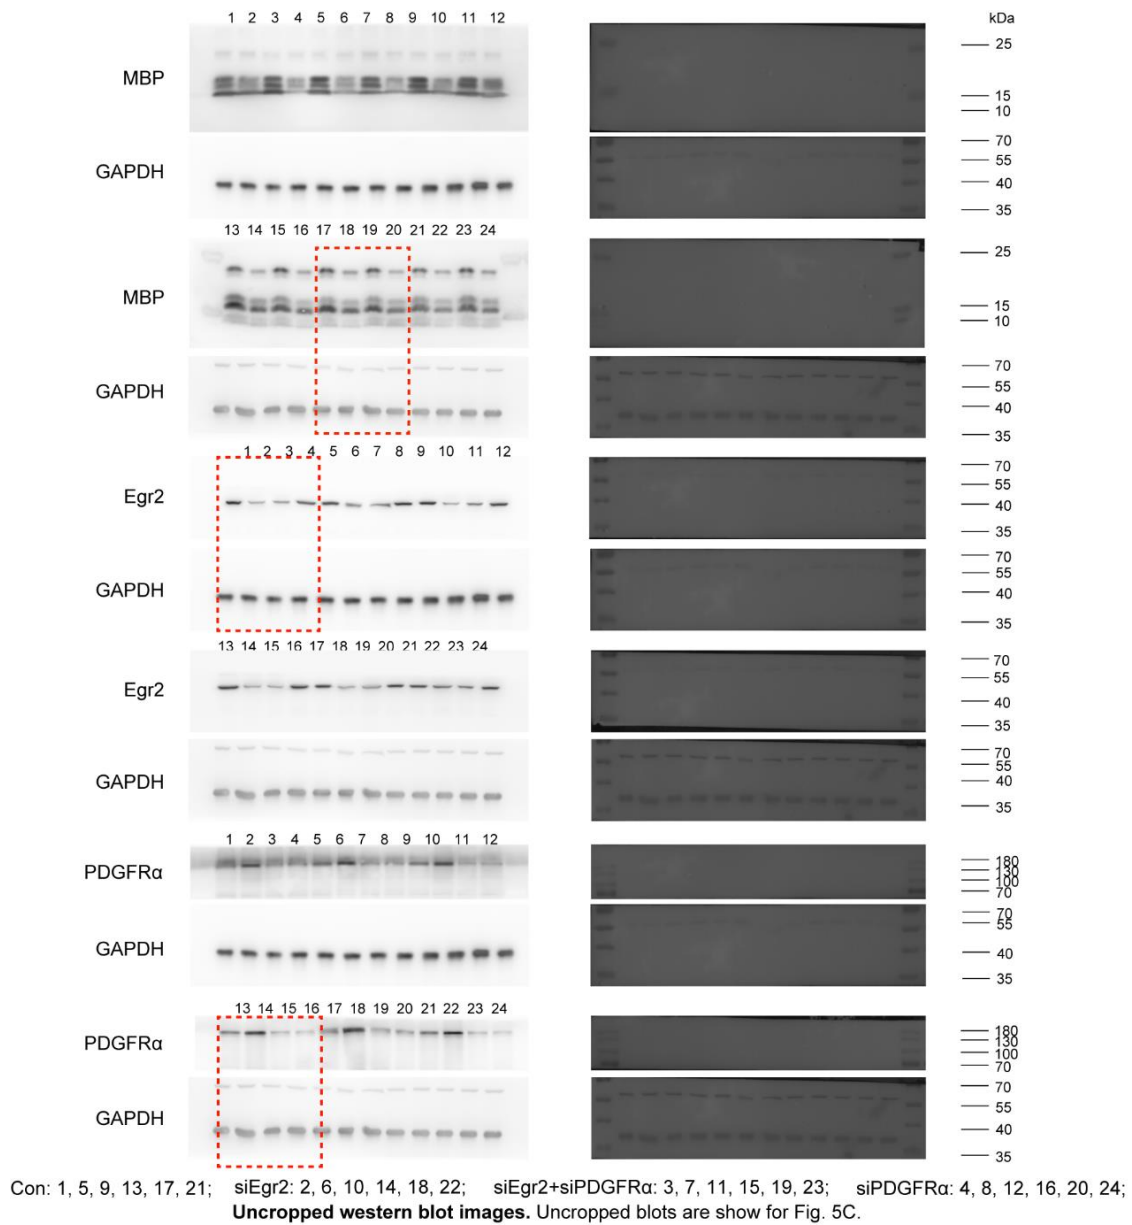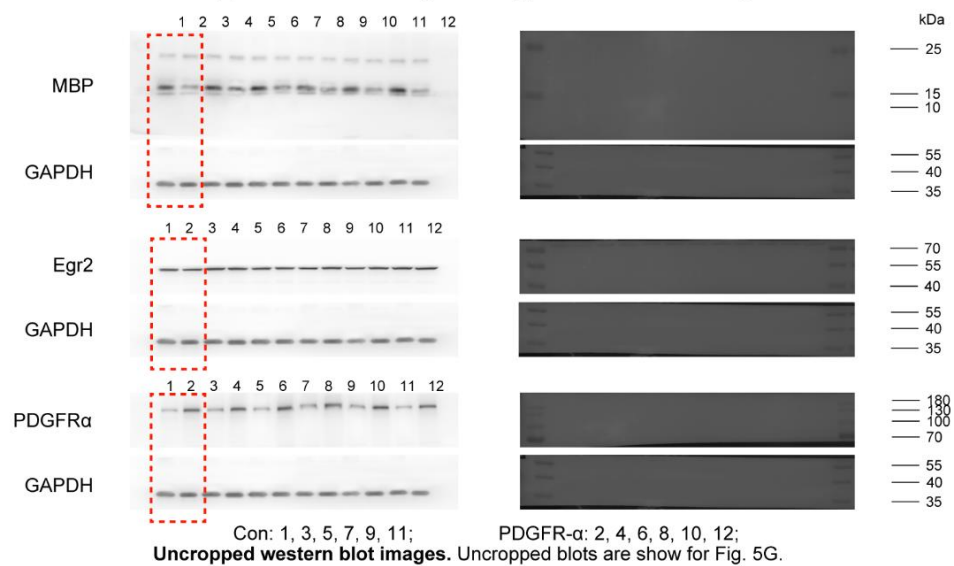

**Fig. S12** Uncropped blots for cropped images shown in Fig. 5C, G.

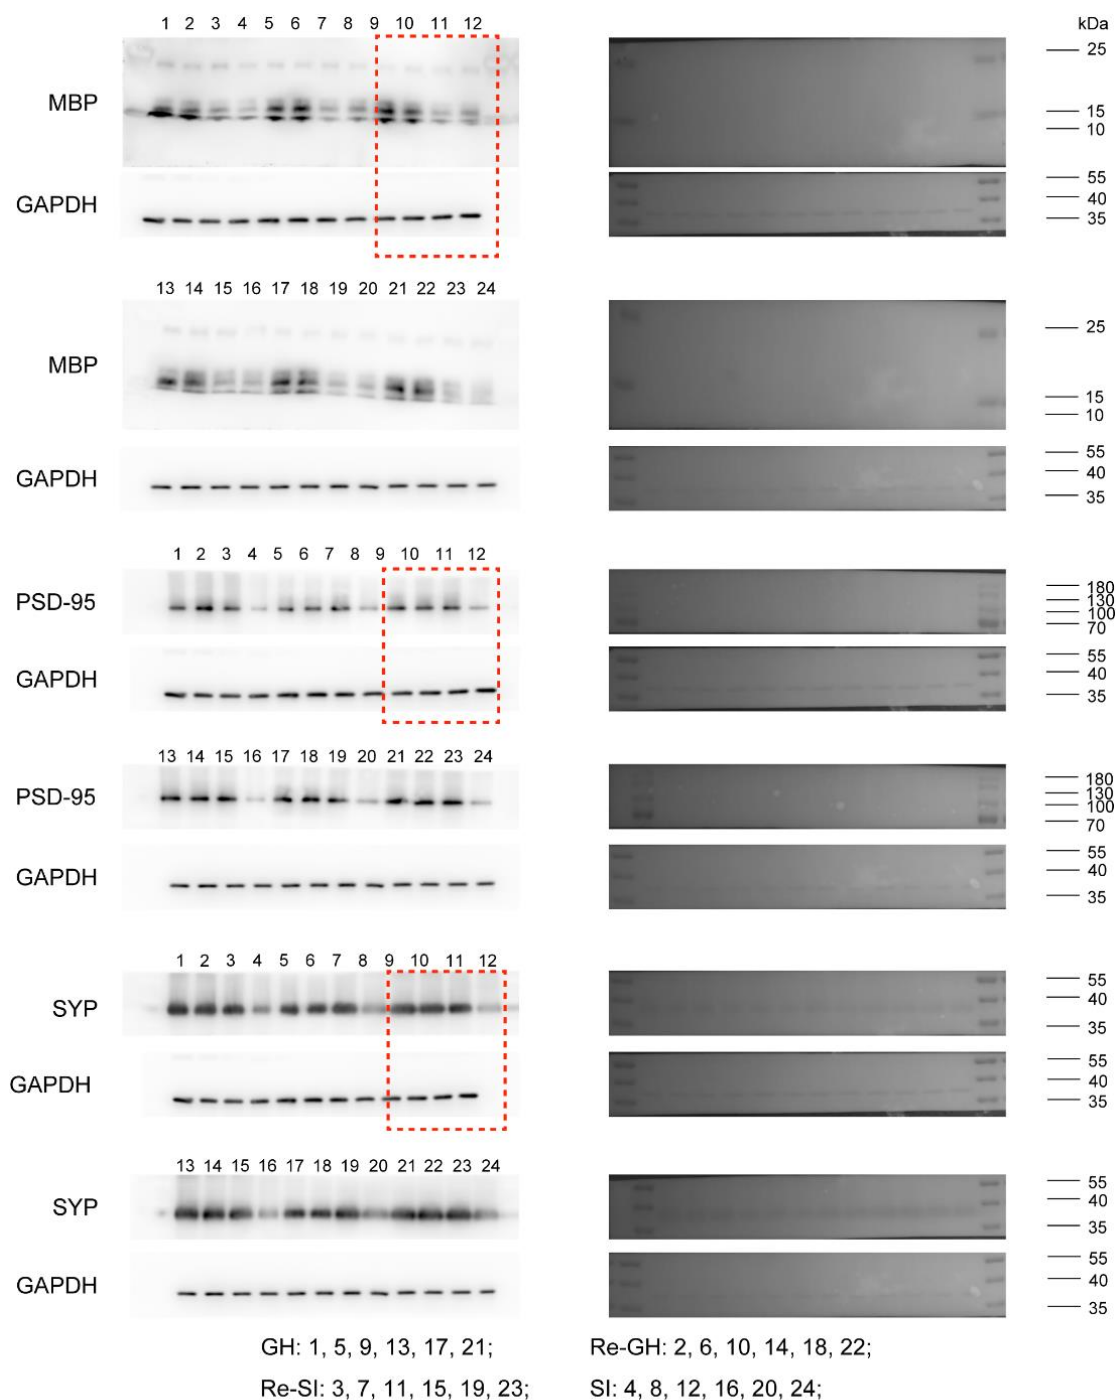

**Uncropped western blot images.** Uncropped blots are show for Fig. S1C.

**Fig. S13** Uncropped blots for cropped images shown in Fig. S1C.

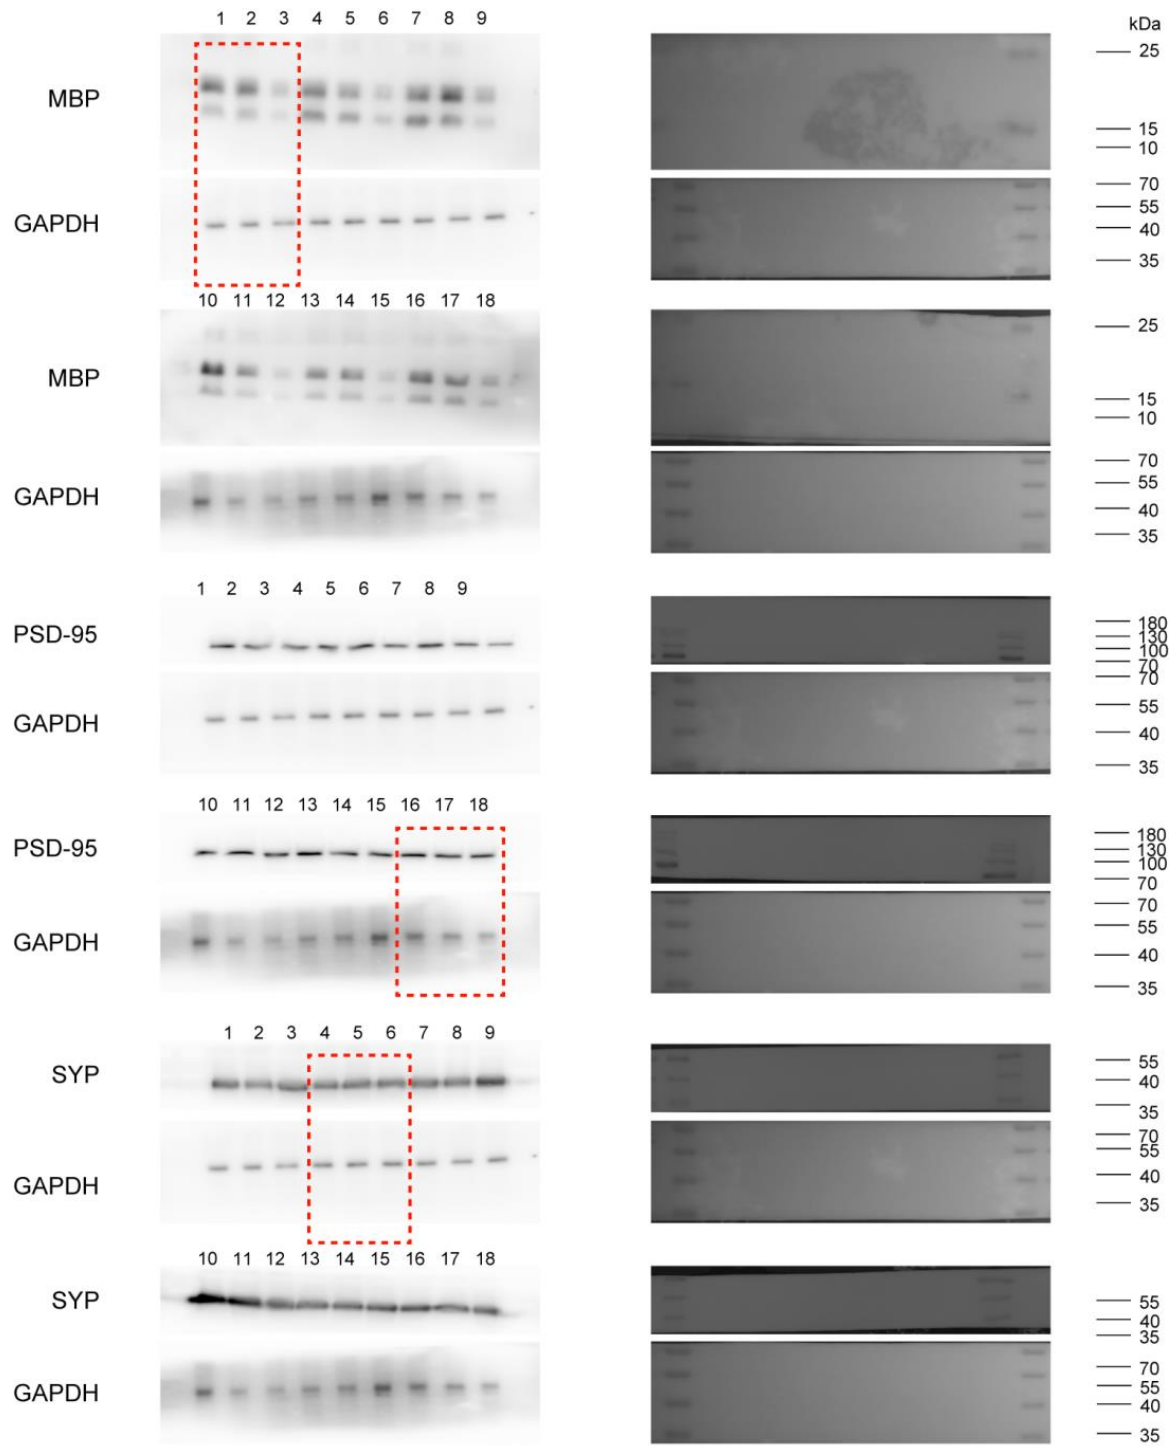

Re-GH<sup>GFP</sup>: 1, 4, 7, 10, 13, 16; Re-SI<sup>CNP-Egr2</sup>: 2, 5, 8, 11, 14, 17; Re-SI<sup>GFP</sup>: 3, 6, 9, 12, 15, 18;

**Uncropped western blot images.** Uncropped blots are show for Fig. S3E.

**Fig. S14** Uncropped blots for cropped images shown in Fig. S3E.

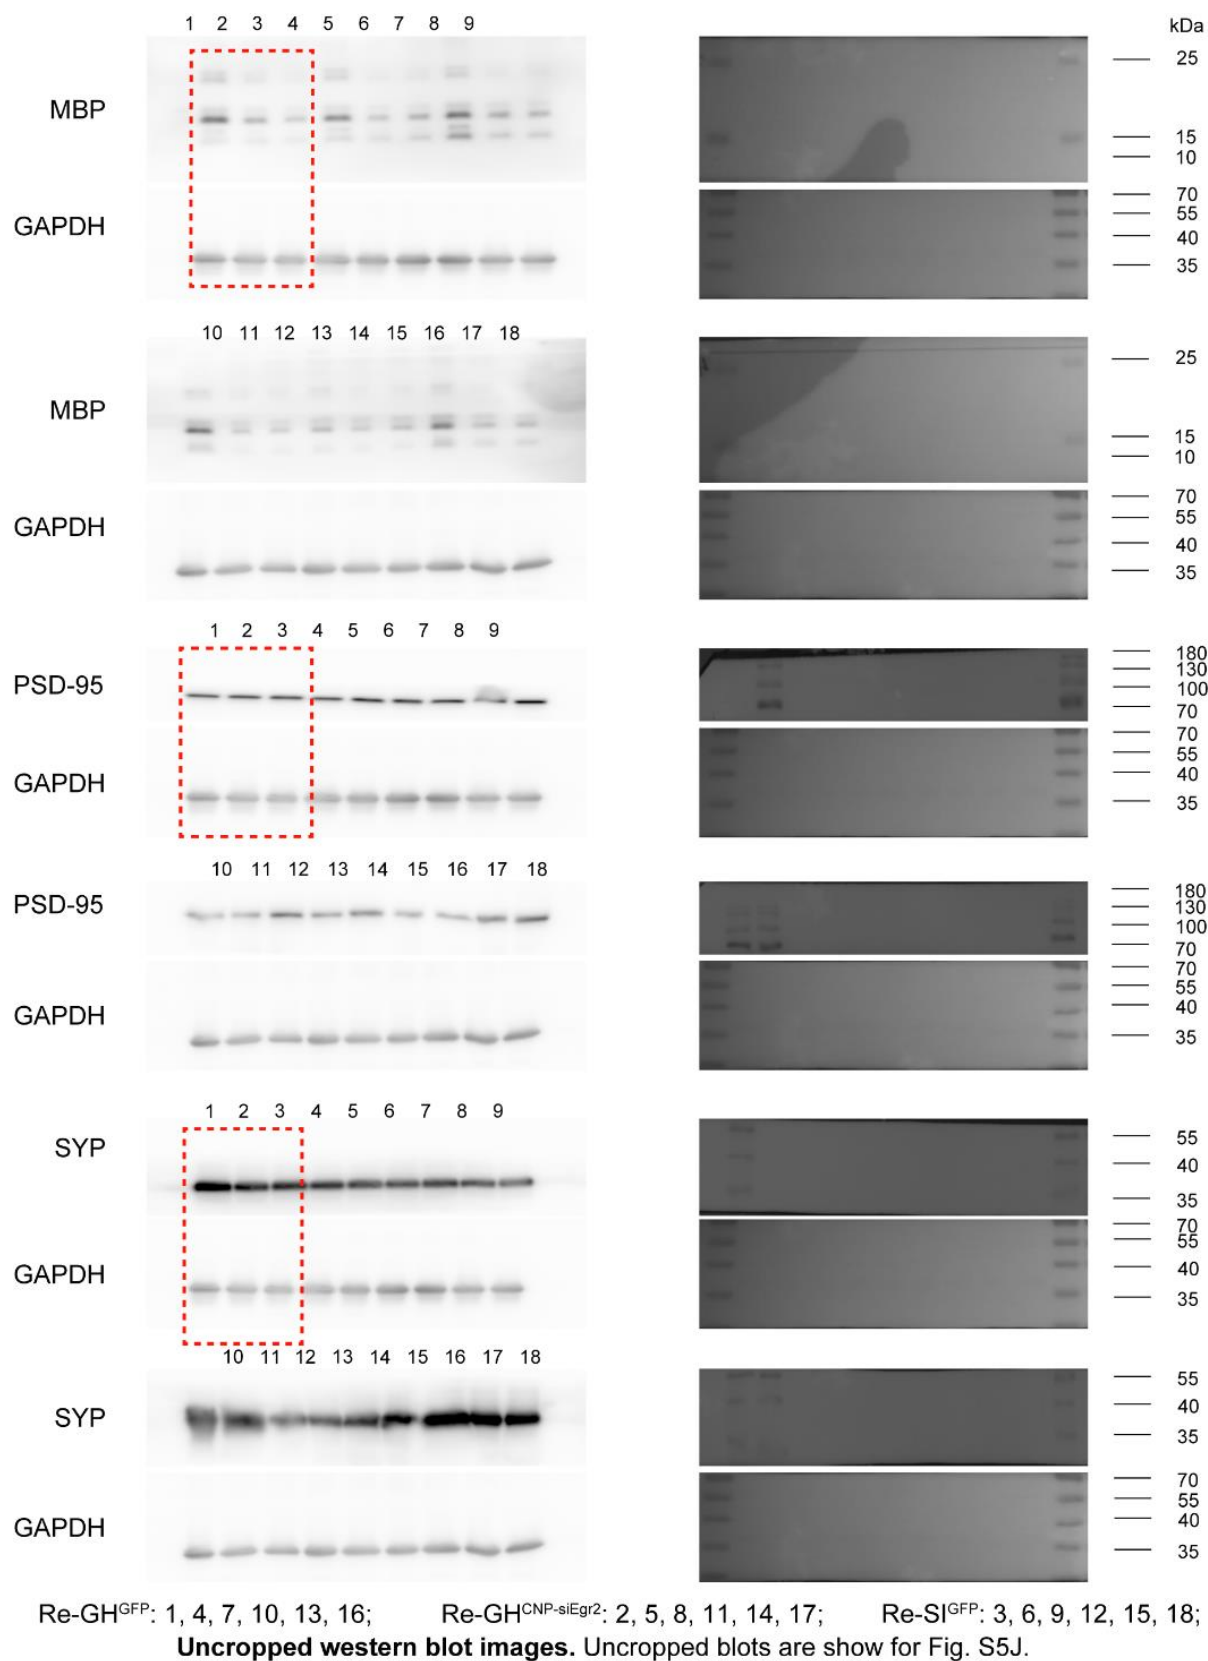

**Fig. S15** Uncropped blots for cropped images shown in Fig. S5J.

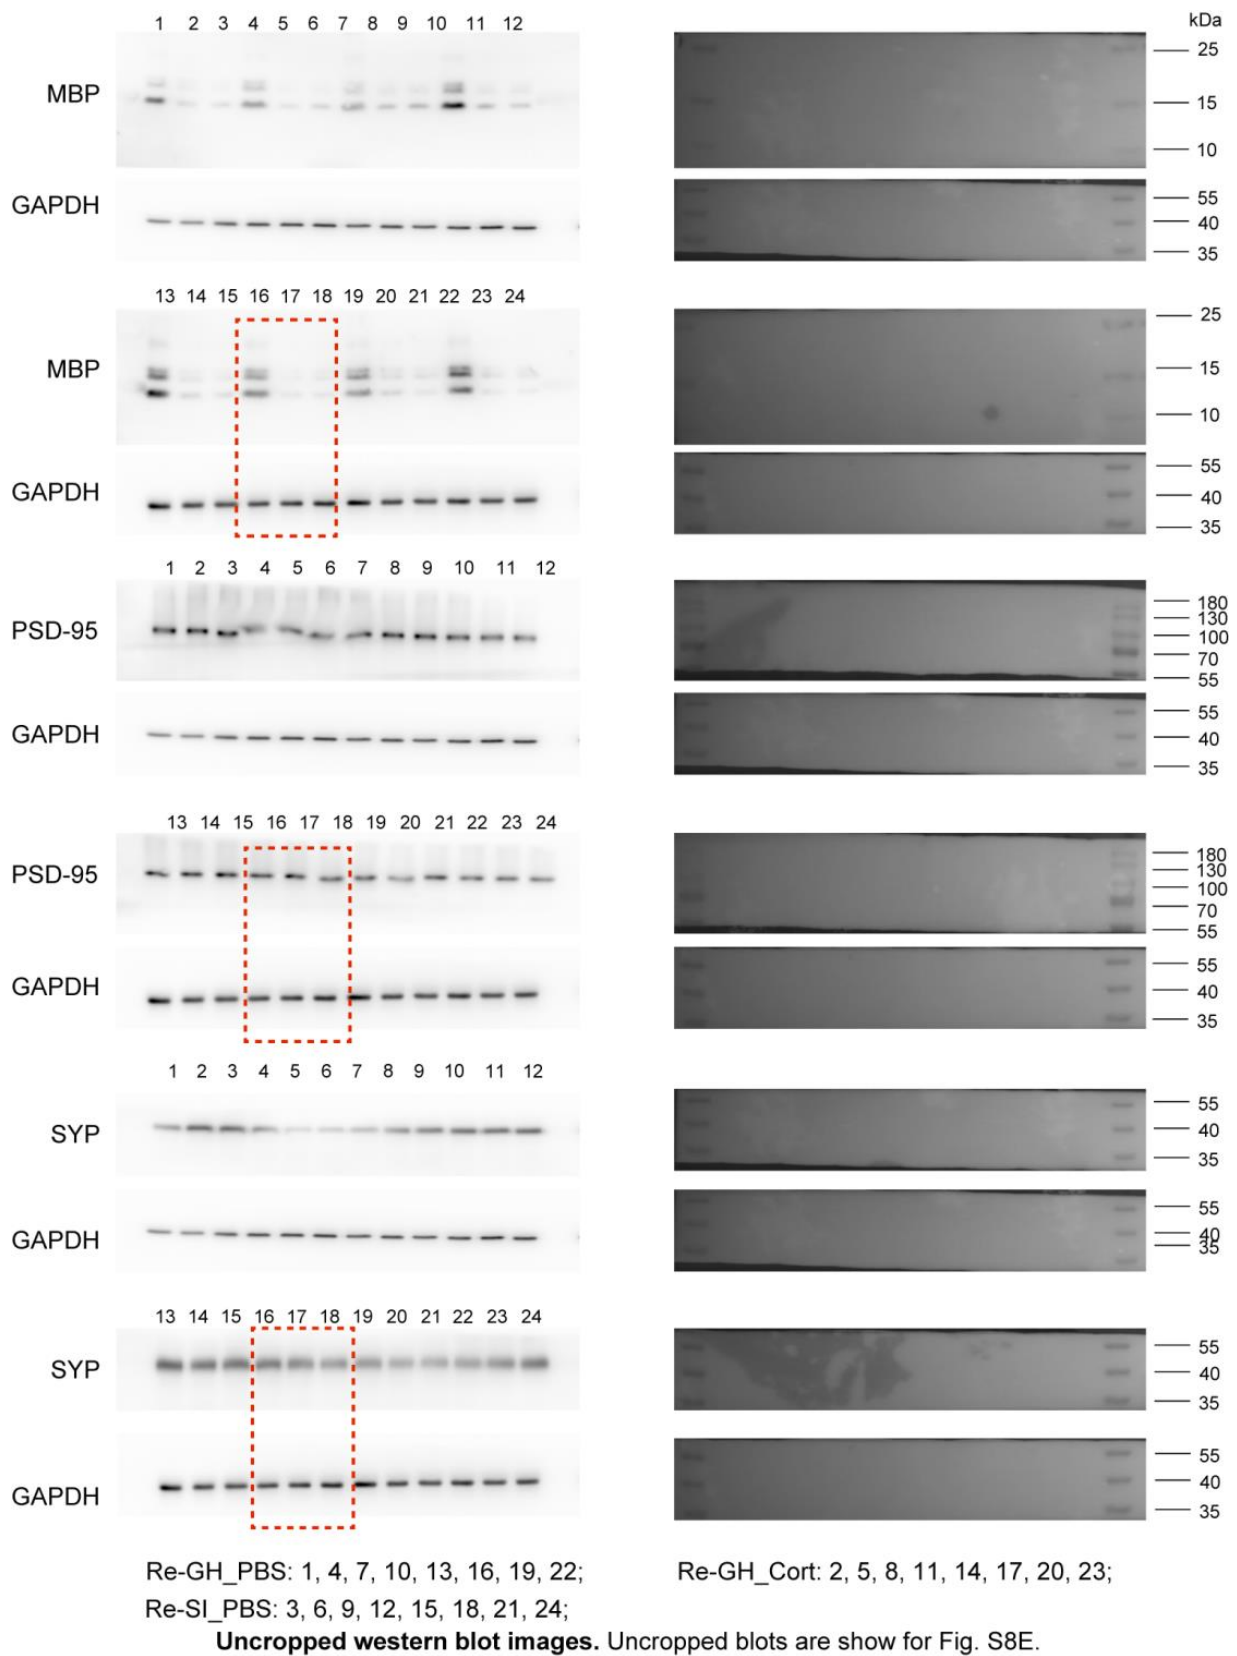

**Fig. S16** Uncropped blots for cropped images shown in Fig. S8E.

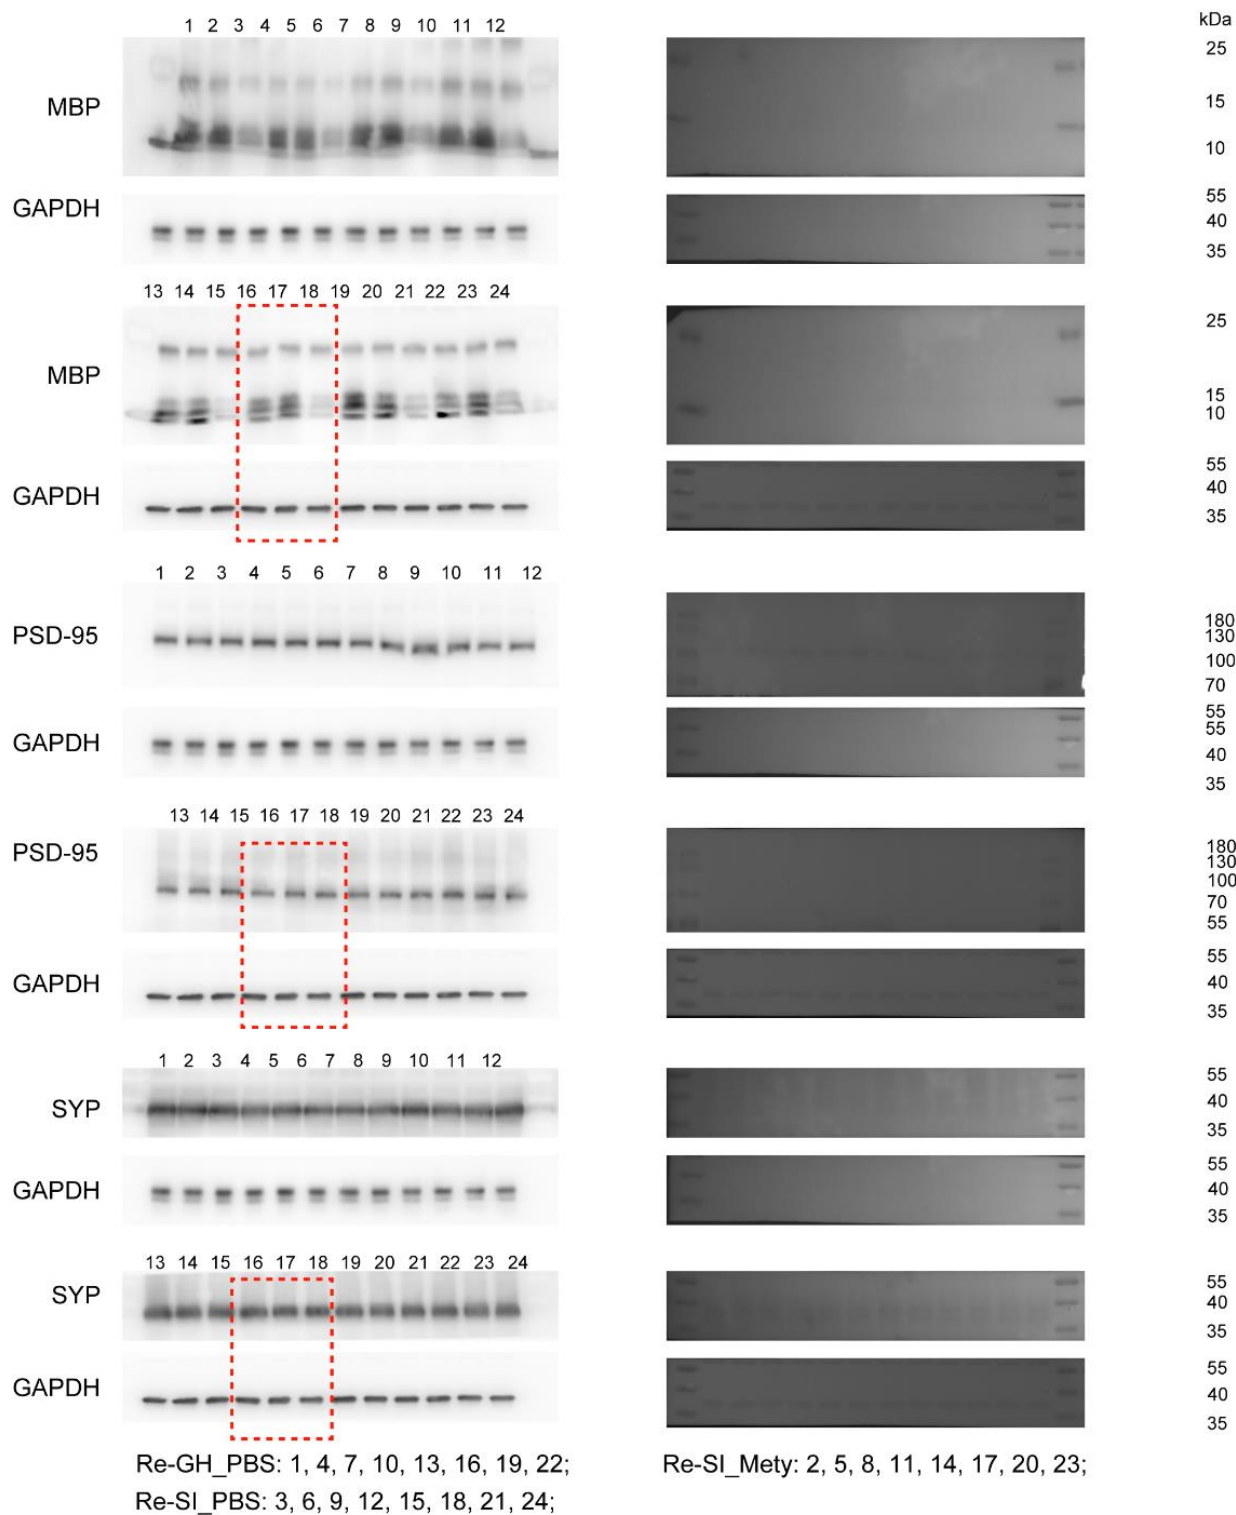

**Fig. S17** Uncropped blots for cropped images shown in Fig. S10J.

## Supplementary Tables

**Table S1** Information on quantitative real-time PCR primers

| <b>Gene Symbol</b> | <b>Sequence (5' to 3')</b> |
|--------------------|----------------------------|
| Serpinb5-Forward   | AACTGGAAGAAACGAAAGGTCAA    |
| Serpinb5-Reverse   | AGTAGGCAGCATTAACCACAAG     |
| Mmp3-Forward       | GGCCTGGAACAGTCTTGGC        |
| Mmp3-Reverse       | TGTCCATCGTTCATCATCGTCA     |
| Smad3-Forward      | AGGGGCTCCCTCACGTTATC       |
| Smad3-Reverse      | CATGGCCCGTAATTCATGGTG      |
| Tgfb2-Forward      | CTTCGACGTGACAGACGCT        |
| Tgfb2-Reverse      | GCAGGGGCAGTGTAACCTTATT     |
| Gfap-Forward       | CGGAGACGCATCACCTCTG        |
| Gfap-Reverse       | TGGAGGAGTCATTCGAGACAA      |
| Pdgfra-Forward     | TATCCTCCCAAACGAGAATGAGA    |
| Pdgfra-Reverse     | GTGGTTGTAGTAGCAAGTGTACC    |
| Nfkb2-Forward      | TGGCATCCCCGAATATGATGA      |
| Nfkb2-Reverse      | TGACAGTAGGATAGGTCTTCCG     |
| Tnfrsf1a-Forward   | GGGGATACATCCATCAGGGGT      |
| Tnfrsf1a-Reverse   | GCTCGGACAGTCACTCACC        |
| IL-6-Forward       | GGAGCCCACCAAGAACGATA       |
| IL-6-Reverse       | AGACAGGTCTGTTGGGAGTG       |
| Tnf-Forward        | CAGGCGGTGCCTATGTCTC        |
| Tnf-Reverse        | CGATCACCCCGAAGTTCAGTAG     |
| Tgfb1-Forward      | TACCAGAAATACAGCAACA        |
| Tgfb1-Reverse      | TGACATCAAAAGATAACCA        |
| GAPGH-Forward      | AGGTCGGTGTGAACGGATTTG      |
| GAPGH-Reverse      | GGGGTCGTTGATGGCAACA        |

**Table S2** Information on quantitative real-time ChIP-PCR primers

| Gene Symbol       | Sequence (5' to 3')      |
|-------------------|--------------------------|
| 0-150-Forward     | CAATGAGAAAGGCTAGGCGTTG   |
| 0-150-Reverse     | GGTCCCCGTGAACTTTTGATAATC |
| 100-250-Forward   | TTAGCGTCTCTTCCTTCTCCTGTA |
| 100-250-Reverse   | AACTCGCCCGAGGTTGG        |
| 200-350-Forward   | GTATGATTCCCCAAAGTTCCCAAC |
| 200-350-Reverse   | GTCAACCCTTTGGATCTTTTCCC  |
| 300-450-Forward   | CAGGGAAAAAGATCCAAAGGGTTG |
| 300-450-Reverse   | ACTTGGTGAGCCTAACGGAATC   |
| 400-550-Forward   | GACAGAAGTTCAGAAGGGGAGAAA |
| 400-550-Reverse   | CTTCCAGATTGCCCCCTCAAC    |
| 500-650-Forward   | GGAAGGATTTTAGAACAGGGCAAG |
| 500-650-Reverse   | CTCTGGGGGCTGAAGGAAAG     |
| 600-750-Forward   | CAGACCGGACCTTTCCTTCAG    |
| 600-750-Reverse   | CTCAAGCGGTTGGTTTCTGAAAC  |
| 710-860-Forward   | GTTTCAGAAACCAACCGCTTGAG  |
| 710-860-Reverse   | CAAGCAAATGGTTGGGCAAAGATC |
| 800-950-Forward   | GATCTTTGCCCAACCATTTGCTTG |
| 800-950-Reverse   | TTCCATGTGTGACATTCCCTAAGG |
| 900-1050-Forward  | GGGAATGTCACACATGGAAACC   |
| 900-1050-Reverse  | AGTATCGAGCACCCAGTTGC     |
| 1000-1150-Forward | CGATACTCATCCTTTTCTCCCCTT |
| 1000-1150-Reverse | CTTCACAGTTCATTCAGAGCCG   |
| 1100-1250-Forward | GGACTCCTTTAAAACGGCTCTGAA |
| 1100-1250-Reverse | CTACCAGCTCTAATCCCCTACCT  |
| 1200-1350-Forward | TAGGGTGTTCTTGCAAAGCAG    |
| 1200-1350-Reverse | GGGGGCTTTCATCTGTTGTAA    |

|                   |                          |
|-------------------|--------------------------|
| 1300-1450-Forward | TTAACAACAGATGAAAGCCCCC   |
| 1300-1450-Reverse | GCTAGCAGGATACCGTAATGTTTG |
| 1400-1550-Forward | CAAACATTACGGTATCCTGCTAGC |
| 1400-1550-Reverse | CCCTGCTCACTATTACTTCCACAT |
| 1500-1650-Forward | GTAATAGTGAGCAGGGCAGTCAC  |
| 1500-1650-Reverse | GATATCAGGCTCGGGAAGAGGAT  |
| 1600-1750-Forward | CTCTTCCCGAGCCTGATATCC    |
| 1600-1750-Reverse | ACTATAGTGGACCTGAGGCTCTG  |
| 1700-1850-Forward | CGTTTTGTTATCAACCTGGTCACC |
| 1700-1850-Reverse | CTCTATCTCCACCACCACCA     |
| 1800-1950-Forward | GTGAGATGGAGGTGGTGGTG     |
| 1800-1950-Reverse | CCTTCGACTTGCGCTCTATTTTG  |
| 1850-2000-Forward | CACACACACACACCAAAAGCATTC |
| 1850-2000-Reverse | CACACACACACACCAAAAGCATTC |

---

How the deposited data were processed for this re-analysis (not part of the article)

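RNA-seq counts of differentiated primary mouse OLs were analyzed in 12 libraries, 6 treated with siEgr2 and 6 with a scrambled siRNA (siNC), harvested 48 h after transfection. Each library was mapped to its group and replicate number from its labels and the methods of the paper. The paper describes the reagent both as an siRNA and as an interference plasmid, and the labels name siEgr2. The paper's methods place the source of the cells in the cortex, and Fig. 4A in the medial prefrontal cortex.

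The authors extracted total RNA with TRIzol, ligated adapters to the RNA, sequenced it on the Illumina platform and deposited raw counts per gene symbol, with no normalization. The text of the paper does not name the aligner, the counting program, the genome build, or whether polyadenylated RNA was selected or ribosomal RNA removed. How reads shared between overlapping genes, near-identical copies or opposite strands were assigned is not stated either, so counts of such genes are uncertain. The table held 1 blank entry without a gene name, with no counts, which was left out, and 1606 entries named by an Ensembl identifier in place of a symbol. No library is a copy of another: over all 30 pairs within a group, the chi-square statistic per gene lay between 7.56 and 39.8, where sampling noise alone gives a value near 1.

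The deposited counts were analyzed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr, scaled by TMM and compared with edgeR's quasi-likelihood test with robust estimation and no covariate, followed by Benjamini-Hochberg adjustment over the 16600 genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. The paper gives the same thresholds and does not name the test. Normalized values are CPM on the TMM scale, and single comparisons of 6 against 6 libraries used the exact permutation test over all 924 assignments, on log2 of CPM plus 0.5 for genes. The genes named in the text follow a rule set before the data were examined: Egr2, the genes of the PPI screen, Mbp, the other genes readable in Fig. 4D, and the 5 called genes with the largest rise and the 5 with the largest fall among those with a mean log2 CPM of at least 2 and no overlap between the groups. Structural RNA genes and single cell type markers named in the closing section were chosen as members of lists or after their values were seen.

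Gene sets were the mouse Reactome sets shipped with fgsea 1.28.0, used in place of the GO terms of the paper, with 15221 of the tested genes (91.7%) matched to an Entrez identifier. Called genes were counted by a one-sided Fisher's exact test against the tested genes in any set of 10 to 500 tested genes, and directions were tested by camera with a preset correlation of 0.01 and by fry. In addition, 21 gene lists written before the data were examined were tested in the same way: oligodendrocyte precursors, newly formed and myelinating oligodendrocytes, astrocytes, microglia, neurons, endothelial cells, fibroblasts and pericytes, ependymal cells, interferon response, p53 targets, ATF4 stress response, sterol synthesis, mitosis, DNA replication, immediate early genes, partners of Egr2, extracellular matrix families, the PPI screen, and the genes readable in Fig. 4C and in Fig. 4D. Coordinates, transcripts and untranslated regions came from GENCODE M21 on GRCm38, whose symbols cover 95.6% of the tested genes. The build the authors used is not known, so coordinates describe the genes and not the reads. Seed matches of siEgr2 in 3′ untranslated regions were tested with 100000 resamples and against other orderings of the same bases.

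The depth per library ranged from 8034251 to 39383014 counts on genes, and the lower depth of the siEgr2 libraries limits the precision for genes with few counts. The procedure was tested on simulated counts for 16322 genes with the means and library sizes of these data, of which 200 were changed. It recovered 193 of the changed genes (96.5%), and 6 of its calls (3.02%) were false. Of the changed genes, 100 were changed by 1 on the log2 scale, and 94% of these were recovered. Recovery was not given for smaller changes, near the fold change threshold, or separately for genes with few counts. The 96.5% therefore does not describe the power for such genes, Egr2 among them.

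The alternatives were other scaling factors (RLE, upper quartile, library size only), DESeq2 1.42.0 and limma-voom in place of edgeR, 2 other filters on low counts, a replicate block, predicted symbols left out, the first principal component of the residuals as a covariate, each library left out in turn, removal of the trend with gene length and GC content, other thresholds, and other sizes of sets and seeds. They were set before the data were examined. A pair of alternatives was added after the data were seen: thinning every library to the smallest total, and leaving out ribosomal and other structural RNA genes. The RNA-seq of the medial prefrontal cortex and the qPCR, ChIP, luciferase and behavioral measurements of the paper were not analyzed here.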

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

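The test in this part was set before its result was seen, but the reading of it as open was chosen afterward, as stated with its value.

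Counts on the 18S ribosomal RNA gene Rn18s-rs5, which the paper does not discuss, made up a median of 13.8% of the siEgr2 libraries and 0.667% of the siNC libraries, the control samples, with no overlap (exact permutation test, p = 0.00216). Other RNAs that lack a poly(A) tail were higher as well, with log2 fold changes of 3.95 for Rn7s1, 3.38 for Rn7sk, 3.98 for Rpph1 and 2.89 for Rmrp, and the mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2 rose by 1.77 and 1.45. A candidate explanation is less complete selection of polyadenylated RNA in the siEgr2 libraries, although the text of the paper does not say that such a selection was made. Replication-dependent histone mRNAs, which also end without a tail, would then rise more than the DNA replication genes of the same cell cycle phase. The median log2 fold change of 56 histone genes was 0.70 and that of 19 replication genes 0.34, a difference of 0.36. Computed from the medians per library, with each gene centered over the libraries, the difference was 0.32 (exact permutation test, p = 0.00433). Without centering it was 0.74 (exact permutation test, p = 0.00216), but such a median follows the gene of median level. A difference of over 0.5 between the median log2 fold changes had been set before the test as the sign of this explanation. The value of 0.36 fell short of it, and by that rule the explanation would have been set aside. The question was left open only after the value was seen, because a smaller difference in the same direction is not excluded by the explanation. The histone genes at the highest level, H1f0 (0.095), H2bc4 (-0.24), H1f2 (-0.17), H2ac25 (0.075) and H1f10 (0.29), stayed under the replication median. The largest rises, of H2bc18 (5.27), H2ac15 (3.27) and H3c3 (3.08), were in genes with low counts (mean log2 CPM of -1.11, -0.33 and 0.22). The histone genes were taken by their symbols, and whether each of them lacks a tail was not tested. Any with a tail would not rise under this explanation and would lower the median of 0.70. The genes that stayed low therefore do not argue against it. A biological rise of these RNAs after Egr2 interference cannot be told apart from a difference in library preparation, since every siEgr2 library had a higher share than every siNC library. With the ribosomal and other structural RNA genes left out, an alternative chosen after the data were seen, there were 1272 called genes in place of 1281.

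The siNC library of replicate 6 had 39383014 counts, while the other siNC libraries had between 28682946 and 32460116. Without it, 1114 genes were called in place of 1281, and 3 genes of the PPI screen fell in place of 5. No biological explanation was tested, since the design gives none for a single library.

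Tnf had a level of 0.640 CPM in the siEgr2 library of replicate 5, from 5 counts, and 0 counts in the other 5 siEgr2 libraries. This library is the smallest, with 8034251 counts, and a gene at this level was not tested. Saa3 had 69.0 CPM in the siNC library of replicate 2, against 42.7 to 51.1 CPM in the other siNC libraries. The fall of Saa3 in siEgr2 does not rest on that library, since its log2 fold change lay between -3.90 and -3.63 over the 12 fits that each left out 1 library. Neither value was given an explanation.

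Among 72 groups of 6 values examined in this way, 3 single libraries stood apart, and chance alone gives 3.6.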

How the results depend on the processing

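With library size only, the median log2 fold change of all genes shifted from 0.0046 to -0.18 and 88.0% of called genes fell against 65.9% with TMM. This scaling counts the ribosomal RNA reads in the totals, and the cause of the shift was not tested further. That setting called 1974 genes, 237 that rose and 1737 that fell. It brought Egr2 to -0.70 (adjusted p = 0.0144 in edgeR's quasi-likelihood test, against 0.0144 to 0.428 over all alternatives), called 0 genes of the PPI screen that rose, where Pdgfra stood at 0.37, and reversed the median of the mitotic cell cycle set to -0.069, which is above the shift of all genes. It also reversed the medians of the endothelial (-0.081), interferon response (-0.13), p53 target (-0.012), sterol synthesis (-0.18) and immediate early (-0.099) lists, none of which passed the test under either scaling. These changes of sign restate the shift of all genes and say nothing about the lists. With RLE and upper-quartile factors, the share that fell was 64.8% and 65.7%.

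The thresholds set the number of called genes. A log2 fold change over 1 gave 373 genes (177 rose, 196 fell), no fold change threshold gave 3300 (1423 rose, 1877 fell), and glmTreat at a log2 fold change of 0.5 gave 237 (83 rose, 154 fell). Genes that rose alone, as the threshold is written in the paper, numbered 437. At an adjusted p under 0.01, 257 genes rose. Most called genes fell in the extracellular matrix set and rose in the mitotic cell cycle set. With only called genes that rose, the odds ratio was 0.821 for the former and 4.00 for the latter (one-sided Fisher's exact p = 5.67e-07 for the latter). Under every other alternative the extracellular matrix set kept an odds ratio over 1 and an adjusted p under 0.05.

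Over the 12 fits that each left out 1 library, the called genes ranged from 1114 to 1339 and Egr2 from -0.60 to -0.39. The genes of the PPI screen that fell ranged from 3 to 6, with the 3 found without siNC replicate 6. Some lists that did not pass the test changed sign among these fits: endothelial from -0.19 to 0.17, interferon response from -0.21 to 0.17, sterol synthesis from -0.012 to 0.022 and neuron from -0.15 to 0.0013. These medians lie near 0, and the cause was not tested.

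The same lists changed sign elsewhere, also without passing. Under limma-voom, endothelial was -0.18 and interferon response -0.12. Without a filter on low counts, interferon response was -0.0056 and sterol synthesis -0.043. With at least 10 counts in every library, neuron was 0.18 and interferon response -0.049. With the first principal component of the residuals as a covariate, endothelial was -0.016 and interferon response -0.046. With list genes of a mean log2 CPM of at least 2, neuron was 0.13 and interferon response -0.0034. Thinning every library to the smallest total, chosen after the data were seen, left 3 genes of the PPI screen that fell and neuron at 0.15. For siRNA seeds, the 6-mer lowered the passenger strand difference to 0.0051 (permutation p = 0.290). The cause of these changes was not tested.

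The replicate numbers did not pair the libraries: the correlations between siNC and siEgr2 libraries of the same number were 0.0522, -0.0209, -0.0136, -0.0101, -0.0098 and 0.0195. With the replicate block, 1124 genes were called (349 rose, 775 fell), and the endothelial and interferon response lists were at -0.070 and -0.074.

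Of the results for lists and for single genes other than Egr2, given above, 1198 values stayed on their side of the threshold, 25 were weaker (4 results), 14 were stronger (7 results) and 29 reversed (6 results), 5 of them under library size only. Tgfb1 accounts for 18 of the weaker ones. Some genes with low counts gave no value under stricter filters. The lower depth of the siEgr2 libraries limits such genes most, among them Tnf and Il6, which did not pass the filter with all libraries.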

Differences from the paper's values

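The paper states no RNA-seq value that could be set beside those computed here, so only directions and rankings are compared. It does not say whether its qPCR was made on the sequenced cultures or on others. The paper reports that Pdgfra, Tgfb2, Gfap and Nfkb2 were higher in siEgr2 by qPCR (Fig. 4E). In the RNA-seq counts Pdgfra was higher, with a log2 fold change of 0.56, while Tgfb2 (-0.45), Gfap (-0.56) and Nfkb2 (-0.80) were lower. None of the alternatives reversed these 3 genes: Tgfb2 lay between -0.64 and -0.42, Gfap between -0.74 and -0.53, and Nfkb2 between -0.99 and -0.71.

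The paper describes Egr2 as knocked out or interfered with in these cultures. It also measured Egr2 protein by Western blot in primary OLs with or without siEgr2 (Fig. 5C, D), and the counts here concern mRNA only. Egr2 mRNA had a log2 fold change of -0.51 here and was not called, and of all settings only library size only called it, at -0.70.

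The paper places mitotic and chromosome segregation terms among the leading GO terms (Fig. 4B). Here the Reactome set Cell Cycle, Mitotic ranked 584 of 846 for called genes of both directions. With only called genes that rose, its odds ratio was 4.00 and its rank 30. The extracellular matrix set ranked 1, as in Fig. 4B, although GO and Reactome sets are not the same genes.

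The PPI screen of the paper includes Serpinb5, Tgfb2, Tnfrsf1a, Tnf and Il6, which were not called here. Serpinb5 was called with library size only (-1.08), with DESeq2 (-0.91), without siNC replicate 4 (-1.02), without siEgr2 replicate 3 (-1.22) and with the length and GC trend removed (-0.99). Tgfb2 was called with library size only (-0.64). Il6 passed the filter and was called without siEgr2 replicate 1 (-2.75) and without siEgr2 replicate 2 (-3.15), on at most 5 counts per siEgr2 library. Tgfb2 and Tnfrsf1a were also called when no fold change threshold was set. At the thresholds of the paper Tnfrsf1a, which lay between -0.48 and -0.27, was called under none of the alternatives run, and Tnf was not called in any fit that tested it.

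Of the other genes in the network of Fig. 4D, Nr2e1, Ltbp4, B4galt1, Cflar and Lcp1 were not called here, and Has1 and Marco did not pass the filter. Nr2e1 was called with library size only (-0.52), B4galt1 with library size only (-0.64), without siEgr2 replicate 1 (-0.51) and without siEgr2 replicate 6 (-0.51), Cflar with limma-voom (-0.95), and Lcp1 with library size only (-1.09) and without siEgr2 replicate 4 (-1.27). Marco, with 0 counts in all siEgr2 libraries and a level at least 2.91-fold lower there, was called without a filter on low counts and in the 6 fits that each left out 1 siEgr2 library. Has1, also with 0 counts there, was called without a filter on low counts. With no fold change threshold, Nr2e1, Ltbp4 and B4galt1 were called as well, and this was the only setting run that called Ltbp4, which was higher in siEgr2 (0.32).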

Other observations

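The tests on astrocytes, on Pdgfra and on Gapdh, and the splits compared at an equal number of genes, were chosen after related values had been seen. The thinning of the libraries was added after the data were seen, but what it would show was set before its result. The other tests in this part were set before their results were seen.

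The split of the libraries by treatment was set against other splits. Of 100 splits of the 12 libraries into groups of 6, drawn from 462 with the real one included, only the real one (1 of 100) gave as many called genes. The others called a median of 0 genes and at most 2. The counts for the called genes of the PPI screen and for the Fisher p of the extracellular matrix and mitotic cell cycle sets were also 1 of 100 each, but they carry no weight beyond the number of called genes, since the other splits had too few called genes to give anything else. The splits were therefore also compared with the 1281 genes of smallest p taken in each, whatever their adjusted p. The real split then held 7 genes of the PPI screen, reached by 2 of 100 splits. Its Fisher p for the extracellular matrix set was 5.55e-15 (Fisher's exact test), and 2 of 100 splits had one as small, with 2.88e-20 in the other. For the mitotic cell cycle set it was 0.00361 (Fisher's exact test), and 4 of 100 splits had one as small, down to 1.00e-07. The other split that reached the value for the PPI screen, the one for the extracellular matrix set and 2 of the 3 for the mitotic set keep 5 of the 6 libraries of a treatment together, so they carry part of the treatment difference, and the last one for the mitotic set keeps 4. The number of gene lists that passed camera, 12 of 21, was reached by 7 of 100 splits, with up to 13 lists in another split. The other splits that reached it keep 4 or 5 of the 6 libraries of a treatment together, so they too carry part of the treatment difference. Splits with 3 libraries of each treatment on either side reached at most 6 lists. That count alone therefore does not set the real split apart from splits that hold part of the treatment difference. The treatment remains confounded with depth and ribosomal RNA share, which no regrouping can separate.

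All 12 lists that passed camera also passed fry, at an adjusted p under 0.05. Those that rose, by median log2 fold change, were mitosis (0.44, with 26 of 26 genes higher), DNA replication (0.34, 19 of 19 higher) and oligodendrocyte precursors (0.26, 12 of 14 higher). Those that fell were astrocytes (-0.60), genes readable in Fig. 4C (-0.70), extracellular matrix families (-0.41), genes readable in Fig. 4D (-0.75), the PPI screen (-0.56), fibroblasts and pericytes (-0.57), ependymal cells (-0.52), ATF4 stress response (-0.23) and myelinating oligodendrocytes (-0.13). These directions held with library size only. ATF4 did not pass under limma-voom, with predicted symbols left out, or without siNC replicate 6 (-0.15). The lists from Fig. 4C, Fig. 4D and the PPI screen were picked by the paper from these libraries. The medians with genes at the detection limit set to their bound were -0.75 for Fig. 4D and -0.41 for the extracellular matrix families. The p53 target list (0.17) did not pass, but passed under limma-voom (0.17, adjusted p = 0.0193 in camera, against 0.0193 to 0.713 over its alternatives). The other lists did not pass: microglia (-0.079), interferon response (0.037), sterol synthesis (0.00097), immediate early genes (0.085), endothelial cells (0.091), newly formed oligodendrocytes (-0.058), neurons (-0.066) and partners of Egr2 (-0.091). Over the 12 fits that each left out 1 library, microglia lay lower, between -0.35 and -0.16, also without passing. Of the PPI genes, Gfap is also in the astrocyte list and Pdgfra in the precursor list, and 4 collagen genes of the fibroblast list are also in the matrix families. Mbp fell by 0.28 on the log2 scale (adjusted p = 0.000228 in edgeR's quasi-likelihood test), lower in every siEgr2 library than in every siNC library.

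More called genes fell than rose, 844 against 437. If the lower depth of the siEgr2 libraries caused this, it would go away when every library is thinned to the smallest total. After thinning, 69.7% of 1052 called genes fell, of which 937 were called before, so depth alone does not account for the imbalance.

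The extracellular matrix families did not follow a trend with gene length and GC content. With that trend removed, their median log2 fold change was -0.37 in place of -0.41, so the trend is not the whole cause.

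In the mitotic cell cycle set, 11 genes are histones, whose mRNAs lack a poly(A) tail, and these had a median log2 fold change of 1.05 with 5 of the 23 called genes that rose. The other 384 genes had a median of 0.11 with the other 18. Histones therefore account for part of the called genes but not for the shift of the set.

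The culture may have held fewer astrocytes after siEgr2, which would lower all astrocyte markers alike if no other cells expressed them. All 15 astrocyte genes were expressed and had lower values in siEgr2, from -0.85 for Slc1a3 to -0.11 for Fgfr3, with Aqp4 at -0.80 and Aldoc at -0.34. Their log2 fold changes differed far beyond their standard errors (Cochran's Q against the chi-square distribution, p = 4.62e-51, n = 15 genes). A smaller share that lowers all of these genes alike is therefore not enough. Expression of these genes in other cells was not measured, so a smaller share that lowers them unequally is not excluded. A change of expression within astrocytes, alone or with a smaller share, also stays open and was not tested. A lower share of one cell type also cannot by itself give the fall of fibroblast and ependymal genes.

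The rise of Pdgfra could come from a larger share of oligodendrocyte-lineage RNA. Relative to the mean of Olig1, Olig2 and Sox10, Pdgfra was still higher by 0.32 on the log2 scale (exact permutation test, p = 0.00216). A larger share that raises all of these genes alike is therefore not enough. It could also come from a larger share of oligodendrocyte precursors. Relative to the median of the other 13 precursor genes, each centered over the libraries, Pdgfra was still higher by 0.31 (exact permutation test, p = 0.00216), so a larger share that raises these genes alike is not enough either. Without centering, that median follows the gene of median level, and the difference of -0.052 (exact permutation test, p = 0.348) says nothing about how the genes rose. Of the 13 genes, 11 rose less than Pdgfra or fell, down to -0.65 for Matn4, and 2 rose slightly more, Cspg4 (0.56) and Lhfpl3 (0.57). Genes also expressed in other cells would rise less under a larger share, and expression by cell type was not measured. A larger share that raises the genes unequally is therefore not excluded. A change of expression within precursors, alone or with a larger share, also stays open and was not tested. So does a direct effect of Egr2 on Pdgfra.

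An siRNA can lower other transcripts that match its seed. For the siEgr2 guide strand, 1533 of 13058 tested genes hold the 7-mer GATCTCT in the 3′ untranslated region, and their median log2 fold change differed by -0.0078 from the rest (permutation p = 0.259). This difference lies at the percentile 14.3 of 419 other orderings of the same bases, within the range set beforehand as no effect. The 6-mer gave a difference of -0.0059 (permutation p = 0.189) at the percentile 3.39 of 59 orderings, which is lower than most orderings but equally small. For the passenger strand 7-mer TGTACAG the difference was 0.0184 (permutation p = 0.00319), upward and at the percentile 90.6 of 629 orderings. Seed effects of this size do not account for the 844 called genes that fell.

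The qPCR of the paper was normalized to Gapdh, so a fall of Gapdh would raise every ratio. Both Gapdh primers match 43 annotated genes, Gapdh included, and only some of these were summed here. Gapdh with these copies, 4 entries in all, was lower in siEgr2 by a log2 difference of -0.26 (exact permutation test, p = 0.00216). Gfap divided by this sum was still lower in siEgr2, by a log2 difference of -0.30 (exact permutation test, p = 0.00649). In these counts the summed entries therefore do not turn the direction of Gfap, and the copies outside the sum were not tested. The ratio was -0.20 for Tgfb2, -0.57 for Nfkb2 and 0.81 for Pdgfra. The Gapdh entry itself has a mean log2 CPM of only 4.07, and how reads were divided between Gapdh and its copies is not known.

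In 60 genes with a mean log2 CPM of at least 2, the libraries of one group fell into separate levels far apart, 35 of them in siNC and 31 in siEgr2. Of these genes 3 were called, but levels far apart within a group raise the spread that the test uses, so this number does not show whether they relate to treatment. A candidate explanation is that reads shared with an overlapping gene went to one gene or the other. Of those with a position, 69.2% overlap another annotated gene, against 56.5% of 11997 other genes (one-sided Fisher's exact test, p = 0.0419). The difference is small and borderline, so the explanation could hold for part of these genes only, and no biological explanation was tested.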
